# Dissecting the role of H3K27 acetylation and methylation in PRC2 mediated control of cellular identity

**DOI:** 10.1038/s41467-019-09624-w

**Published:** 2019-04-11

**Authors:** Elisa Lavarone, Caterina M. Barbieri, Diego Pasini

## Abstract

The Polycomb repressive complexes PRC1 and PRC2 act non-redundantly at target genes to maintain transcriptional programs and ensure cellular identity. PRC2 methylates lysine 27 on histone H3 (H3K27me), while PRC1 mono-ubiquitinates histone H2A at lysine 119 (H2Aub1). Here we present engineered mouse embryonic stem cells (ESCs) targeting the PRC2 subunits EZH1 and EZH2 to discriminate between contributions of distinct H3K27 methylation states and the presence of PRC2/1 at chromatin. We generate catalytically inactive EZH2 mutant ESCs, demonstrating that H3K27 methylation, but not recruitment to the chromatin, is essential for proper ESC differentiation. We further show that EZH1 activity is sufficient to maintain repression of Polycomb targets by depositing H3K27me2/3 and preserving PRC1 recruitment. This occurs in the presence of altered H3K27me1 deposition at actively transcribed genes and by a diffused hyperacetylation of chromatin that compromises ESC developmental potential. Overall, this work provides insights for the contribution of diffuse chromatin invasion by acetyltransferases in PRC2-dependent loss of developmental control.

## Abstract (web summary)

Polycomb repressive complexes PRC1 and PRC2 act non-redundantly at target genes to regulate transcription. Here the authors present engineered mouse ESCs targeting the PRC2 subunits EZH1 and EZH2 to discriminate between contributions of distinct H3K27 methylation states and the presence of PRC2/1 at chromatin, and provide evidence for the role of H3K27 acetylation in PRC2-mediated functions.

## Introduction

The proper establishment and regulation of transcriptional programs is of fundamental importance during development. Polycomb group (PcG) proteins act as epigenetic regulators that ensure the maintenance of cell-specific transcriptional programs by exerting a crucial role during establishment of cellular identity and cell fate transitions. This is guaranteed by the activity of two major PcG repressive complexes (PRCs), PRC1 and PRC2, that act non-redundantly at the same target genes to ensure proper gene repression via post-translational modifications of histone proteins^1^. The importance of PRCs is highlighted by the early embryonic lethality of knockout mice^2–5^, as well as the failure to establish proper in vitro differentiation of embryonic stem cells (ESCs) lacking core PRC1 and PRC2 subunits^6–9^. PRCs maintain a critical role also in adult life, with both PRC1 and PRC2 activities playing specific roles in controlling cell identity and tissue homeostasis^1^. Importantly, these same activities are also frequently deregulated in different type of human tumors by genetic lesions that preferentially target PRC2 activity^1^. Such mutations can result in either gain- or loss-of-function of PRC2, depending on the tissue and the environmental context^8,10–15^.

PRC1 is responsible for the deposition of histone H2A lysine 119 mono-ubiquitination (H2Aub1), catalyzed by activity of its redundant E3-ligase subunits RING1A or RING1B^16^. PRC2 activity relies on the methyltransferases EZH1 and EZH2, which deposit all three methylation states of lysine 27 onto histone H3 (H3K27me)^17–19^. EZH1 and EZH2 are mutually exclusive within PRC2 and retain distinct enzymatic proprieties in vitro, with EZH2 showing higher methyltransferase efficiency under the same reaction conditions^19^. While loss of EZH1 is dispensable for embryogenesis and mice viability^20^, EZH1 fails to compensate EZH2 loss of function that results in early embryonic lethality during gastrulation^2^. Both EZH1 and EZH2 are expressed in mouse ESCs and are found associated within PRC2^3,18^. PRC2-EZH1 and PRC2-EZH2 complexes are associated to a set of ancillary proteins that are not required for intrinsic PRC2 enzymatic activity but play distinct roles in regulating chromatin recruitment and activity^21–26^.

The mechanisms by which PRC1 and PRC2 complexes are recruited to, and stabilized at, chromatin still remain points of discussion. In *Drosophila*, recruitment occurs via Polycomb response elements (PRE), which are distal cis-regulatory elements about a few hundred base pairs long that are devoid of nucleosomes^27^. The recruitment mechanisms in mammals appear to be divergent and are still not clear. CpG islands attract PRC1 and PRC2 complexes, and several subunits, such JARID2 and Polycomb-like proteins (e.g., PHF1, MTF2, and PHF19), have direct binding affinities to these DNA motifs^28,29^; how specificity is acquired, however, remains an open issue. PRC2 has been proposed to be actively excluded from CpG islands (CpGi) by RNA polymerase II activity, which would imply that PRC2 has the potential ability to bind CpGs by default^30^. In this scenario, neither the role that H2Aub1 exerts in vivo on PRC2 recruitment, nor the role that PRC2 exerts on PRC1 recruitment, is clearly defined.

Multiple PRC1 subcomplexes with distinct biochemical proprieties have been demonstrated to exist. These complexes are commonly referred to as canonical or non-canonical, based on their dependence on H3K27me3 for recruitment to target loci^31^. It was also shown that PRC2 retains the ability to bind H2Aub1, suggesting that deposition of H2Aub1 can control PRC2 recruitment and/or stabilization at target loci^32–34^. Studies in *Drosophila melanogaster* have elegantly shown that preventing H2Aub1 deposition by mutating K117, K118, K121, and K122 of histone H2A, or by expressing a dRING catalytically inactive mutant, did not result in homeotic transformations^35^. Similarly, inactivating point mutations of RING1B in mice postpones embryonic lethality from embryonic day E10.5 to E15.5^36^. Although RING1A was still expressed in these mice, these results strongly suggest that lack of H2Aub1 deposition cannot phenocopy loss of PRC2 activity in vivo. Importantly, substituting lysine for arginine in H3 (H3K27R) resulted in homeotic transformations identical to E(z) loss-of-function in the developing fly embryos, pointing to H3K27me3 as the central hub for PcG functions in fly development^37^. Whether this also applies to mammalian development remains to be addressed.

PRC2 activity controls all forms of H3K27 methylation^17^. We have previously reported that while mono-methylated H3 (H3K27me1) is preferentially deposited at highly transcribed gene bodies, tri-methylated H3 (H3K27me3) is deposited at promoter regions concomitantly with PRC2 and PRC1 association^17^. Like the CBX proteins of canonical PRC1, EED can bind H3K27me3 with its WD40 domain to stabilize PRC2 at its target sites and to allosterically stimulate PRC2 enzymatic activity^38^. This also generates an intrinsic biochemical competition for this modification between PRC1 and PRC2; binding of PRC2 reinforces its activity at target sites but also serves as a docking site for canonical PRC1.

In contrast, di-methylated H3 (H3K27me2) is a broadly diffused modification that, in ESCs, covers 70% of total H3^17^. Essentially, H3K27me2 “fills the gaps” between H3K27me1 and H3K27me3 chromatin domains in intergenic and non-transcribed intragenic genomic space. Importantly, we and others have previously reported that global loss of H3K27 methylations results in an aberrant accumulation of H3K27 acetylation mediated by CBP and p300 activity^39,40^. This occurs at all sites in which H3K27 methylation is lost, including hyperacetylation of PcG bound promoters and non-lineage-specific enhancer elements^17^. This observation raises the question of whether early developmental failure in the absence of PRC2 activity is primarily a consequence of loss of control of promoter repression due to lack of H3K27me3 deposition, or a general failure caused by diffuse chromatin hyperacetylation due to a lack of H3K27me2 deposition.

To address these questions, we generate a set of mutants to entirely delete EZH1 and EZH2 proteins or completely inactivate EZH2 catalytic activity without altering PRC2 assembly. We now demonstrate that PRC2 is recruited to target sites independently of H3K27me3 and H2Aub1 deposition. We further show that the activity of EZH1 is sufficient to deposit H3K27me3 at all PRC2 target sites but is unable to spread this modification to neighboring chromatin. Although this is sufficient to fully recruit PRC1 activity at these sites and to prevent hyperacetylation of all PcG target promoters, EZH1 activity is unable to counteract diffused chromatin H3K27ac hyperacetylation caused by H3K27me2 loss or to support proper ESC differentiation. Together, these data strongly suggest that early developmental failure induced by loss of PRC2 activity is a consequence of chromatin H3K27 hyperacetylation rather than specific loss of repressive control at target genes.

## Results

### Generation of EZH1/2 full KO and catalytically inactive ESC

In order to dissect the role of H3K27 methylation from the assembly and recruitment of the PRC2 complex to chromatin, we generated a set of isogenic ESC lines carrying different mutations by using CRISPR/Cas9 engineering to target the PRC2 complex. Until now, EZH2-null ESC lines have used C-terminal deletions to create functionally dead EZH2 protein by eliminating its catalytic SET domain. However, this results in the expression of a truncated protein that can still assemble into a normal PRC2 complex^18,41^. To bypass this problem, we generated macrodeletions that eliminate the production of any polypeptide from the *Ezh2* gene (*Ezh2* knockout [KO]). Following a similar strategy, we have also generated a macro-deletion that targets independently the *Ezh2* paralog *Ezh1* (*Ezh1* KO). To further create double-KO (dKO) ESCs, we sequentially targeted *Ezh1* and *Ezh2* with the same gRNAs (*Ezh1/2* dKO; Fig. 1a, Supplementary Fig. 1A, B, D, and Supplementary Table 1). Consistent with previous reports, ESCs lacking PRC2 activity proliferated as wild-type (WT), with no changes in the expression of the pluripotency marker POU5F1 (OCT4; Fig. 1b). While loss of EZH1 was fully compensated by EZH2 activity, *Ezh2* KO displayed a global loss of both H3K27me2 and H3K27me3 but retained normal H3K27me1 deposition. Consistent with this, all three H3K27 methylation forms were lost in *Ezh1/2* dKOs (Fig. 1b). Overall, these data show that: (i) all three forms of H3K27 methylation are under EZH1 and EZH2 control in ESCs; (ii) H3K27me1 is fully compensated by PRC2-EZH1; and (iii) loss of H3K27me2/me3 always correlates with increased H3K27ac levels.

**Fig. 1:**
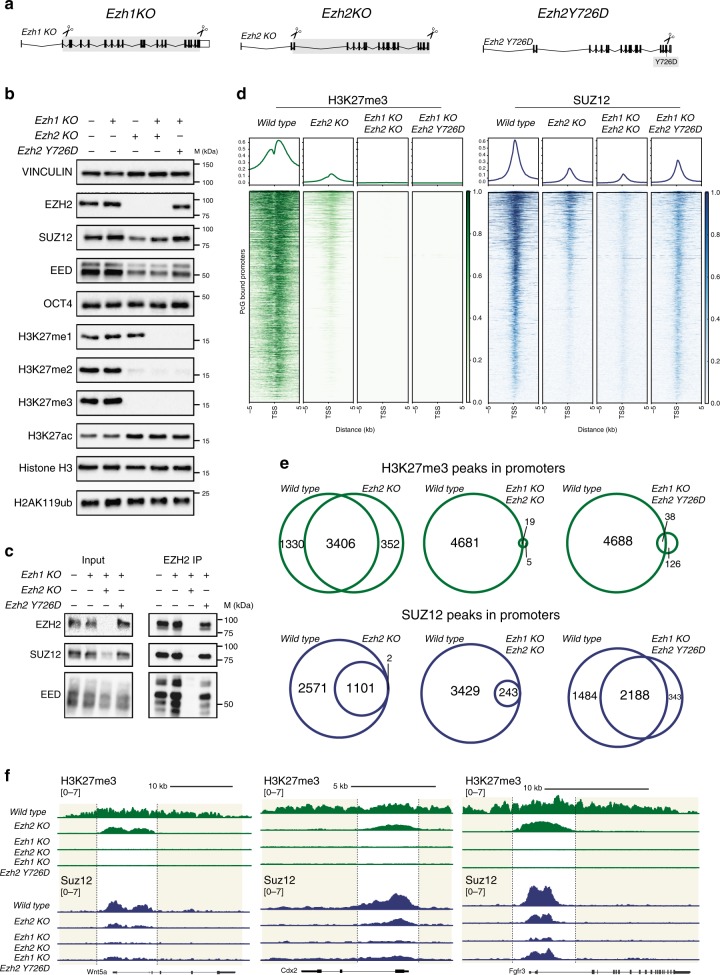
PRC2 enzymatic activity is not required for its association to chromatin. **a** Schematic representation of the CRISPR/Cas9 strategies used to generate knock-out (KO) and knock-in (KI) mESCs. Scissors indicate the position of the sgRNAs used for Cas9 targeting. **b** Western blot analysis using the indicated antibodies with protein extracts obtained from WT, *Ezh1* KO, *Ezh2* KO, *Ezh1/2* dKO, and *Ezh1* KO-*Ezh2* Y726D mouse ESC lines. Vinculin and histone H3 were used as loading controls. **c** Immunoprecipitations using EZH2 antibody with total protein extracts from the indicated cell lines. Western blots were performed with the indicated antibodies. **d** Heatmaps representing spike-in normalized H3K27me3 and normalized SUZ12 ChIP-seq intensities ± 5 kb around the transcription start sites (TSS) of the Polycomb-bound promoters in the indicated cell lines. Promoters were ranked according to their ChIP-seq intensities in WT mESCs. Enrichment plots representing the average distribution of H3K27me3 and SUZ12 ± 5 kb around TSS are shown in the upper panels. Target regions (*N* = 3968) were selected considering SUZ12 and RING1B peaks with *P* ≥ 1 × 10^–1^ in wild-type mESCs. **e** Overlap between the H3K27me3- and SUZ12-bound promoters in the indicated cell lines. **f** Representative genomic snapshots for H3K27me3 and SUZ12 ChIP-seq analyses performed in the indicated cell lines. Regions of H3K27me3 spreading outside the boundaries of SUZ12 chromatin association are highlighted

To further distinguish the role of the catalytic activity of PRC2 from that of its physical association at chromatin in living cells, we screened several EZH2 mutations to determine how they affected both roles. We found that the tyrosine-to-aspartic acid substitution at amino acid 731 (Y731D) completely impaired EZH2 catalytic activity. We thus generated physiological *Ezh2* Y726D (equivalent to Y731D in human) homozygous mutations in *Ezh1* KO ESCs using CRISPR/Cas9 (termed *Ezh2* Y726D; Supplementary Fig. 1C, D). This led to complete loss of all three H3K27 methylation states, to the same levels observed for *Ezh1/2* dKO (Fig. 1b). It is important to highlight that, in contrast to *Ezh1/2* dKO ESCs, SUZ12 and EED were not destabilized in *Ezh2* Y726D ESCs (Fig. 1b), and that they bound to the EZH2 Y726D mutant with an identical efficiency as in WT ESCs (Fig. 1c). Moreover, different PRC2 ancillary subunits: JARID2, MTF2, PHF19 and EPOP, which specify distinct forms of PRC2, also followed a similar expression behavior (Supplementary Fig. 2A). Overall, these data show that EZH2 Y726D mutation leads to PRC2 enzymatic loss-of-function without affecting protein stability or PRC2 physiological complex assembly.

### PRC2-EZH1 fails to spread H3K27me3 at PRC2 targets

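H3K27me3 and SUZ12 were profiled by ChIP-seq in mouse ESCs, in the wild-type line E14 (WT) and in the *Ezh2* KO, *Ezh1/2* dKO and *Ezh2* Y726D lines. The *Ezh2* Y726D line carries the point mutation in an *Ezh1* KO background. The lists used here come from 1 library per line and target, so replicates are not compared, while the Reporting Summary states that samples had biological replicates. The authors aligned the reads to mm9 with Bowtie, kept uniquely mapped reads, removed duplicates with PICARD and called peaks with MACS2. The deposited lists give the position of each peak and its -log10 p against the background of its own library, and each listed peak of these lists had a p of at most 1e-10, the threshold given in the Reporting Summary. The scaling to Drosophila chromatin does not enter the peak lists, so the comparisons concern where peaks were called and not how much signal they held. The number of reads behind each list is not in the files, so the depth is unknown, and the length of a list depends on it. On chromosomes 1 to 19, X and Y, the H3K27me3 lists held 16754 peaks in WT, 8956 in *Ezh2* KO, 53 in *Ezh1/2* dKO and 3862 in *Ezh2* Y726D ESCs. The SUZ12 lists held 5404, 1578, 317 and 3366 peaks in the same order. A peak counted as overlapped when it shared at least 1 bp with a peak of the second list. Shares of peaks are given with their Wilson 95% confidence interval (CI), which covers counting error only and not the variation between libraries. The chance level is the mean share over 100 circular shifts of the second list along each chromosome. With 1 library per line, no difference between lines was tested.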

To further explore the effects of specific EZH1 and EZH2 loss-of-function and PRC2 inactivation at a locus-specific level, we performed H3K27me3 ChIP-seq analysis, with spiked Drosophila chromatin reference for signal normalization, in the different mutant ESC lines. *Ezh1/2* dKO and *Ezh2* Y726D ESCs displayed a complete genome-wide loss of H3K27me3 deposition at PcG bound sites defined by association of PRC2 (SUZ12) or PRC1 (RING1B) in wild-type ESC (Supplementary Fig. 2B), further underscoring that the EZH2 Y726D mutation is catalytically dead (Fig. 1d). 

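PcG sites were defined here by SUZ12 alone, since RING1B was not used here. Of the WT SUZ12 peaks, 4287 overlapped a WT H3K27me3 peak (79.3%, 95% CI 78.2 to 80.4, chance level 1.10%). An H3K27me3 peak of the *Ezh1/2* dKO line overlapped 29 WT SUZ12 peaks (0.537%, 95% CI 0.374 to 0.770), where the shifted list of this line overlapped a mean of 0.00185%. In *Ezh2* Y726D ESCs the number was 16 (0.296%, 95% CI 0.182 to 0.480). The shifted lists of this line overlapped a mean of 0.225% and at most 0.444%, so the overlap was not distinguishable from chance. Set against the SUZ12 peaks of the same line, H3K27me3 peaks overlapped 20 of the *Ezh1/2* dKO peaks (6.31%, at most 0.315% in the shifted lists) and 25 of the *Ezh2* Y726D peaks (0.743%). The second share was also above every shifted list (mean 0.183%, maximum 0.386%). The alternative that moved the share of WT SUZ12 peaks in *Ezh1/2* dKO most limited both lists to the length of the shorter one, 53 peaks. None of these strongest WT SUZ12 peaks overlapped an H3K27me3 peak of the line. With so few WT peaks, the share at full length could also give no overlap. The share in *Ezh2* Y726D ESCs moved most, to 0.112%, without the sites that had an *Ezh1/2* dKO H3K27me3 peak.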

Importantly, while SUZ12 binding was displaced from chromatin in *Ezh1/2* dKO ESCs, its binding was retained in *Ezh2* Y726D ESCs, demonstrating that specific PRC2 association to target genes is independent from H3K27me3 deposition (Fig. 1d). 

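SUZ12 peaks of the *Ezh1/2* dKO line overlapped 265 of the WT SUZ12 peaks (4.90%, 95% CI 4.36 to 5.51, chance level 0.0198%). SUZ12 peaks of the *Ezh2* Y726D line overlapped 2452 (45.4%, 95% CI 44.1 to 46.7, at most 0.481% in the shifted lists). In the opposite direction, 307 of the *Ezh1/2* dKO SUZ12 peaks (96.8%) and 2883 of the *Ezh2* Y726D SUZ12 peaks (85.7%) lay on a WT SUZ12 peak. The shares depended on the strength of the WT peak. In the weakest 20% of the WT SUZ12 peaks by their -log10 p, 0.0970% were overlapped in *Ezh1/2* dKO and 14.4% in *Ezh2* Y726D ESCs. In the strongest 20% the shares were 20.2% and 89.2%. On chromosome 12, 71 of the 239 WT SUZ12 peaks were overlapped in *Ezh2* Y726D ESCs (29.7%, 95% CI 24.3 to 35.8), against 46.1% on the other chromosomes. With peaks of p at most 1e-20 in both lists, 0.264% of the WT SUZ12 peaks were overlapped in *Ezh1/2* dKO and 19.8% in *Ezh2* Y726D ESCs. With both lists at the length of the shorter one, the shares were 42.5% and 61.9%, of different numbers of WT peaks. From the loss of H3K27me3 in both lines and the SUZ12 binding left in *Ezh2* Y726D, the paper concludes that PRC2 associates with its target genes without needing H3K27me3.

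**Figure D1:**
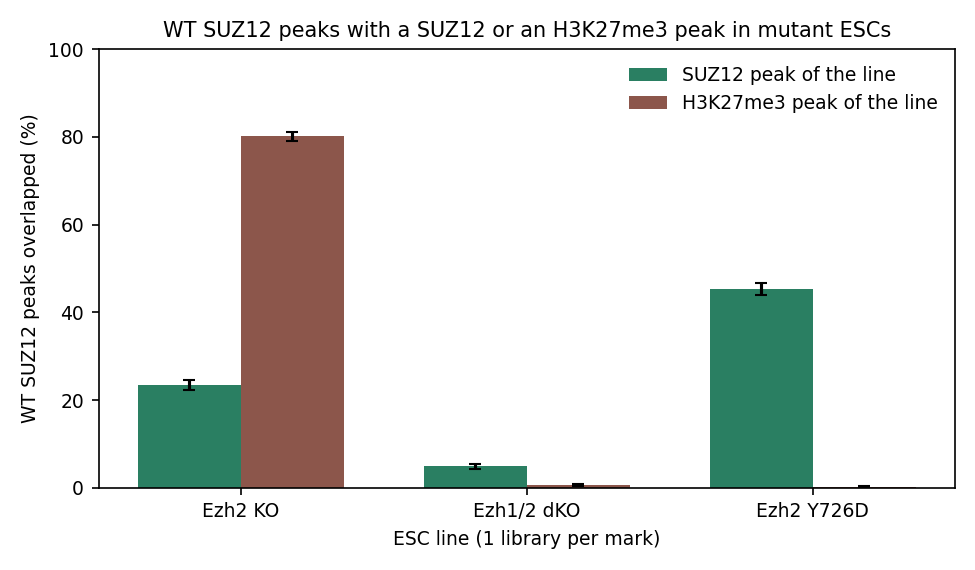
Percent of the 5404 WT SUZ12 peaks overlapped by a SUZ12 or an H3K27me3 peak of each mutant line, with Wilson 95% confidence intervals that cover counting error only (1 library per bar). The SUZ12 bars stand at 23.5% in *Ezh2* KO, 4.90% in *Ezh1/2* dKO and 45.4% in *Ezh2* Y726D, and the H3K27me3 bars at 80.1%, 0.537% and 0.296%.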

Although bulk levels of H3K27me3 seemed to be abolished in *Ezh2* KO ESCs analyzed by western blot (Fig. 1b), ChIP-seq analysis revealed significant H3K27me3 deposition at PRC2 bound sites as compared to *Ezh1/2* dKOs or *Ezh2* Y726D ESCs (Fig. 1d, e). 

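H3K27me3 peaks of the *Ezh2* KO line overlapped 4331 of the WT SUZ12 peaks (80.1%, 95% CI 79.1 to 81.2, chance level 0.818%), and the interval of this share overlapped that of WT H3K27me3. From the weakest to the strongest 20% of the WT SUZ12 peaks the share rose from 57.1% to 98.5% in *Ezh2* KO and from 56.5% to 98.7% in WT ESCs. All of the 1578 SUZ12 peaks of the *Ezh2* KO line overlapped an H3K27me3 peak of that line, with a lower limit of the 95% CI of 99.8%. Conversely, 3436 of the *Ezh2* KO H3K27me3 peaks (38.4%) and 5180 of the WT H3K27me3 peaks (30.9%) lay on a WT SUZ12 peak. At the length of the shorter list, the share of WT SUZ12 peaks with H3K27me3 was 75.2% in *Ezh2* KO and 57.3% in WT ESCs. With a p of at most 1e-20 it was 87.1% and 51.3%.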

While SUZ12 levels were destabilized in the absence of EZH2 (Fig. 1b), residual H3K27me3 deposition also correlated with proper SUZ12 association at PRC2 sites in *Ezh2* KO ESCs (Fig. 1d, e and Supplementary Fig. 2C) displaying specific promoter localization (Fig. 1d, e and Supplementary Fig. 2C, D). Indeed, while nearly no H3K27me3 peaks were detected in *Ezh1/2* dKO*s* or *Ezh2* Y726D ESCs, specific loss of EZH2 left intact >70% of the H3K27me3-decorated sites detected in WT ESCs. This is consistent with EZH1 being specifically recruited at the same genomic sites in absence of EZH2 when re-expressed in *Ezh1/2* dKOs (Supplementary Fig. 3A–C). 

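SUZ12 peaks of the *Ezh2* KO line overlapped 1269 of the WT SUZ12 peaks (23.5%, 95% CI 22.4 to 24.6, chance level 0.120%), and 1568 of the *Ezh2* KO peaks (99.4%) lay on a WT SUZ12 peak. The share rose from 0.485% in the weakest to 82.3% in the strongest 20% of the WT peaks. It stood below the share of *Ezh2* Y726D with the lists as deposited. The order was reversed with a p of at most 1e-20, where the *Ezh2* KO share was 21.1%. With lists of equal length it was 69.1%, but this setting takes fewer WT peaks for *Ezh2* KO than for *Ezh2* Y726D, so the 2 lines are not compared there. A transcription start site (TSS) of the GENCODE annotation of mm9 lay within 5 kb of 85.6% of the SUZ12 peaks in WT (95% CI 84.6 to 86.5), 91.1% in *Ezh2* KO (95% CI 89.6 to 92.4), 88.3% in *Ezh1/2* dKO (95% CI 84.3 to 91.4) and 87.2% in *Ezh2* Y726D ESCs (95% CI 86.0 to 88.3). Shifted lists gave between 17.5% and 18.2%. Of the 3212 promoters of protein-coding genes with a WT SUZ12 peak within this distance, 936 (29.1%) also had a SUZ12 peak in *Ezh2* KO, 228 (7.10%) in *Ezh1/2* dKO and 1958 (61.0%) in *Ezh2* Y726D ESCs.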

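Counted over all WT H3K27me3 peaks, 8408 (50.2%, 95% CI 49.4 to 50.9) were overlapped by an H3K27me3 peak in *Ezh2* KO, 24 (0.143%) in *Ezh1/2* dKO and 15 (0.0895%) in *Ezh2* Y726D ESCs. The chance levels were 0.837%, 0.00251% and 0.191%. Counted over promoters, 4184 protein-coding genes had a WT H3K27me3 peak within 5 kb of a TSS. An H3K27me3 peak within this distance was also present at 2926 of these in *Ezh2* KO (69.9%, 95% CI 68.5 to 71.3), at 20 in *Ezh1/2* dKO (0.478%) and at 42 in *Ezh2* Y726D ESCs (1.00%). With a p of at most 1e-20, the setting that moved the *Ezh2* KO values most, the share of WT peaks was 84.0% and that of promoters 88.5%. The H3K27me3 list of *Ezh2* Y726D was not empty, but 13 of its peaks (0.337%) lay on WT H3K27me3 peaks, less than the 0.811% of the shifted lists, and 15.5% lay within 5 kb of a TSS, near the chance level of 16.5%.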

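HA ChIP-seq was performed in *Ezh1/2* dKO ESCs that re-expressed HA-tagged EZH1 and in *Ezh1/2* dKO ESCs without the tagged protein as the control. These lists give positions without a value per peak and held 4429 and 1291 peaks. Of the HA-EZH1 peaks, 3053 overlapped a WT SUZ12 peak (68.9%, 95% CI 67.6 to 70.3, chance level 0.445%). They covered 2797 of the WT SUZ12 peaks (51.8%) and 1548 of the SUZ12 peaks of the *Ezh2* KO line (98.1%). The control shared 706 of the HA-EZH1 peaks (15.9%), and 59 of the control peaks (4.57%) lay on a WT SUZ12 peak. Without the HA-EZH1 peaks shared with the control, the overlap with WT SUZ12 peaks rose to 80.4%, the largest change among the alternatives. Of the promoters with a WT SUZ12 peak, 1924 (59.9%) had an HA-EZH1 peak. A further 527 promoters had an HA-EZH1 peak and no WT SUZ12 peak, and 249 of this kind were left without the peaks shared with the control. From the HA-EZH1 profile in these cells, set beside the H3K27me3 sites left in *Ezh2* KO, the paper proposes that EZH1 is recruited to the same places when EZH2 is absent.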

Importantly, MTF2, JARID2, and PHF19 were also normally recruited at target promoters in the absence of EZH2 (Supplementary Fig. 4A–C), demonstrating that EZH1 can recruit both PRC2 forms to target loci. Only the recruitment of EPOP was affected in the absence of EZH2 (Supplementary Fig. 4D), suggesting a more specific interaction with the PRC2-EZH2 complex. Genomic snapshots of representative target loci confirmed this result and further suggested that, in the absence of EZH2, H3K27me3 deposition was confined within the borders of SUZ12 peaks, with no signs of 5′ or 3′ spreading present in WT cells (Fig. 1f). Although this could be a consequence of a reduced occupancy and activity (Fig. 1b, d), this result might also suggest that the PRC2-EZH1 complex is unable to spread the H3K27me3 mark outside the area of physical PRC2 interaction with chromatin.

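The paper uses 15 loci as PcG targets in its figures: *Wnt5a*, *Cdx2*, *Fgfr3*, *Pax9*, *Foxd4*, *Hoxd9*, *Lhx5*, *Hmx3*, *Six2*, *Olig3*, *Hoxb7*, *Mmp25*, *Hoxa11*, *Hoxa7* and *Hoxa10*. The bases covered by peaks were counted from 10 kb before to 10 kb after each gene. The window of *Hoxa10* overlaps those of *Hoxa7* and *Hoxa11*, so these loci share bases and are not independent. H3K27me3 peaks covered a median of 13977 bp in WT and 14876 bp in *Ezh2* KO ESCs, with coverage at all 15 loci in both lines. No locus had an H3K27me3 peak in *Ezh1/2* dKO or *Ezh2* Y726D ESCs. *Ezh2* KO ESCs had less H3K27me3 coverage than WT ESCs at *Wnt5a*, *Cdx2*, *Fgfr3* and *Olig3* and more at the others. At *Wnt5a* (mm9, chromosome 14, 29317936 to 29340633) the coverage was 13977 bp in WT and 12270 bp in *Ezh2* KO, and at *Hoxa10* (chromosome 6, 52181196 to 52190853) 25154 bp and 29424 bp. SUZ12 peaks covered a median of 9326 bp in WT, 5501 bp in *Ezh2* KO, 200 bp in *Ezh1/2* dKO and 2498 bp in *Ezh2* Y726D ESCs, with coverage at 15, 13, 8 and 15 loci.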

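Spreading was measured here on peak calls. At the 3773 WT SUZ12 peaks that overlapped an H3K27me3 peak in both WT and *Ezh2* KO ESCs, the percent of bases covered by H3K27me3 peaks was computed inside the SUZ12 peak and in windows of 1.2 kb on each side, pooled over the sites. The 95% confidence intervals come from 1000 bootstrap resamples of the sites and do not cover the variation between libraries. Coverage by peaks is a different quantity from the density of reads: a base inside a peak counts the same at any height, and the coverage cannot exceed 100%. The H3K27me3 peaks at these sites had a median width of 1246 bp in WT and 2262 bp in *Ezh2* KO ESCs. With peaks closer than 1 kb merged into domains, the medians were 3171 bp and 2889 bp.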

To gain further insight into this mechanism, we computed the density of H3K27me3 deposition inside each SUZ12 peak or within the neighboring regions (Supplementary Fig. 5A) selecting a 1.2 kb region at both ends (Fig. 2a). This analysis showed that H3K27me3 deposition is subjected to a larger intensity drop in *Ezh2* KO ESCs than in WT ESCs, suggesting a lack of H3K27me3 spreading in *Ezh2* KO ESCs (Fig. 2b). 

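H3K27me3 peaks covered 82.5% of the bases inside the SUZ12 peaks in WT and 96.4% in *Ezh2* KO ESCs. In the windows outside, they covered 55.8% in WT and 62.8% in *Ezh2* KO ESCs. By distance from the edge, the first 200 bp had a coverage of 57.2% in WT and 80.7% in *Ezh2* KO. Between 800 and 1000 bp from the edge the coverage was 54.0% and 51.8%, and in the last 200 bp before 4 kb it was 18.2% and 17.4%. The coverage of *Ezh2* KO was thus higher near the SUZ12 peaks and lower from this distance outwards.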

We therefore quantified the amount of spreading in WT and *Ezh2* KO ESC as the ratio between the H3K27me3 density outside compared to inside each SUZ12 peak at either the 5′ or 3′ end. Consistent with the previous result, the spreading ratio was close to 1 at both ends in WT ESCs but was significantly reduced in *Ezh2* KO ESCs, demonstrating the failure to deposit H3K27me3 outside SUZ12 peak boundaries in these cells (Fig. 2c). 

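The ratio of H3K27me3 peak coverage outside to inside the SUZ12 peaks was 0.676 in WT (95% CI 0.666 to 0.686) and 0.651 in *Ezh2* KO ESCs (95% CI 0.642 to 0.661). On the left and right sides in genome coordinates it was 0.679 and 0.673 in WT and 0.653 and 0.649 in *Ezh2* KO. With 1 library per line the difference between the lines was not tested. The order of the lines depended on the sites and the peaks used. At the 1458 SUZ12 peaks of the *Ezh2* KO line with H3K27me3 in both lines, the setting that moved the *Ezh2* KO ratio upwards most, the ratio was 0.794 in WT and 0.941 in *Ezh2* KO. It was also lower in WT with a p of at most 1e-20, at 0.555 against 0.703, and with lists of equal length, at 0.645 against 0.663. From a lower ratio of densities in *Ezh2* KO, the paper concludes that these cells fail to deposit H3K27me3 beyond the boundaries of SUZ12 peaks.

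**Figure D2:**
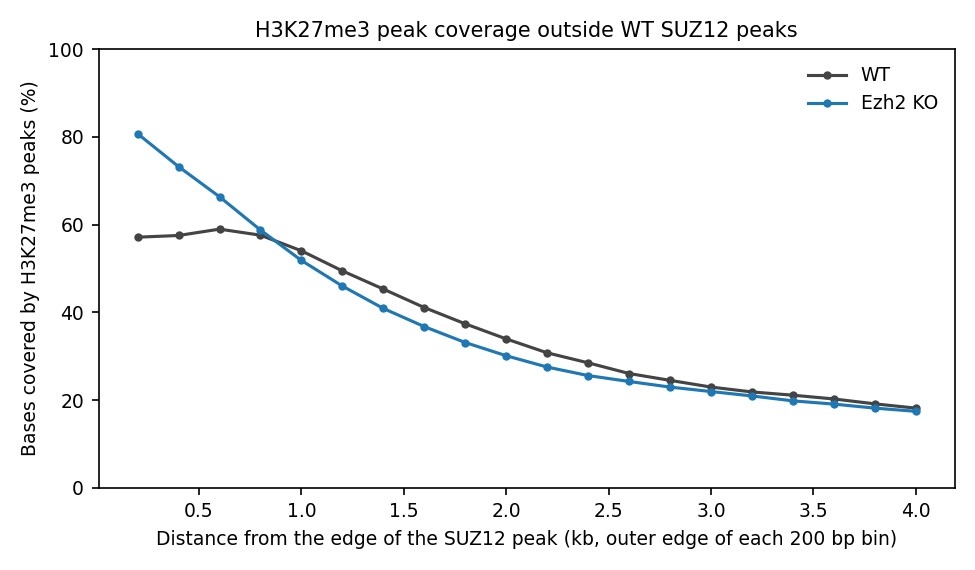
Percent of bases covered by H3K27me3 peaks in bins of 200 bp outside the 3773 WT SUZ12 peaks, by distance from the edge of the peak, in WT and *Ezh2* KO ESCs (1 library each). The *Ezh2* KO line starts at 80.7% and the WT line at 57.2%, and at 4 kb they reach 17.4% and 18.2%.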

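The calculation was repeated for the top 20% of sites, ranked by the -log10 p of the *Ezh2* KO H3K27me3 peak, and for wider windows. At these 755 sites the ratio of coverage outside to inside was 0.775 in WT (95% CI 0.757 to 0.793) and 0.913 in *Ezh2* KO ESCs (95% CI 0.903 to 0.923), the reverse of the order at all sites. The sites were ranked by the same *Ezh2* KO peaks whose coverage was measured, which can raise the *Ezh2* KO value. With windows of 4 kb the ratio was 0.440 in WT (95% CI 0.432 to 0.449) and 0.381 in *Ezh2* KO (95% CI 0.372 to 0.391). With the bases inside another WT SUZ12 peak left out of the windows, it was 0.632 and 0.585.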

Similar results were obtained when the top 20% of bound sites or a larger 4 kb window is taken into consideration in the analysis (Fig. 2d and Supplementary Fig. 5B–D). Overall, these data show that PRC2-EZH1 is recruited to PcG target loci, where it deposits H3K27me3 as normal but is impaired in consolidating H3K27me3 spreading around the site of the PRC2 contact with chromatin. Importantly, although H3K27me3 spreading was compromised in absence of EZH2, EZH1 activity was sufficient to preserve target genes repression (Fig. 2e). 

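RNA was sequenced with the SMART-seq2 protocol in WT, *Ezh2* KO, *Ezh1/2* dKO and *Ezh2* Y726D ESCs, with 2 libraries per line. The authors aligned the reads with TopHat, removed duplicates with PICARD, counted reads per RefSeq gene with HTSeq-count and divided the counts by a size factor per library with DESeq2. The deposited table holds these normalized counts for 18055 genes. Each column consisted of whole multiples of 1 constant, which gave back the read counts. Between 3604123 and 5181553 reads per library were counted on genes. The 13872 genes with a mean normalized count of at least 5 were tested with limma on log2(normalized count + 1), with all 8 libraries in 1 fit and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.1 and an absolute log2 fold change of at least 1. Across genes, the log2 values of the replicates of a line correlated with a Pearson r of 0.953 in WT, 0.973 in *Ezh2* KO, 0.978 in *Ezh1/2* dKO and 0.953 in *Ezh2* Y726D ESCs. Genes are not independent replicates, and no p is given. Direct targets were the genes with a WT SUZ12 peak within 5 kb of a TSS, 2991 in the table. Of the 13580 tested genes matched to the annotation, 1944 (14.3%) were SUZ12-bound.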

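In *Ezh2* KO ESCs, 13 genes were called higher and 43 lower than in WT. With an unadjusted p under 0.1, the alternative that moved these counts most, they were 333 and 501, and with DESeq2 on the recovered reads 46 and 103. Of the genes called higher, 4 were SUZ12-bound (30.8%, two-sided Fisher's exact test against the other genes tested, p = 0.103). Of the 39 matched genes called lower, 11 were SUZ12-bound (28.2%, Fisher's exact test, p = 0.0204). This share depended on the setting. SUZ12-bound genes were 2 of the 25 called lower with quantile normalization, 2 of 23 with edgeR and 40 of 103 with DESeq2. The median log2 fold change of the SUZ12-bound genes was -0.10 (limma's camera, adjusted p = 0.0244 over 9 tests), with 837 of the 1944 genes higher. The size of this median depended on 1 library: without *Ezh2* KO replicate 1 it was -0.00. The call failed under fry (adjusted p = 0.0833). It was also lost with DESeq2, edgeR, quantile normalization, a fit of only the libraries compared and a mean normalized count of at least 20. The adjusted p there ranged from 0.0572 with edgeR (preranked form of camera) to 0.288 with the stricter filter (camera). The preranked form was also used for DESeq2 and the fit of only the libraries compared, so there the test changed with the setting. Of the 15 loci used by the paper, 11 could be tested. Their median log2 fold change was 0.33, with 7 of the 11 genes higher (camera, adjusted p = 0.558), and 0 with the 4 genes that had no read in 1 of the lines set to their bound. Without either *Ezh2* KO replicate it was also 0, and with DESeq2 it was -0.10. None of them was called, 0 over all genes tested and 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median of the 20 Hox genes tested was 0.31, with 12 higher (camera, adjusted p = 0.0591), and 0.00 with genes at their bound. The fits that left out 1 library gave medians from -0.03 to 0.52. No Hox gene was called, and 2 had an unadjusted p under 0.05. The Hox set passed the 0.05 threshold with no filter on low values (median 0.15), quantile normalization (0.45) and upper-quartile rescaling (0.30). Among the genes with the largest changes, *Hmcn1* rose by a log2 fold change of 3.41 (SE 0.39, limma, adjusted p = 0.0109) and *Nxf7* by 2.41 (SE 0.40, adjusted p = 0.0633), with both libraries above both WT libraries. *Brdt* had 33 reads in *Ezh2* KO and 1 in WT, a ratio of 29.7 (95% counting interval 4.96 to 1206). The counting intervals given for RNA-seq treat reads as independent and leave out the variation between replicates, which was larger (mean chi-square per gene between replicates from 4.11 to 12.6, where counting error alone gives 1). *Ezh2* itself fell from 1015 reads to 2 and was lower 565-fold (counting interval 156 to 4669, log2 fold change -8.16, adjusted p = 4.7e-05, lower in both libraries). The predicted genes *Gm13119* and *Gm10696* were lower 79.0-fold (21.5 to 659) and 138-fold (24.3 to 5493, with 125 and 28.9 normalized counts in the 2 WT libraries), and reads shared with similar genes were not examined.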

While *Ezh1/2* dKO*s* and *Ezh2* Y726D ESC showed preferential de-repression of a common set of direct targets (Fig. 2e), these genes were maintained repressed in *Ezh2* KO with very few expression changes (Fig. 2e and Supplementary Fig. 5E).

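In *Ezh1/2* dKO ESCs, 503 genes were called higher and 54 lower than in WT, and in *Ezh2* Y726D ESCs 230 and 147. SUZ12-bound genes were 240 of the 494 matched genes called higher in *Ezh1/2* dKO (48.6%, two-sided Fisher's exact test, p = 4.44e-77) and 133 of the 227 in *Ezh2* Y726D ESCs (58.6%, p = 5.25e-55). Among the genes called lower they were 5 (9.26%, Fisher's exact test, p = 0.433) and 21 (14.8%, p = 0.811). The lists shared 158 genes called higher, where independent lists of these lengths would share 8.34. They were 68.7% of the *Ezh2* Y726D list and 31.4% of the *Ezh1/2* dKO list, and 100 of them were SUZ12-bound. In simulations of unchanged groups against the same WT libraries, lists of the same numbers of top-ranked genes shared at most 26, against 164 here. The simulated groups were drawn around the mean of these WT libraries, so the WT error that both lists share was left out. The simulations therefore cannot say how much of the overlap comes from the shared WT libraries. In *Ezh2* KO ESCs 74.7% of the 158 genes were higher than in WT, by a median log2 fold change of 0.75, and 6 were called. These genes were chosen against the same WT libraries, which can raise the share and the median, and no value for an unchanged line was simulated. Compared with *Ezh2* KO directly, 488 genes were higher and 8 lower in *Ezh1/2* dKO, and 321 higher and 168 lower in *Ezh2* Y726D ESCs. SUZ12-bound genes made up 286 of the 476 matched genes higher in *Ezh1/2* dKO (60.1%, Fisher's exact test, p = 7.59e-124) and 216 of the 317 higher in *Ezh2* Y726D (68.1%, p = 6.03e-109). The counts of *Ezh2* Y726D depended most on the fit: with only the libraries of the lines compared, 20 genes were higher and 12 lower than in WT. The SUZ12-bound genes had a median log2 fold change of 0.73 in *Ezh1/2* dKO (camera, adjusted p = 8.58e-18, 1552 of 1944 higher) and 0.44 in *Ezh2* Y726D (adjusted p = 1.27e-12, 1405 higher). For the tested loci used by the paper, the medians were 3.14 (adjusted p = 7.23e-08) and 3.69 (adjusted p = 1.26e-09), with 11 of 11 genes higher in each line, and 3.14 and 3.10 with genes at their bound. For the Hox genes they were 3.24 (adjusted p = 1.64e-13, 20 of 20 higher) and 2.90 (adjusted p = 8.66e-15, 19 of 20 higher). In the fits that left out 1 library the medians stayed above 0, and all of these calls held under fry.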

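Of the 15 loci used by the paper, 6 were called higher in *Ezh1/2* dKO and 6 in *Ezh2* Y726D ESCs, and 8 in each line when adjusted over the list alone. *Hoxa7* (chromosome 6, 52164490 to 52171853) rose by a log2 fold change of 3.43 in *Ezh1/2* dKO (limma, adjusted p = 0.0138) and 4.49 in *Ezh2* Y726D (adjusted p = 0.0059), and *Wnt5a* by 3.10 (adjusted p = 0.0329) and 3.89 (adjusted p = 0.019), in each case with both libraries of the line above both WT libraries. *Hoxa10* had 2 reads in WT, 525 in *Ezh1/2* dKO, a ratio of 201 (95% counting interval 55.3 to 1661), and 916 in *Ezh2* Y726D, a ratio of 406 (112 to 3361). Genes without a read in WT were at least 9.17-fold higher (*Olig3*), 12.5-fold higher (*Hoxb7*) and 13.2-fold higher (*Hoxa11*) in *Ezh1/2* dKO, and at least 11.8-fold, 8.58-fold and 33.7-fold higher in *Ezh2* Y726D. The level of *Fgfr3* was near that of WT, with 52.3 normalized counts in *Ezh1/2* dKO and 52.5 in *Ezh2* Y726D against 48.4 in WT. Ranked by the log2 fold change of the fit, the next rises after *Hoxa10* were *Alppl2* (at least 36.2-fold) and *Vnn1* (at least 34.7-fold) in *Ezh1/2* dKO, where *Hoxa11os* rose 146-fold (25.9 to 5796) and *Brdt* 106-fold (18.8 to 4226). In *Ezh2* Y726D they were *Hoxa11os* (307-fold, 54.7 to 12160) and *Hoxa9* (104-fold, 35.2 to 506). *Hoxa11os* overlaps *Hoxa11* on the other strand and the libraries were counted without strand. *Ezh1* fell by 4.03 on the log2 scale in *Ezh1/2* dKO and by 3.84 in *Ezh2* Y726D. *Maml2* had a log2 fold change of -3.28 in *Ezh1/2* dKO, -4.99 in *Ezh2* KO and -4.72 in *Ezh2* Y726D. The largest falls in *Ezh2* Y726D were *Ddx3y*, *Uty* and *Eif2s3y*, which lie on the Y chromosome. The median log2 fold change of the genes of chromosome 12 was -0.31 in this line, and 9 of its 147 lower genes lay there. From the targets shared by *Ezh1/2* dKO and *Ezh2* Y726D and the few changes in *Ezh2* KO, the paper concludes that EZH1 activity is enough to keep target genes repressed.

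**Figure D3:**
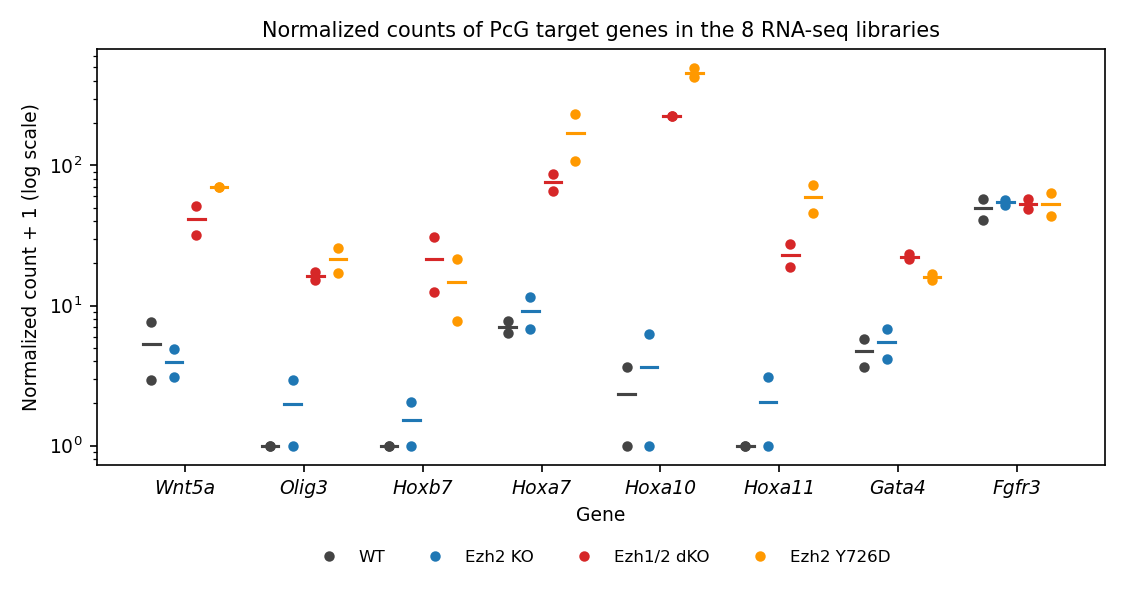
Normalized counts plus 1, on a log scale, of PcG target genes in the 8 RNA-seq libraries, with 1 point per library, bars at the means and colours for the lines. Before 1 is added, the normalized counts of *Hoxa10* were 226 and 223 in *Ezh1/2* dKO and 424 and 493 in *Ezh2* Y726D, against 2.67 and 0 in WT.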

**Fig. 2:**
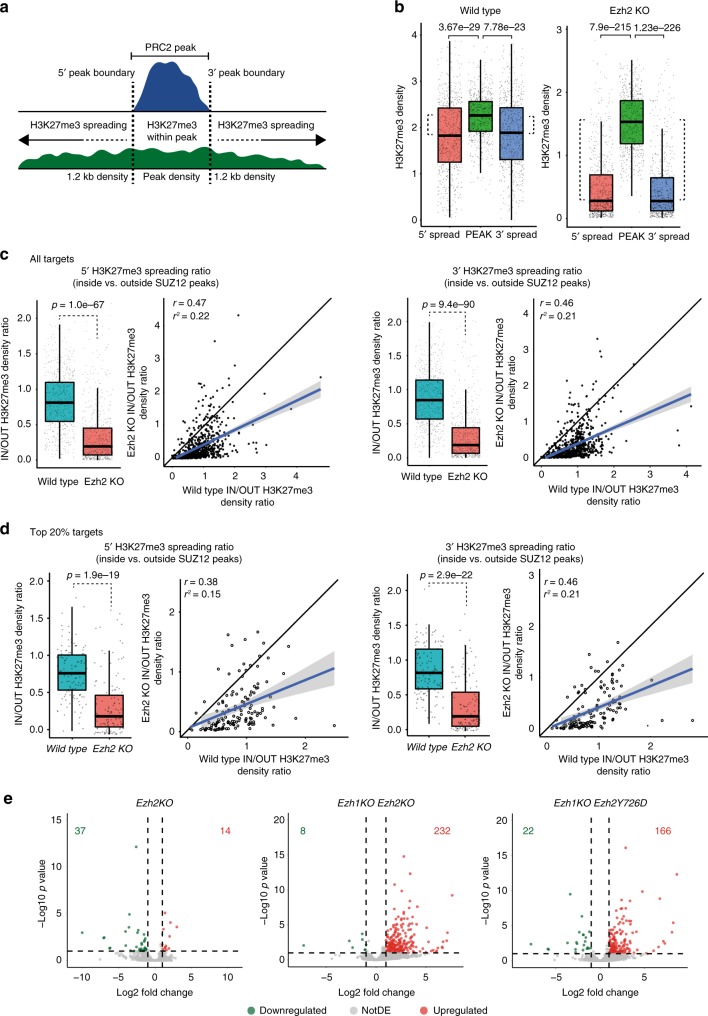
PRC2-EZH1 is unable to spread H3K27me3 deposition but preserves target genes repression. **a** Illustration describing the criteria used to select SUZ12 inside peak regions, its boundaries, and the regions selected for the analysis at the 5′ and 3′ outside SUZ12 peak boundaries. **b** Boxplots representing H3K27me3 density distribution in WT and *Ezh2* KO cells within PRC2 peaks, as well as 1.2 kb outside the 5′ and 3′ ends. *P*-values were determined using a Student’s *t*-test. **c** Left panels, boxplots representing the distribution of the H3K27me3 density ratio between the H3K27me3 density inside PRC2 peaks (PEAK in **a**) and at 5′ (left panel) or 3′ (right panels) spreading regions (5′ or 3′ spread in **a**). *P*-values were determined using a Student’s *t*-test. Right panels, the correlation for the IN/OUT H3K27me3 density ratio between WT and *Ezh2* KO cells. The linear correlation coefficient (*r*) and coefficient of determination (*r*^2^) are shown in the graphs. **d** Left panels, boxplots representing the distribution of the H3K27me3 density ratio between the H3K27me3 density inside PRC2 peaks (PEAK in **a**) and at 5′ (left panel) or 3′ (right panels) spreading regions (5′ or 3′ spread in **a**) considering the top 20% H3K27me3 enriched promoters in *Ezh2* KO cells based on *P*-values. *P*-values were determined using a Student’s *t*-test. Right panels, the correlation for the IN/OUT H3K27me3 density ratio between WT and *Ezh2* KO cells. The linear correlation coefficient (*r*) and coefficient of determination (*r*^2^) are shown in the graphs. **e** Volcano plots of differentially expressed genes in the indicated cell lines compared to WT. Log2FC ≥ 1

### De novo PRC2 recruitment is independent of H3K27me3 and H2Aub1

To further explore the properties of PRC2 recruitment to its target sites, and the role of H3K27me3 deposition in determining the specificity of this recruitment, we cultured *Ezh1/2* dKO ESCs in the absence of any form of PRC2 and H3K27 methylation for several weeks. We then transiently reintroduced the expression of a wild-type or Y731D mutant (equivalent to Y726D in mouse) of human EZH2 for 24 h (Fig. 3a). This window of expression was sufficient to restore not only SUZ12 and EED levels but also deposition of all forms of H3K27 methylation to normal (Fig. 3b). Moreover, consistent with results presented in Fig. 1b, the EZH2 Y731D mutation under these conditions was unable to recover H3K27 methylation (Fig. 3b). ChIP-seq analyses in the same cells confirmed these results and further demonstrated that PRC2 (SUZ12) can be recruited de novo to the same target sites independently of its ability to deposit H3K27me3 (Fig. 3c, d and Supplementary Fig. 6).

**Fig. 3:**
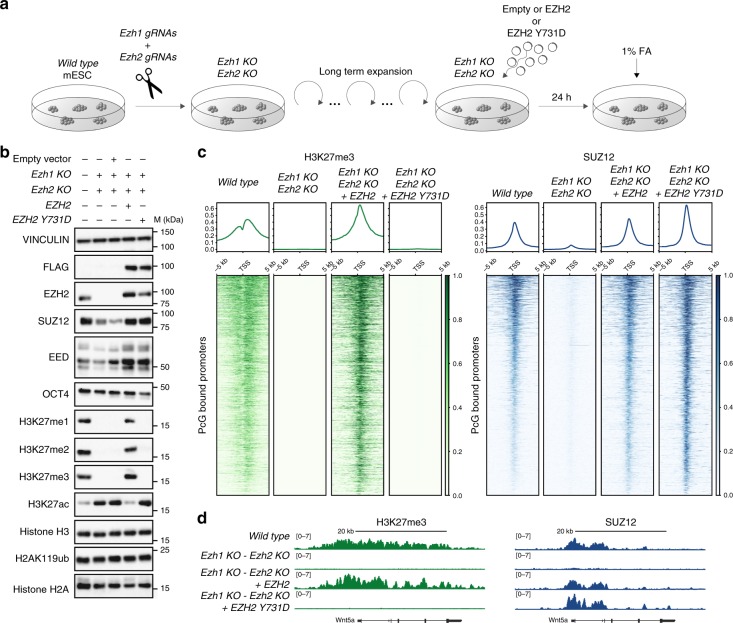
De novo PRC2 recruitment is independent of H3K27 methylation. **a** The experimental strategy used for de novo recruitment experiments. **b** Western blot analyses with the indicated antibodies using protein extracts obtained from WT, *Ezh1/2* dKO, and *Ezh1/2* dKOs cells transiently transfected with vectors expressing human EZH2 or EZH2Y731D (Y726D in mouse). Empty vector was used as negative control of transfection. Vinculin, histone H3, and histone H2A served as loading controls. **c** Heatmaps representing the spike-in normalized H3K27me3 ChIP-seq intensities and the normalized SUZ12 ChIP-seq signals ± 5 kb from TSS of SUZ12-bound promoters in the cell lines presented in **a**. Promoters were ranked according to SUZ12 intensities in WT mESCs. Upper panels, enrichment plots representing the average distribution of H3K27me3 and SUZ12 ± 5 kb around TSS. **d** Genomic snapshots for H3K27me3 and SUZ12 ChIP-seq analyses performed in the indicated cell lines at the *Wnt5a* locus

PRC2 has been shown to have a specific binding affinity for H2Aub1 deposited by the PRC1 complex^32–34^. It is therefore possible that the ability of PRC2 to be recruited to PcG target sites in the absence of H3K27me3 could be mediated by the presence of H2Aub1, which was unchanged in *Ezh1/2* dKO and *Ezh2* Y726D ESC lines (Figs. 1b and 3b). As inactivation of RING1A/B activity induces a rapid loss of ESC viability^6^, we eliminated H2Aub1 with MG132 treatment, which rapidly reduces the pool of free ubiquitin in the cell (and thus also H2Aub1 levels)^42^. Indeed, after 6 h of MG132 treatment in *Ezh2* Y726D ESCs, H2Aub1 deposition was nearly abolished, but the global levels of core PRC2 components were not affected (Fig. 4a and Supplementary Fig. 7A, B). ChIP-seq analysis in these cells confirmed this result, demonstrating that H2Aub1 deposition is affected at all genomic sites that are also bound by the PRC1 complex in WT ESCs (Fig. 4b). Importantly, ChIP-seq analysis for SUZ12 in the same samples showed correct binding of the PRC2 complex at a genome-wide level, with no signs of displacement (Fig. 4b, c). To strengthen this conclusion, we generated *Ezh1/2* dKO in *Ring1A* KO ESC carrying a conditional allele for *Ring1B* (*Ring1b fl/fl*). We have further introduced in these cells a tetracycline inducible form of EZH2 to activate first, the loss of PRC1 activity by OHT treatment and second, the activation of EZH2 expression with doxycycline (doxy; Fig. 4d, e). ChIP analysis at PRC2 targets showed that also under these experimental conditions, SUZ12 was efficiently recruited at target sites regardless of PRC1 activity (Fig. 4f). This result was valid also for different PRC2 ancillary subunits (MTF2, JARID2 and PHF19) with the exception of EPOP, which seems to be affected in binding upon MG132 treatment (Supplementary Fig. 7C). Overall, these results suggest that the PRC2 complex is recruited to specific loci by intrinsic properties that are independent of its ability to bind either H3K27me3 or H2Aub1.

**Fig. 4:**
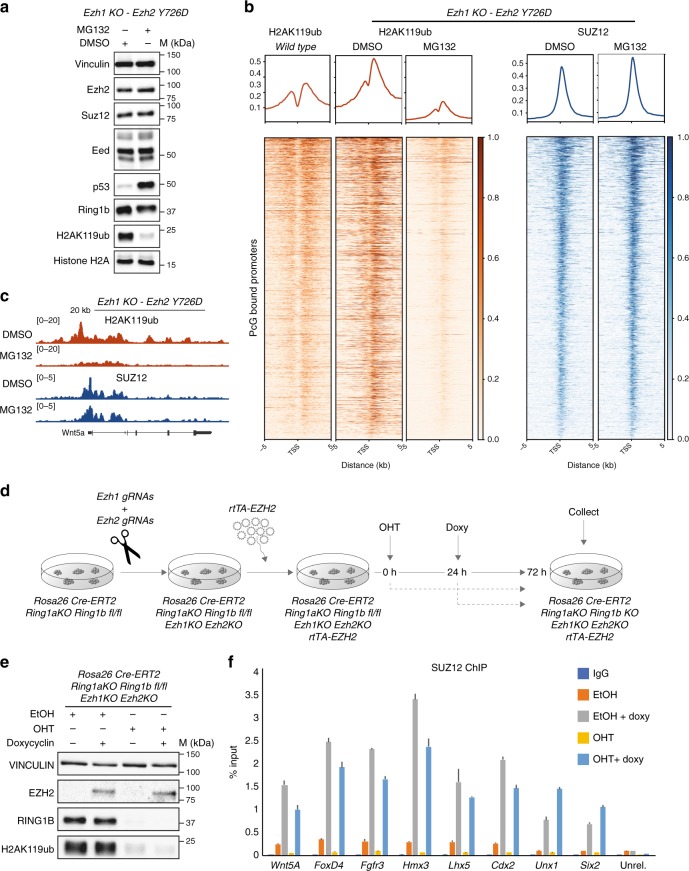
PRC2 recruitment is not affected by acute loss of H2Aub1 deposition. **a** Western blot analysis with the indicated antibodies of total protein extracts obtained from *Ezh1* KO-*Ezh2* Y726D cells upon treatment with DMSO (vehicle) or 10 µM MG132 for 6 h. TP53 served as positive control for MG132 treatment. Vinculin and histone H2A were used as loading controls. **b** Heatmaps representing the spike-in normalized H2AK119ub ChIP-seq intensities and the normalized SUZ12 ChIP-seq signals ± 5 kb around TSS of SUZ12-bound promoters/targets in *Ezh1* KO-*Ezh2* Y726D cells upon treatment with DMSO or MG132. Promoters were ranked according to their intensities in WT mESCs. Enrichment plots representing the average distribution of H2AK119ub and SUZ12 ± 5 kb around TSS are shown in the upper panels. **c** Genomic snapshot of H2AK119ub1 and SUZ12 of the analysis performed in **b** at the *Wnt5a* locus. **d** Experimental strategy used for de novo recruitment performed in Rosa26:Cre-ERT2, *Ring1a* KO, *Ring1b* fl/fl, *Ezh1* KO, *Ezh2* KO ESC transduced with a doxycycline inducible lentiviral vector expressing EZH2. **e** Western blot analysis with the indicated antibodies of total protein extracts obtained from cells described in **d**, treated with EtOH (vehicle) or OHT (0.5 μM) alone or in combination with doxycycline (1 μg/ml). Vinculin was used as loading control. **f** qPCR of SUZ12 ChIP in the same cells used in **e**, upon treatment with EtOH or OHT (0.5 μM) alone or in combination with doxycycline (1 μg/ml). Rabbit IgG served as negative control. Enrichments are normalized to % INPUT. Data are represented as mean ± SEM

### EZH1 activity fully preserves PRC1-mediated repression

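H3K27me1 and H3K27me2 were profiled by ChIP-seq in the same lines, with 1 library per line. The authors deposited broad regions of MACS2 (gapped peaks), each with a -log10 p averaged over the region. The paper's methods give a p of 0.1 as the cut-off of MACS2 and the Reporting Summary one of 1e-10, and neither names the options for broad regions. These lists go down to a p near the first of these, and a p of at most 1e-10 would leave between 0 and 54 regions per list, so the lists were used as deposited. The lists hold between 163771 and 478485 regions. Some lists name no region on whole chromosomes. Comparisons were therefore limited to the 9 chromosomes listed for H3K27me1 in all lines and the 19 chromosomes listed for H3K27me2. Both choices were made after the lists were seen. Coverage is the percent of bases inside a region, without the spike-in scaling, so it does not measure the amount of methylation. The chance level comes from shifted lists. Protein-coding genes without a SUZ12 or H3K27me3 peak in WT were placed in 4 groups of 3127 genes by their WT expression, and those on the chromosomes used were counted. H3K36me3 was not used here, and this grouping was chosen after the data were seen.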

Since loss of EZH2 strongly affected H3K27me2 deposition without altering H3K27me1 levels in bulk (Fig. 1b), we also profiled the deposition of these two PRC2-dependent modifications by ChIP-seq analyses. We stratified all RefSeq genes in three groups: PcG targets, non-PcG targets with low H3K36me3 levels and non-PcG targets with high H3K36me3 deposition (Fig. 5a). Consistent with Fig. 1b results, *Ezh2* KO, *Ezh1/2* dKO and *Ezh2* Y726D ESC showed a complete loss of H3K27me2 deposition at the intragenic regions of poorly expressed genes. However, in *Ezh2* KO ESC, H3K27me2 accumulated at PcG bound promoters compensating the reduction in H3K27me3 (Fig. 5a). Similarly, H3K27me1 accumulated at poorly transcribed intragenic regions where H3K27me2 was lost. 

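In the group of genes with the lowest expression, H3K27me2 regions covered 15.3% of the gene bodies in WT, 21.3% in *Ezh2* KO, 28.3% in *Ezh1/2* dKO and 28.2% in *Ezh2* Y726D ESCs. In the second group the coverage was 26.3%, 5.39%, 21.4% and 21.9%, and in the third group 24.4%, 1.64%, 17.0% and 17.4%. In the group with the highest expression it was 13.5% in WT and 0.572%, 13.3% and 13.2% in the mutants. The lists covered 14.2% of the genome in WT, 16.2% in *Ezh2* KO, 24.8% in *Ezh1/2* dKO and 24.3% in *Ezh2* Y726D. With all lists at the length of the shortest one, the lowest group had a coverage of 12.0%, 21.3%, 14.4% and 14.6%. The second group had 22.2%, 5.39%, 9.01% and 9.52%. Counting only the strong blocks of each region, the lowest group had 0.00226% in WT and 0.419% in *Ezh2* KO. In *Ezh1/2* dKO and *Ezh2* Y726D it had 0.00217% and 0.00206%. Nearly all of its coverage thus came from weak regions, part of which can be background. By western blot, the paper reports loss of H3K27me2 in these mutant lines. The higher coverage in the mutants is therefore no evidence of an H3K27me2 gain there.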

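H3K27me2 regions covered 2.34% of the bases of the 5169 WT SUZ12 peaks on the chromosomes used in WT, below the chance level of 14.8%. In *Ezh2* KO ESCs they covered 95.0%, against a chance level of 17.2%. The coverage was 9.78% in *Ezh1/2* dKO, below the chance level of 25.4%, and 22.9% in *Ezh2* Y726D, within the range of the shifted lists of 22.8% to 26.6%. Within 5 kb of the SUZ12 peaks, H3K27me2 covered 10.0% in WT and 77.9% in *Ezh2* KO. Counting only the strong blocks of each region, the setting that moved these values most, the coverage of SUZ12 peaks was 0.0126% in WT, 64.3% in *Ezh2* KO, 0.00581% in *Ezh1/2* dKO and 0.101% in *Ezh2* Y726D.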

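H3K27me1 regions covered 7.11% of the bodies of the genes with the lowest expression in WT and 25.5% in *Ezh2* KO ESCs, where 14.5% and 18.8% of the genome were covered. In *Ezh1/2* dKO the coverage was 13.1% and in *Ezh2* Y726D 14.4%, near the 11.0% and 12.6% of the genome covered in these lines. In the second group the coverage went the other way, from 26.8% in WT to 9.08% in *Ezh2* KO, 12.2% in *Ezh1/2* dKO and 15.7% in *Ezh2* Y726D. At the bases of the 2742 WT SUZ12 peaks on the chromosomes used, H3K27me1 covered 0.286% in WT (chance level 15.7%) and 10.0% in *Ezh2* KO (20.5%). The coverage was 13.2% in *Ezh1/2* dKO (11.9%) and 40.1% in *Ezh2* Y726D (13.7%). With all chromosomes in place of the shared ones, the *Ezh2* Y726D value was 20.6%, since its list names no region on 12 of them. Counting only strong blocks gave 0.142% in WT and at most 0.229% in the mutants.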

Unexpectedly, H3K27me1 deposition at highly transcribed genes was completely lost in *Ezh2* KO ESC, suggesting that EZH2 could be specifically involved in supporting this activity (Fig. 5a).

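Over the bodies of the genes with the highest expression, H3K27me1 regions covered 65.4% in WT, 0.877% in *Ezh2* KO, 8.50% in *Ezh1/2* dKO and 13.2% in *Ezh2* Y726D ESCs. In the third group the coverage was 51.8%, 2.61%, 10.9% and 15.5%. With all lists at the length of the shortest one, the highest group had a coverage of 65.4% in WT, 0.579% in *Ezh2* KO, 5.12% in *Ezh1/2* dKO and 7.78% in *Ezh2* Y726D. Counting only strong blocks, it was 1.92% in WT and 0, 0.000555% and 0.000322% in the mutants. From this loss in *Ezh2* KO, the paper proposes that EZH2 has a specific part in H3K27me1 deposition at highly transcribed genes.

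**Figure D4:**
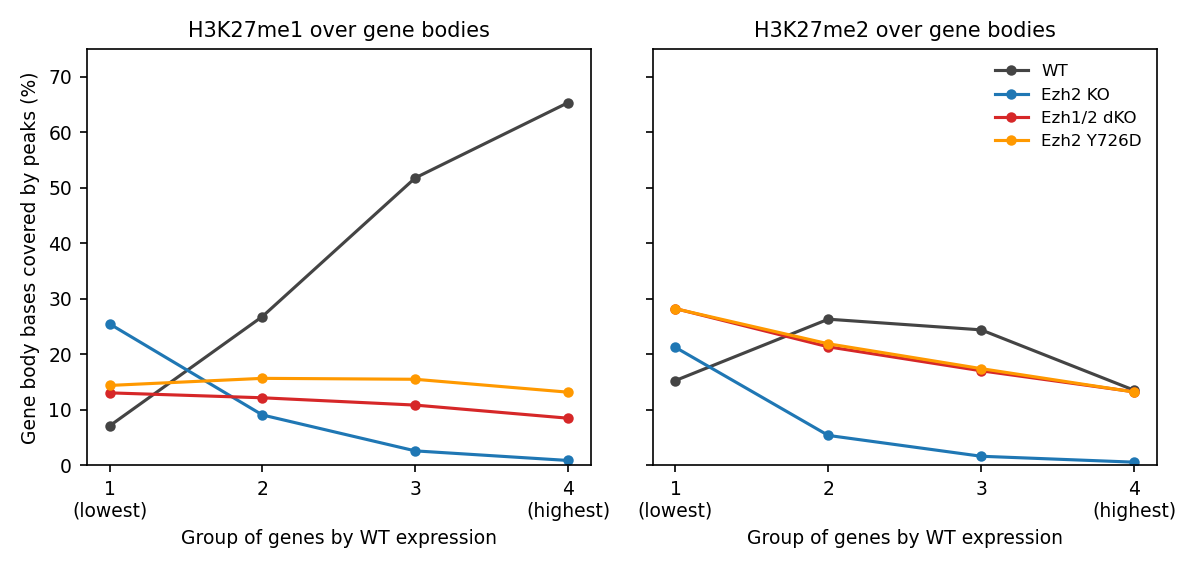
Percent of gene body bases covered by H3K27me1 and H3K27me2 regions in 4 groups of genes from the lowest (1) to the highest (4) WT expression, with 1 library per point and 1 line per ESC line. H3K27me1 in WT rises from 7.11% to 65.4%, while in *Ezh2* KO it falls from 25.5% to 0.877%.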

**Fig. 5:**
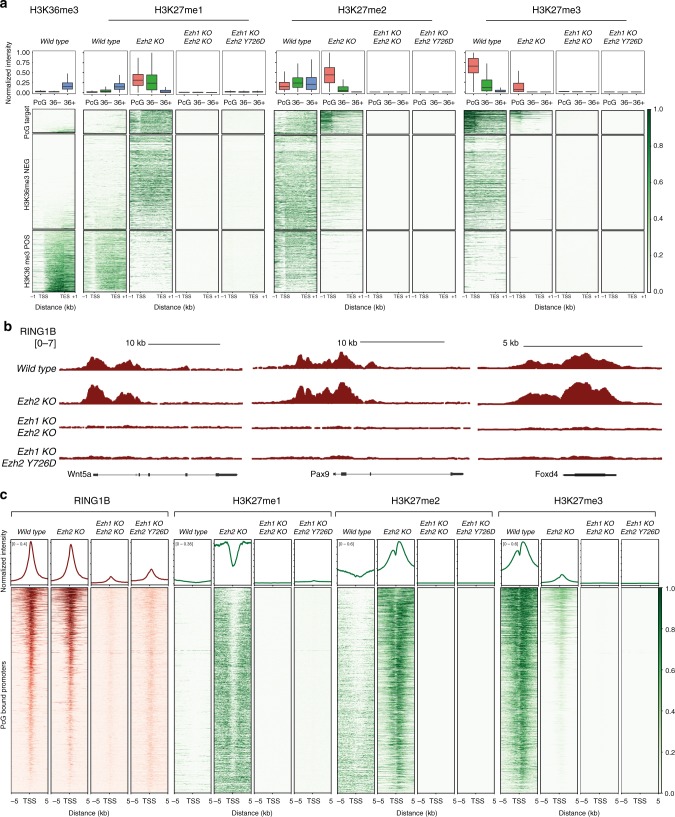
EZH1-mediated accumulation of H3K27me2 at promoters sustains maintenance of PRC1 repressive domains. **a** Heatmaps representing the spike-in normalized H3K36me3, H3K27me1, H3K27me2, and H3K27me3 ChIP-seq intensities within the entire normalized gene length plus a ± 1 kb region around all annotated RefSeq genes (*N* = 31027). Regions were clustered into Polycomb targets, H3K36me3 positive and negative regions. PcG targets were ranked for the intensity of H3K27me3 deposition while the rest of RefSeq genes for ascending intensity of H3K36me3 in WT cells. Upper boxplots represent the average normalized intensities of H3K36me3, H3K27me1, H3K27me2, and H3K27me3 in the indicated cell lines in the different gene clusters. **b** Representative genomic snapshots of RING1B ChIP-seq analyses performed in the indicated cell lines. **c** Heatmaps representing the normalized RING1B and the spike-in normalized H3K27me1, H3K27me2, and H3K27me3 ChIP-seq intensities ± 5 kb around TSS of Polycomb-bound promoters in the indicated cell lines. Promoters were ranked according to their intensities in WT mESCs. Enrichment plots representing the average distribution of RING1B, H3K27me1, H3K27me2, and H3K27me3 ± 5 kb around TSS are shown in the upper panels

We took advantage of these mutants to further explore the relationship between PRC1 and PRC2 recruitment. We first analyzed RING1B chromatin association by ChIP-seq analyses in WT, *Ezh2* KO, *Ezh1/2* dKO, and *Ezh2* Y726D ESCs. As expected, RING1B was efficiently associated to the same repertoire of genomic loci bound by PRC2 in WT ESCs, confirming that both complexes co-occupy the vast majority of target sites (Supplementary Figs. 2B, 5B, and 5C). Importantly, RING1B binding was completely abolished in both *Ezh1/2* dKO and *Ezh2* Y726D ESCs, demonstrating that RING1B is recruited to PcG target loci by H3K27me3 deposition independently of whether or not PRC2 is associated to the same site (Fig. 5b, c). However, RING1B was not displaced in *Ezh2* KO ESCs retaining an unaltered chromatin association profile identical to WT ESCs. Consistent with the good affinity of CBX7 in binding also H3K27me2^43^, these results showed that the remaining H3K27me3 together with H3K27me2 accumulation is sufficient to preserve efficient PRC1 recruitment to chromatin at PcG sites in the absence of EZH2 activity.

### H3K27ac plays an active role in cell identity control

Consistent with previous reports^39,40^, loss of PRC2 activity resulted in a global increase of H3K27ac levels (Fig. 1b). Although such increases occur sparsely along the genome as a consequence of H3K27me2 loss, H3K27ac preferentially accumulates both at promoters and distal regulatory sites^17,44^. Focusing on all RefSeq genes transcription start sites (TSS) in WT ESCs, we observed that H3K27me3 and H3K27ac were deposited in a mutually exclusive manner, with PcG target promoters showing undetectable H3K27ac levels, while active promoters showing accumulation (Fig. 6a, b). Upon loss of PRC2 activity (in *Ezh1/2* dKOs), the levels of H3K27ac increased globally, invading promoters that were previously decorated by H3K27me3 (Fig. 6a, b). 

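H3K27ac was profiled by ChIP-seq in *Ezh2* KO, *Ezh1/2* dKO and *Ezh2* Y726D ESCs with 1 library per line. WT H3K27ac was not analysed here, so no change from WT is given. The peaks were called like those of H3K27me3, and the lists held 25483, 17618 and 40829 peaks in this order. PcG sites were the 4287 WT SUZ12 peaks with a WT H3K27me3 peak. For comparison, open sites were the 765140 WT ATAC-seq regions without a WT SUZ12 peak. This list goes down to a p near 0.1, so most of these sites are weak and part of them can be background.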

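In *Ezh1/2* dKO ESCs an H3K27ac peak overlapped 328 of the PcG sites (7.65%, 95% CI 6.89 to 8.49), against a chance level of 1.23% and 1.64% of the open sites. H3K27ac peaks lay within 5 kb of a TSS at 511 of the 2605 PcG promoters (19.6%, 95% CI 18.1 to 21.2), at 72.2% of the promoters of the 3127 genes with the highest expression and at 11.2% of those with the lowest expression. With a p of at most 1e-20, the setting that moved the share at PcG sites most, it was 0.933%. Of the 15 loci used by the paper, 6 had an H3K27ac peak.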

H3K27ac promoter invasion also occurred in *Ezh2* Y726D ESCs, even though these cells have a catalytically inactive PRC2 that remained bound at these sites. 

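In *Ezh2* Y726D ESCs an H3K27ac peak overlapped 1076 of the PcG sites (25.1%, 95% CI 23.8 to 26.4), against a chance level of 3.02% and 3.74% of the open sites. At PcG promoters the number was 1239 (47.6%, 95% CI 45.6 to 49.5), at 90.7% of the promoters of the genes with the highest and 23.5% of those with the lowest expression. PcG sites with a SUZ12 peak of this line had an H3K27ac peak in 28.1% (95% CI 26.3 to 30.1) and those without one in 22.0% (95% CI 20.3 to 23.8). In *Ezh1/2* dKO and *Ezh2* KO ESCs the order was reversed. The shares with and without a SUZ12 peak of the line were 4.67% and 7.84% in *Ezh1/2* dKO, with overlapping intervals. In *Ezh2* KO they were 0.248% and 2.83%. At the length of the shortest H3K27ac list, the share of PcG sites in *Ezh2* Y726D ESCs was 10.6%, and with a p of at most 1e-20 it was 6.62%. An H3K27ac peak was present at 10 of the 15 loci used by the paper, and 14812 bp at *Hoxa11* and 19876 bp at *Hoxa10* were covered. The windows of *Hoxa10* and *Hoxa11* overlap, so part of these bases was counted at both genes.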

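In *Ezh2* KO ESCs an H3K27ac peak overlapped 90 of the 4287 PcG sites (95% CI 1.71% to 2.57%), near the chance level of 1.85% and the 2.47% of open sites. At PcG promoters the number was 402 (15.4%, 95% CI 14.1 to 16.9), against 90.7% of the promoters of the genes with the highest and 15.1% of those with the lowest expression. PcG sites that kept an H3K27me3 peak in this line had an H3K27ac peak at 29 of 3773 (0.769%, 95% CI 0.536 to 1.10), and those without one at 61 of 514 (11.9%, 95% CI 9.35 to 15.0). None of the 15 loci used by the paper had an H3K27ac peak in this line. At the length of the shortest list the share of PcG sites was 1.35%, below those of the *Ezh1/2* dKO and *Ezh2* Y726D lines.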

Importantly, H3K27ac invasion at these promoters was significantly prevented in *Ezh2* KO ESC by residual H3K27me3 deposition and H3K27me2 accumulation (Fig. 6a, b). 

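Open chromatin was measured by ATAC-seq in WT, *Ezh2* KO, *Ezh1/2* dKO and *Ezh2* Y726D ESCs with 1 library per line, and the authors deposited broad regions of MACS2 with a -log10 p. The lists held 769945, 795136, 798238 and 752009 regions, of which 87, 111, 91 and 92 had a p of at most 1e-10. They were used as deposited, a choice made after they were seen, and covered between 22.7% and 24.3% of the genome. An ATAC-seq region overlapped 94.7% of the WT SUZ12 peaks in WT (95% CI 94.1 to 95.3), 94.7% in *Ezh2* KO (95% CI 94.0 to 95.2), 94.8% in *Ezh1/2* dKO (95% CI 94.1 to 95.3) and 95.1% in *Ezh2* Y726D ESCs (95% CI 94.5 to 95.6). The intervals overlapped, and the shifted lists gave means from 50.0% to 52.9%. At PcG sites the shares were 94.9%, 94.7%, 95.0% and 95.4%. A share near its upper limit in lists of this length cannot show moderate changes of accessibility. With only the strong blocks counted, the setting that moved the values most, the shares of WT SUZ12 peaks were 2.54%, 6.03%, 1.33% and 2.94%.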

Consistent with previous reports^45^, accumulation of H3K27ac did not result in differential chromatin accessibility at both promoters and enhancer sites (Supplementary Fig. 8A–C) and was not a consequence of a generally increased P300 and CBP activity (Supplementary Fig. 9A, B). Interestingly, while acetylation of other lysine residues of the H3 n-terminal tail was unaffected, some residues of histone H4 also gained acetylation in a PRC2-dependent manner (Supplementary Fig. 9C), suggesting an unexpected crosstalk. Overall, these results demonstrated that the major determinant for restricting acetylation at promoters is the methylated status of H3K27, regardless of PRC2 chromatin association.

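The paper reports an H3K27ac gain at promoters in *Ezh1/2* dKO and *Ezh2* Y726D that was significantly prevented in *Ezh2* KO. It describes SUZ12 as displaced in *Ezh1/2* dKO, with binding of lower intensity left in its Discussion, and as bound in *Ezh2* Y726D. From these results it concludes that the methylation of H3K27 and not the presence of PRC2 restricts acetylation at promoters. Among all genes of the expression table, an H3K27ac peak lay within 5 kb of a TSS at 8532 genes in *Ezh2* KO, 6467 in *Ezh1/2* dKO and 10530 in *Ezh2* Y726D ESCs.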

**Fig. 6:**
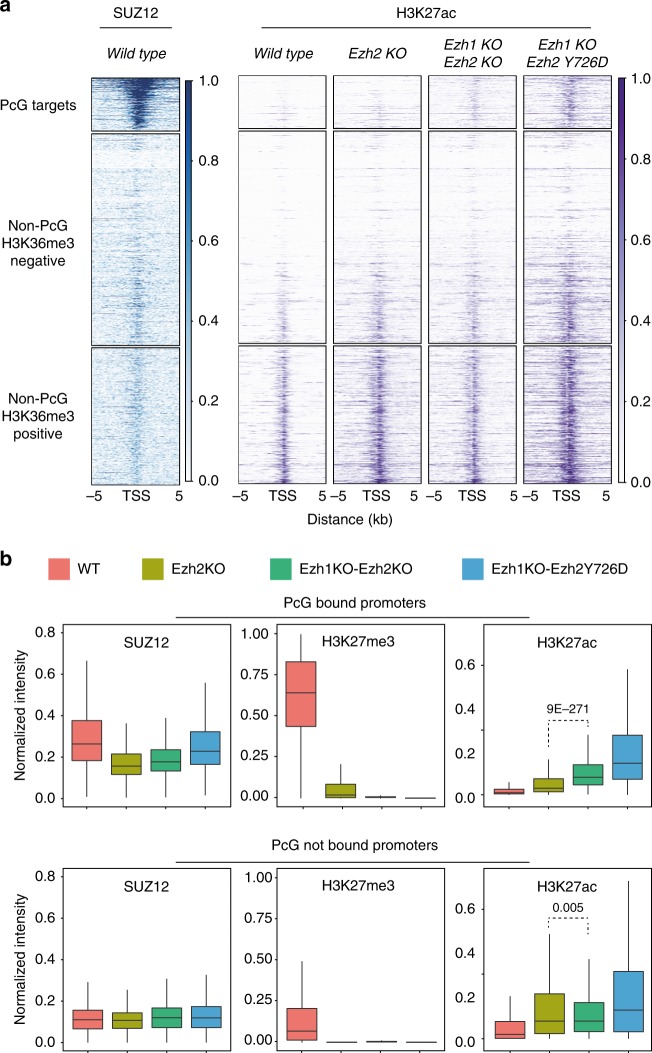
H3K27me2/3 deposition, but not PRC2 occupancy, prevents H3K27ac invasion at PcG repressed promoters. **a** Heatmaps representing the normalized SUZ12 and the spike-in normalized H3K27ac ChIP-seq signals ± 5 kb around all TSS annotated in RefSeq. Promoters were clustered into Polycomb targets, H3K36me3 positive and H3K36me3 negative. PcG targets were ranked for the intensity of H3K27me3 deposition while the rest of RefSeq genes for ascending intensity of H3K36me3. **b** Boxplots representing the normalized intensities of SUZ12 and the spike-in normalized intensities of H3K27me3 and H3K27ac in the indicated cell lines at Polycomb-bound promoters (upper panels) and at Polycomb not-bound promoters (bottom panels). *P*-values were determined by Wilcoxon test

To investigate how distinct chromatin states contribute to the differentiation capabilities of ESCs, we tested whether the different mutants could form embryoid bodies (EBs) in cell culture. Consistent with the complete compensation for all H3K27 methylation states exerted by EZH2, *Ezh1* KO EBs displayed normal morphology with respect to WT cells (Fig. 7a). In contrast, *Ezh2* KO*, Ezh1/2* dKO, and *Ezh2* Y726D mutant ESCs displayed compromised differentiation capabilities (Fig. 7a). This highlights that maintenance of repressive domains at target promoters by H3K27me2/3 and PRC1 recruitment is not sufficient to prevent developmental failure, suggesting a potential role for diffused chromatin H3K27 hyperacetylation in PRC2 developmental defects. To gain further evidence in this direction, we generated in an *Ezh1* KO background a new EZH2 mutation (*Ezh2* R685C; Supplementary Fig. 10A) that showed a preferential rescue of H3K27me2 activity respect to H3K27me3 (Fig. 7b). This resulted in attenuated bulk increase of H3K27ac (Fig. 7b) respect to *Ezh2* KO, with no spreading at PRC2 target promoters (Fig. 7c). Importantly, *Ezh2* R685C EBs showed a morphology that look more similar to *wild-type* ESC (Fig. 7a). While all mutant ESC expressed and downregulated pluripotency markers when differentiated in EBs (Supplementary Fig. 10B), *Ezh2* KO, *Ezh1/2* dKO, and *Ezh2* Y726D EBs failed to correctly activate markers of differentiation for different lineages (Fig. 7d). In contrast, these defects were markedly attenuated in the *Ezh2* R685C EBs in agreement with their normal morphology (Fig. 7a, d). These results demonstrated that establishment of H3K27me3/2 deposition at target promoters and maintenance of PRC1 repressive domains is not sufficient to prevent developmental failure (Fig. 7a). These data further suggest that a diffused increase in chromatin H3K27ac could play a direct role in PRC2-dependent loss of cell identity control.

**Fig. 7:**
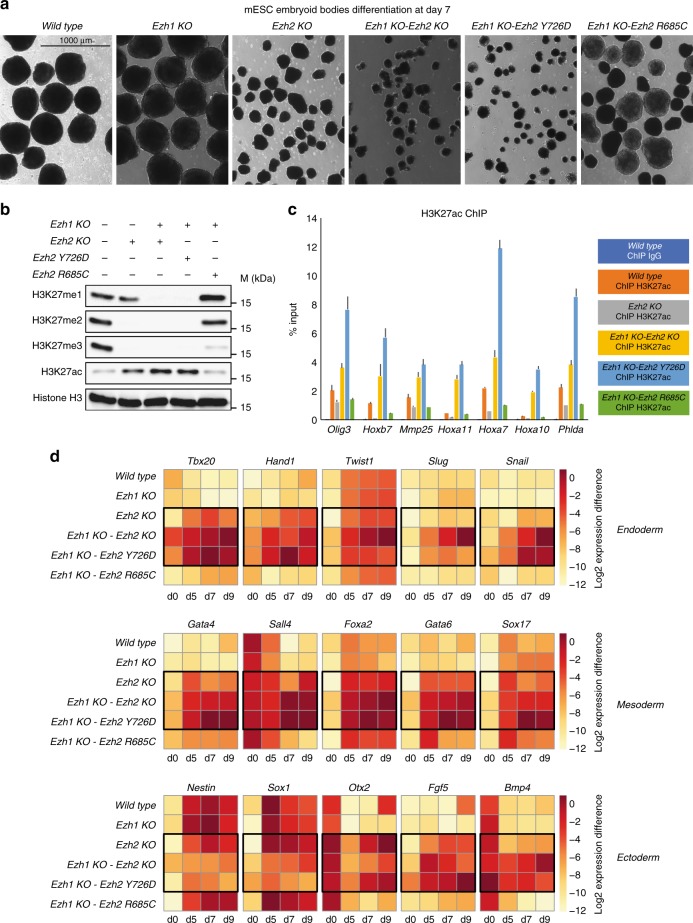
Diffused accumulation of H3K27ac directly contributes to PRC2-mediated differentiation defects. **a** Pictures of embryoid bodies at day 7 (d7) of differentiation, from the indicated ESC lines (shown at ×4 magnification). **b** Western blot analysis using the indicated antibodies with protein extracts obtained from WT, *Ezh2* KO, *Ezh1/2* dKO, *Ezh1* KO-*Ezh2* Y726D, and *Ezh1* KO-*Ezh2* R685C mouse ESC lines. Histone H3 was used as loading control. **c** ChIP-qPCR of H3K27ac in the indicated mESC lines. IgG rabbit served as negative control. Enrichments are normalized to % INPUT. Data are represented as mean ± SEM. **d** Heatmaps of qPCR relative expression analyses for the indicated genes at d0, d5, d7, and d9 during ESC differentiation of the cells indicated shown in **a**. *Gapdh* expression served as a normalization control

## Discussion

Here, we have demonstrated that, in absence of PRC2-EZH2 activity, PRC2-EZH1 is only able to sustain H3K27me1 deposition at a global level in vivo. Using more sensitive ChIP-seq analyses, we discerned that H3K27me3 is nonetheless still significantly deposited at all PRC2 target promoters ( > 70%) identified in WT ESCs, and compensated by H3K27me2 (Fig. 5). Thus, although with a reduced efficiency, PRC2-EZH1 retained the ability to target and modify the same repertoire of target promoters of PRC2-EZH2 in ESCs. This is in line with the functional and biochemical proprieties of PRC2-EZH1 and PRC2-EZH2 shown by several studies. In general, PRC2-EZH2 is primarily linked to cell proliferation, and PRC2-EZH1, to differentiated post-mitotic conditions^19,46^. A series of biochemical studies revealed the importance of allosteric stimulation of PRC2 for the nucleation and spreading of H3K27me3 domains at a genome-wide level, demonstrating its importance in sustaining H3K27me2/me3 deposition^47^. Notably, minor differences in the amino acid sequence of the stimulatory responsive domain between EZH1 and EZH2 render EZH1 less responsive to allosteric stimulation than EZH2^48^. Importantly, PRC2-EZH1-mediated H3K27me2/3 deposition at target genes was sufficient to preserve PRC1 binding and gene repression (Figs. 2e and 5b, c).

The mechanisms by which PRC2 is targeted to chromatin play an important aspect of PRC2 activity regulation. Different biochemical features can stabilize PRC2 recruitment to target sites, including its intrinsic affinity for CpG-rich DNA elements^29,49,50^, long non-coding RNAs^51–53^, and ancillary proteins associated to PRC2^31^. Recent work has further identified specific CG-rich consensuses that seem to serve as nucleation sites for PRC2 recruitment and spreading^47^. Different forms of PRC2 also have distinct affinities in binding chromatin templates. For instance, EZH1 was shown in vitro to bind nucleosome templates with a greater affinity than EZH2^48^. Moreover, different analyses studying the function of ancillary proteins, such as MTF2, JARID2, and AEBP2, have shown that all of these activities contribute to stabilizing PRC2 at chromatin and to stimulating its in vitro activity^23,34,54^. In particular, JARID2 can be methylated by EZH2 on K116, resulting in allosteric stimulation with the same mechanism as for H3K27me3^55^. While JARID2 plays a crucial role in the context of ESCs, its function in more-committed cell types is marginal, suggesting that different mechanisms for stimulatory actions and recruitment exist. Recent work from the Helin laboratory has further shown that a form of SUZ12 unable to associate with PRC2 is still recruited to PcG target sites^41^. Our results in *Ezh1/2* dKO ESC also show that SUZ12 binding is retained at PcG sites, however with lower intensity respect to *wild-type* ESC. The catalytically inactive form of PRC2 supports this notion, showing that PRC2 can associate to all its target sites at a genome-wide level in the absence of any form of H3K27 methylation (Fig. 1). In these conditions, SUZ12 binding was stabilized respect to *Ezh1/2* dKO cells, suggesting SUZ12 assembly into a PRC2 complex favors its chromatin association independently of PRC2 catalytic activity.

How PRC2 acquires specificity for target gene recognition in specific cell lines is also an important open question. Here, we showed that in ESCs that had been cultured for an indefinite number of passages in the absence of any form of PRC2 activity (*Ezh1/2 d*KO), H3K27me3 deposition and PRC2 target association were fully restored within 24 h after EZH2 re-expression (Fig. 3) confirming that specificity remains an intrinsic feature of cellular identity. PRC2 is attracted to CpG-rich DNA elements^49^, an affinity linked to MTF2 DNA binding proprieties^26^, and to specific motifs within CpG islands (CpGi) that were linked to PRC2 de novo nucleation^47^. The lack of transcription from CpG-rich promoters was further proposed as a determinant for PRC2 recruitment, which would imply that all CpGi are potential targets of PRC2^30^. Importantly, our catalytically inactive EZH2 mutant was recruited to all PRC2 target sites, despite its inability to deposit any form of H3K27 methylation. Although in agreement with the H3K27me3 nucleation and spreading model^47^, this result further suggests that de novo binding of PRC2 to all target sites is uncoupled from H3K27me3 nucleation. Overall, our data link the models of PRC2 being tethered by transcriptional silencing with the mechanisms of spreading H3K27me3 domains.

PRC2 was also shown to retain biochemical affinities for H2Aub, which is deposited by PRC1 activity. Further, loss of RING1A/B activity can affect the association of PRC2 at target sites in ESCs, suggesting that H2Aub1 is a determinant for specifying PRC2 target association^32–34^. However, in *Ezh2* Y726D ESCs, H2Aub1 levels were not affected either at bulk levels (Fig. 1b) or in genome-wide deposition (Fig. 4b). This suggests that retained H2Aub1 deposition could serve as a docking site for de novo PRC2 recruitment and H3K27me3 deposition, thus defining genome-wide binding specificity. Our results now clearly show that acute depletion of H2Aub1 neither results in release of PRC2 nor affects PRC2 ability to be re-recruited at is target loci, regardless of the presence of any form of H3K27 methylation (Fig. 4). Based on this result, we would suggest that PRC2 binding affinity for H2Aub1 serves more to reinforce already-formed PcG repressive domains than to define de novo sites.

Our data further revealed that PRC2-EZH1 was still able to deposit H3K27me3 at virtually all PRC2 target sites that we classified in WT ESCs. A careful analysis of this activity in *Ezh2* KO ESCs highlighted that H3K27me3 deposited by EZH1 was confined within the boundaries of the association of PRC2 with chromatin and was unable to spread outside these regions (Fig. 2). This suggests that an inefficient allosteric stimulation previously measured in vitro for PRC2-EZH1^48^ is likely to confine H3K27me3 deposition within the boundaries of PRC2 physical association with chromatin. Nevertheless, within these boundaries, PRC2-EZH1 was able to deposit H3K27me3 at levels comparable to those in WT ESCs (Fig. 2), further accumulating H3K27me2 (Fig. 5a). Interestingly, EZH1 accumulated H3K27me2 at these sites but failed to normally deposit H3K27me1 at transcribed genes, suggesting specific contributions of the two methyltransferases in defining the H3K27 methylation landscape. Overall, our data as well as those from others^41,47,48,56^ demonstrate that PRC2 recruitment is uncoupled from the mechanism by which H3K27me3 repressive domains are formed, highlighting the importance of allosteric EZH2 stimulation for spreading but not for deposition of H3K27me3 at all PcG target sites.

In *Drosophila melanogaster*, PcG proteins are recruited to target sites via the recognition by the DNA binding transcription factors of DNA elements, named PREs, which can be located at considerable distances from target promoters^27^. This results in the establishment of very large H3K27me3 domains with respect to what is observed in mammalian genomes^57^. This may suggest that repressive mechanisms have diverged to adapt to the changes in the evolution of distinct genomic features. Work of the Muller laboratory has demonstrated that fully penetrant H3K27 amino acid substitutions can phenocopy the homeotic transformations observed for PRC2 mutants during fly development^37^. This points at H3K27me3 as an essential executor of developmental functions, but whether this is true also for mammals remained unclear. Taking advantage of our catalytically inactive PRC2 mutant ESCs, we have now demonstrated that the absence of H3K27 methylation, but not of PRC2 association to target promoters per se, phenocopied the developmental defects observed in *Ezh1/2* dKO developing EBs (Fig. 7). This demonstrates that deposition of H3K27 methylations, but not PRC2 recruitment to target sites, is an essential feature for at least early developmental decisions.

It is important to highlight that developmental defects very similar to those in catalytically inactive PRC2 mutant ESC lines were also observed in *Ezh2* KOs but not in *Ezh1* KOs. The lack of such defects in *Ezh1* KOs further confirms the essential role of H3K27 methylation, as EZH2 fully compensated loss of EZH1 activity (Fig. 1). In contrast, the defects observed for *Ezh2* KOs highlights that an altered deposition of H3K27 methylated forms is critical in early developmental decisions. Both results are in complete agreement with the lack of developmental defects previously observed in *Ezh1* KO mice^20^ and with the early embryonic lethality reported for *Ezh2* KO embryos during gastrulation stages^2^. These developmental defects were phenocopied by complete loss of PRC2 activity in *Eed* or *Suz12* KO embryos^3,4^.

One critical activity of PRC2 is its ability to affect PRC1 recruitment to chromatin. PRC1 can exist in different forms that can be roughly divided in canonical and non-canonical forms. Canonical PRC1 complexes are characterized by the presence of CBX proteins, which retain binding affinities for H3K27me3 substrates^31^. Our results clearly demonstrate that RING1B was severely displaced in the absence of H3K27me3 deposition at target sites, regardless of the presence or absence of PRC2 at target promoters (*Ezh1/2* dKO vs. *Ezh2* Y726D). This accounts for approximately 90% of total RING1B associated at PcG sites in agreement with previous reports using *Eed* KO ESCs^58^. The massive RING1B displacement (Fig. 5b, c) further suggests that canonical PRC1 remains the predominant form active in ESCs and that its chromatin displacement cannot be fully compensated by additional recruitment of non-canonical forms. Our data further demonstrated that RING1B binding was fully retained at target sites in the absence of PRC2-EZH2 activity, likely by the localized deposition of H3K27me3 and accumulation of H3K27me2 by PRC2-EZH1 (Fig. 5). Indeed, CBX7 still retains a significant affinity in binding H3K27me2 respect to H3K27me3 (Kd: ~ 136 vs. ~ 22 µM µM, respectively^43^). Importantly, while H3K27me2/3 deposition and PRC1 association at target sites were sufficient to maintain target genes repression, they were not sufficient to prevent developmental failure when *Ezh2* KO ESCs were challenged to differentiate into EBs. This suggests that additional features to the direct control of target genes repression could contribute to proper development. Our data using the *Ezh2* R685C mutant further suggest that diffused chromatin H3K27ac could be a major determinant in PRC2-mediated developmental defects.

We have previously shown that the distinct forms of H3K27 methylation are spatially organized along the genome. H3K27me2 is broadly diffused and modifies >70% of histone H3 present in ESCs^17^. In addition, we and others have shown that loss of PRC2 enzymatic activity always results in an aberrant increase in the levels of H3K27 acetylation^39,40^. We have previously mapped the sites of H3K27ac accumulation in *Eed* KO ESCs and have shown that such deposition occurs at both H3K27me3-decorated promoters and in the intra- and intergenic space at which H3K27me2 is broadly diffused^17^. As this can result in an altered activation of enhancer elements, we speculate that loss of H3K27me2 deposition could have a major role in PRC2-dependent deregulated control of cell identity. Although *Ezh2* KO ESCs showed a similar gain in H3K27ac as *Ezh1/2 d*KO and *Ezh2* Y726D ESCs, our ChIP-seq analyses for H3K27ac in *Ezh2* KOs demonstrated that all PcG target promoters were more protected from H3K27 hyperacetylation (Fig. 6). This suggests that in the absence of EZH2 activity, PcG target promoters remain protected by the presence of local H3K27me3 deposition, accumulation of H3K27me2 and maintenance of PRC1 binding. This may link diffused H3K27 hyperacetylation with developmental failure. Indeed, this is further supported by the attenuated differentiation defects observed in the *Ezh2* R685C mutant, which correlate with their reduced accumulation of H3K27ac.

Overall, our results provide evidences to suggest that diffused chromatin hyperacetylation could directly contribute to the early developmental defects observed in PRC2 defective ESCs. In agreement with previous reports, our data show that this does not involve genome-wide changes in chromatin accessible sites. Whether this involves a specific unbalance in enhancer activity or a more global effect on chromatin three-dimensional conformation are interesting open questions to pursue. In light of the specific roles that PRC1 and PRC2 play in distinct adult tissues^20,59–63^, it will now also be very important to understand the contributions of diffuse H3K27 hyperacetylation in the homeostasis of organs and tissues. Increased H3K27 acetylation in DIPG pediatric brain tumors, in which PRC2 activity is inhibited by the expression of a H3K27M mutation, renders tumors cells more sensitive to BET inhibitors^64^. Therefore, considering the frequent gain- and loss-of-function mutations that affect different PRC2 subunits, it will be important to explore the contributions of these mechanistic aspects in different pathological contexts.

## Methods

### Cell lines and cell culture

ESCs KO clones were generated in E14TG2a by CRISPR/Cas9 targeting *Ezh1* or *Ezh2* genes using double sgRNAs to excise the whole gene of interest. Clones were screened by PCR followed by Sanger sequencing to confirm the macrodeletions. *Ezh2* Y726D and *Ezh2* R685C ESCs were obtained by precise editing using a specific single-stranded template (ssODN, IDT) in *Ezh1* KO cells. Introduction of the desired point mutation was confirmed by restriction analysis followed by Sanger sequencing.

mESCs were grown on 0.1% gelatin-coated dishes in 2i/LIF-containing GMEM medium (Euroclone) supplemented with 20% fetal calf serum (Euroclone), 2 mM glutamine (Gibco), 100 U/ml penicillin, 0.1 mg/ml streptomycin (Gibco), 0.1 mM non-essential amino acids (Gibco), 1 mM sodium pyruvate (Gibco), 50 µM ß-mercaptoethanol phosphate-buffered saline (PBS; Gibco), 1000 U/ml leukemia inhibitory factor (LIF; produced in-house), and GSK3β and MEK 1/2 inhibitors (ABCR GmbH) to a final concentration of 3 μM and 1 μM, respectively.

Rosa26:Cre-ERT2 *Ring1A* KO *Ring1B* fl/fl conditional mESC and *Ring1b* KO mESC lines were generated elsewhere^6,9^. Ring*1A*-/-; *Ring1B* fl/fl;Rosa26::CreERT2 conditional mESC were subjected to CRISPR/Cas9 editing in order to obtain double *Ezh1/Ezh2* KO. Cells were transduced with 5 μg/ml polybrene and lentiviral particles delivering pLIX_402 vector (Addgene #41394) expressing human wild-type EZH2 for 36 h and then subjected to 72 h -long puromycin-selection (1 μg/ml). For inducible EZH2 re-expression, cells were treated for 24 h with 0.5 μM 4-hydroxytamoxifen (4-OHT; or EtOH as control) in order to obtain *Ring1b* KO; then were treated with a combination of 4-OHT (or EtOH) and doxycycline (1 μg/ml) for 48 h prior harvesting.

mESCs were induced to differentiate to EBs by LIF removal in hanging drops (1000 cells/20 μl drop) on the lid of 15 cm petri dishes for 48 h. EBs were then collected and stimulated with 0.5 µM all-trans retinoic acid (ATRA) for 3 days. EBs were left in culture in non-coated petri dishes in ES medium without LIF until day 7. Medium was replaced every second day.

Where indicated, undifferentiated mESCs were treated with 10 μM MG132 (Calbiochem Merck) dissolved in 100% DMSO for 6 h.

### Transfections

For rescue experiments, pCAG vectors encoding Flag-Avi-tagged human wild-type EZH2 or EZH2 Y731D mutant or pCAG vector encoding Flag-HA-tagged human wild-type EZH1 were transfected into mESCs using Lipofectamine 2000 (ThermoFisher Scientific), according to the manufacturer’s instructions. Cells were subjected to puromycin selection (2 µg/ml) for 24 h and then collected for subsequent analyses.

### Western blot

For western blot analysis, mESCs were lysed and sonicated in ice-cold S300 buffer (20 mM Tris-HCl pH 8.0, 300 mM NaCl, 10% glycerol, 0.2% NP-40) and supplemented with protease inhibitors (Roche). For co-immunoprecipitation experiments, cells were lysed in the same lysis buffer. Immunoprecipitation was performed on 1 mg protein extracts using homemade anti-EZH2 (AC22) cross-linked sepharose beads (30 μl slurry for IP, Healthcare, cat. # 170780-01) for 3 to 4 h at 4 °C. Immunocomplexes were washed 5× with S300 buffer and eluted in Laemmli sample buffer. Protein lysates were separated on sodium dodecyl sulfate polyacrylamide gel electrophoresis gels and transferred to nitrocellulose membranes. After probing with the suitable primary and secondary antibodies, chemoluminescence signals were captured with the ChemiDoc Imaging System (Bio-Rad).

### Antibodies

Western blot analyses were performed with: anti-Vinculin (1:8000 dilution; V9131; Sigma-Aldrich), anti-Oct3/4 (1:1000 dilution; sc5279; Santa Cruz Biotechnology), anti-Ezh2 (1:10 dilution; BD43 clone; homemade^3^), anti-Suz12 (1:1000 dilution; sc-46264; Santa Cruz Biotechnology), anti-Eed (1:10 dilution; AA19 clone; homemade^65^), anti-p53 (1:5 dilution: homemade), anti-flag (1:1000 dilution; F3165; Sigma-Aldrich), anti-Mtf2 (1:1000 dilution; 16208-1-AP; Proteintech), anti-Jarid2 (1:1000 dilution; ab48137; Abcam), anti-Phf19 (1:1000 dilution; 11895-1-AP; Proteintech), anti-EPOP (1:1000 dilution)^66^, anti-P300 (1:500 dilution; sc-585; Santa Cruz Biotechnology), anti-CBP (1:200 dilution; sc-583; Santa Cruz Biotechnology), anti-HA (1:10 dilution; 12CA5 clone; homemade), anti-H3K27me1 (1:1000 dilution; 61015; Active Motif), anti-H3K27me2 (1:1000 dilution; 9728; Cell Signaling Technology), anti-H3K27me3 (1:1000 dilution; 9733; Cell Signaling Technology), anti-H3K27ac (1:1000 dilution; ab4729; Abcam), anti-H3K9K14ac (1:1000 dilution; C15410200; Diagenode), anti-H3K14ac (1:500 dilution; 39599; Active Motif), anti-H3K18ac (1:500 dilution; E-AB-20285; Microtech), anti-H3K23ac (1:500 dilution; E-AB-20205; Microtech), anti-H4K5ac (1:1000 dilution; 39170; Active Motif), anti-H4K8ac (1:500 dilution; E-AB-20208; Microtech), anti-H4K12ac (1:500 dilution; 39166; Active Motif), anti-H4 (1:1000 dilution; ab7311; Abcam), anti-H2AK119ub (1:1000 dilution; 8240; Cell Signaling Technology), anti-H3 (1:8000 dilution; 1791; Abcam), and anti-H2A (1:1000 dilution; 12349; Cell Signaling Technology).

ChIP assays were performed using: anti-Suz12 (3737; Cell Signaling Technology), anti-Ring1b (homemade;^63^), anti-HA (12CA5 clone; homemade), anti-Jarid2 (ab48137; Abcam), anti-Mtf2 (16208-1-AP; Proteintech), anti-Phf19^67^, anti-EPOP^66^, anti-H3K27me1 (61015; Active Motif), anti-H3K27me2 (9728; Cell Signaling Technology, anti-H3K27me3 (9733; Cell Signaling Technology), anti-H3K27ac (ab4729; Abcam), anti-H3K36me3 (4909; Cell Signaling Technology), anti-H2AK119ub (8240; Cell Signaling Technology) and purified rabbit IgG (I5006; Sigma-Aldrich).

### Quantitative real-time PCR (qPCR)

Total RNA was extracted with the Quick-RNA™ MiniPrep extraction kit (Zymo Research) and retro-transcribed with ImProm-II™ Reverse Transcription System (Promega) according to the manufacturer’s instructions. Quantitative real-time PCR (qPCR) was carried out using GoTaq qPCR master mix (Promega) on CFX96 Real-Time PCR Detection System (Bio-Rad). *Gapdh* was used as a control gene for normalization.

Graphical representations of qPCR analysis were generated in *R* by function “pheatmap”. Primer sequences are available upon request.

### RNA-seq

RNA-seq was performed following SMART-seq2 protocol^68^ with minor modifications. Briefly, poly-A containing mRNA molecules obtained from 1 μg of total RNA were copied into first-strand cDNA by reverse transcription and template-switching using oligo(dT) primers and an LNA-containing template-switching oligo (TSO). Resulting cDNA was pre-amplified with KAPA HotStart Taq enzyme (Kapa Biosystems) and then purified with Ampure beads (Agencourt AMPure XP- Beckman Coulter). Two nanograms of pre-amplified cDNA were tagmented with in-house produced Tn5 transposase and further amplified with KAPA HotStart Taq enzyme. After purification with Ampure beads, the quality of the obtained library was assessed by Bioanalyzer (High Sensitivity DNA kit, Agilent Technologies), prior sequencing.

### RNA-seq analysis

Reads were aligned to the mouse reference genome mm9 using TopHat v2.1.1^69^. Duplicates were removed using PICARD (http://broadinstitute.github.io/picard/). HTseq-count v0.8.0^70^ was used to calculate counts with parameters --stranded = no --mode = intersection-nonempty using RefSeq mm9 annotation downloaded from UCSC. DESeq2 v1.20 R package was used to perform differential expression analyses using default parameters^71^. Genes with an absolute log2 fold change of 1 were considered as differentially expressed.

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed according to standard protocols^7^. Briefly, 1% formaldehyde cross-linked chromatin was sheared to 500–1000 bp fragments by sonication and incubated overnight in IP buffer (33 mM Tris-HCl pH 8, 100 mM NaCl, 5 mM EDTA, 0.2% NaN_3_, 0.33% SDS, 1.66% Triton X-100) at 4 °C with the indicated antibodies. For ChIP for SUZ12 and RING1B, 400–500 μg of chromatin and 5 μg of antibodies were used. For ChIP for histone modifications, 200–250 μg of chromatin supplemented with 5% spike-in of S2 Drosophila chromatin (prepared in the same manner) and 3 μg of antibodies were used. The next day, chromatin lysates were incubated for 2 to 4 h with protein-A sepharose beads (GE Healthcare). Beads were washed 3× with low-salt buffer (150 mM NaCl, 20 mM Tris-HCl pH 8, 2 mM EDTA, 0.1% SDS, 1 % Triton X-100) and 1× with high-salt buffer (500 mM NaCl, 20 mM Tris-HCl pH 8, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), and then re-suspended in de-crosslinking solution (0.1 M NaHCO3, 1% SDS). DNA was purified with QIAquick PCR purification kit (Qiagen) according to the manufacturer’s instructions. DNA libraries were prepared with 2–10 ng of DNA using an in-house protocol^72^ by the IEO genomic facility and sequenced on an Illumina HiSeq 2000.

### ChIP-seq data analysis

Sequencing reads were aligned to the mouse reference genome (mm9) using Bowtie^73^, favoring only unique alignments and filtering out duplicates. For ChIP-RX experiments, sequencing reads were also aligned to the Drosophila reference genome (dm6) and used to compute a normalization factor for individual datasets. Peak calling was performed from aligned reads using MACS2^74^. Significant bound regions were defined using a cut-off of *p* = 1 × 10^–1^. BigWig files were built from Bam files with 200 bp reads, extension, input subtraction, and library size scaling using the function bamCompare from deepTools 2.0^75^. For ChIP-Rx samples the scaling factor was calculated as described in ref. ^76^. Heatmaps were generated using the computeMatrix and plotHeatmap utilities from deepTools^75^. The matrix was normalized by a factor calculated as 1/(max – min) when samples were subjected to ChIP analysis with the same antibody. The reference point for plotting was selected with respect to the transcription start site (TSS), and the 5000 bp distances upstream and downstream of TSS (TSS ± 5 kb) were graphically represented. Tracks were subsequently visualized using the IGB genome browser^77^.

Boxplots were generated with the package ‘ggplot’’ of *R*. H3K27me3 density distribution was computed within SUZ12 peaks and within a 1.2 kb region of 5′ and 3′ of SUZ12 peak boundaries. Target regions (*N* = 3968) were selected considering SUZ12 peaks colocalizing with RING1B with *P* ≥ 1 × 10^–1^ in wild-type mESCs. Correlation analysis was performed between wild-type and *Ezh2* KO samples. The IN/OUT density ratio was plotted, and linear regression analysis was calculated in *R*. *T*-test statistics were applied.

### ATAC-Seq

ATAC-seq was performed following previous methods^78^ with minor modifications. Briefly, 50,000 mESCs were directly lysed (lysis buffer: 10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40), re-suspended in 50 μl of TAPS-buffer 1 × (TAPS 5x buffer: 50 mM TAPS-buffer, pH 8.3 and 25 mM MgCl_2_) added with 8% PEG and in-house produced Tn5 transposase and incubated at 37 °C for 1 h at slow agiting (500 rpm). After a double purification with Ampure beads (Agencourt AMPure XP- Beckman Coulter) recovered tagmented DNA was amplified and barcoded by PCR performed with KAPA HotStart Taq enzyme (Kapa Biosystems).

After size selection step with Ampure beads, libraries were eluted in 22 μl of pure water, quantified with Qubit fluorometer (Invitrogen) and checked with Bioanalyzer instrument (High Sensitivity DNA kit, Agilent Technologies), prior sequencing.

### ATAC-seq data analysis

Paired sequencing reads were aligned to the mouse reference genome (mm9) using Bowtie v1.2.2^73^, favoring only unique alignments and filtering out duplicates with PICARD. Heatmaps were generated using the computeMatrix and plotHeatmap utilities from deepTools^75^. Boxplot of normalized intensity was performed with ggplot. Enhancers annotation was obtained from previous work in ESC^79^.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Source Data

## Data Availability

All relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. All ChIP-seq, RNA-seq, and ATAC-seq datasets are available at GEO under the accession number GSE116603. A source data file is provided as a Supplementary Dataset. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Dissecting the role of H3K27 acetylation and methylation in PRC2 mediated control of cellular identity
**Source:** Nat Commun. 2019 Apr 11;10:1679. doi: 10.1038/s41467-019-09624-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Dissecting the Role of H3K27 Acetylation and Methylation in PRC2 Mediated Control of Cellular Identity**

Lavarone *et al.*

**A**

*Ezh1* KO

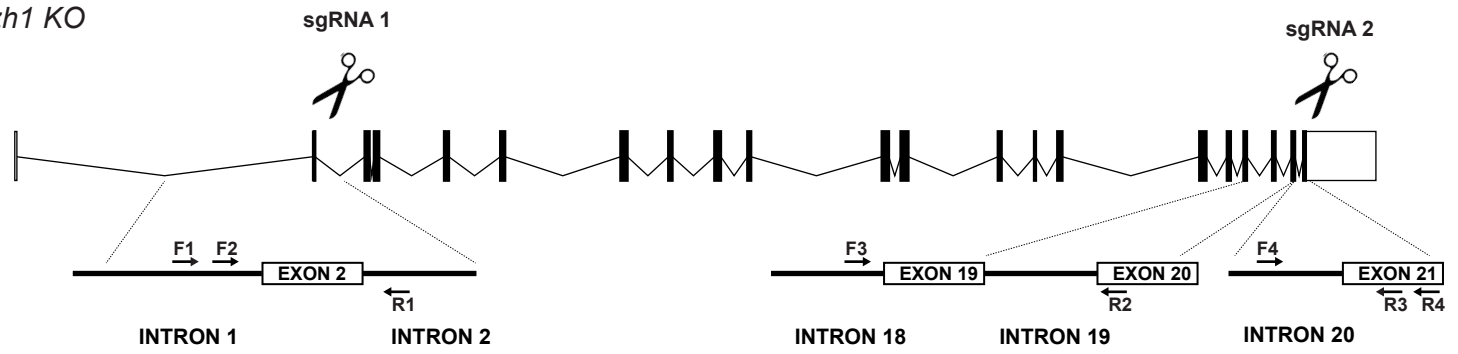

**B**

*Ezh2* KO

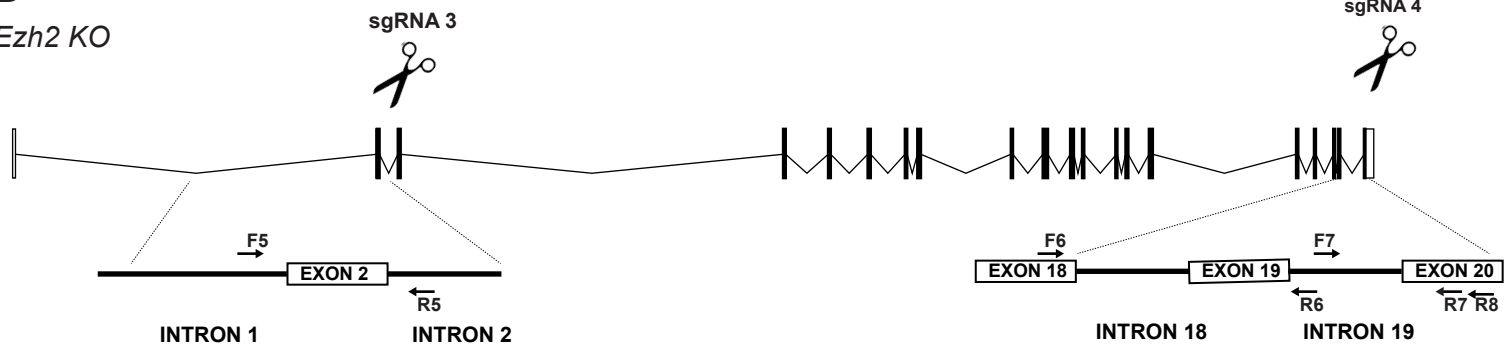

**C**

*Ezh2* Y726D

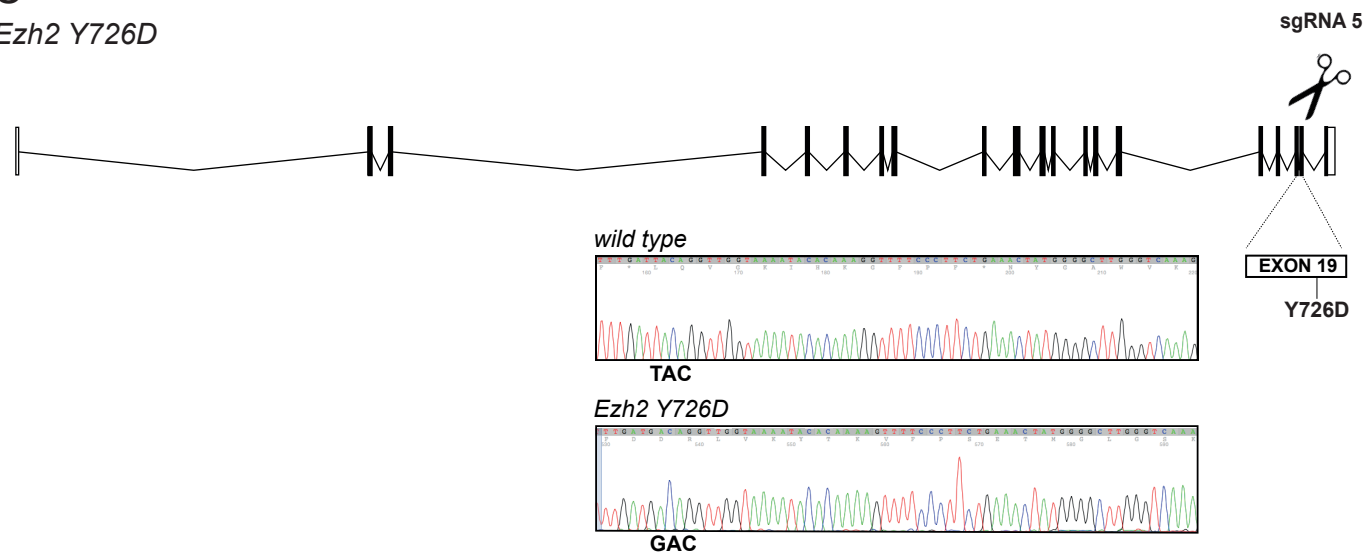

**D**

*Ezh1* PCR

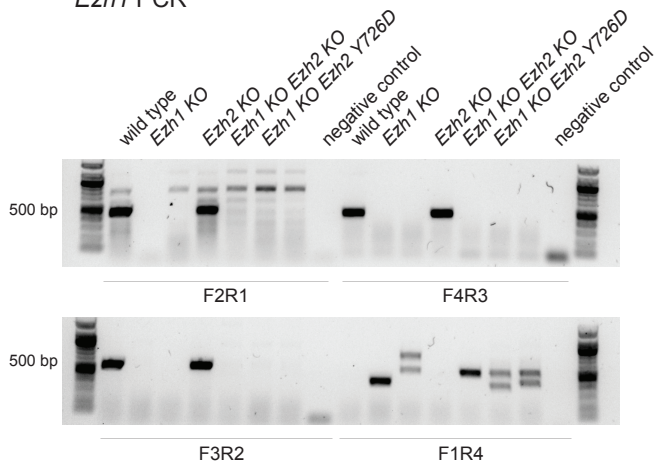

*Ezh2* PCR

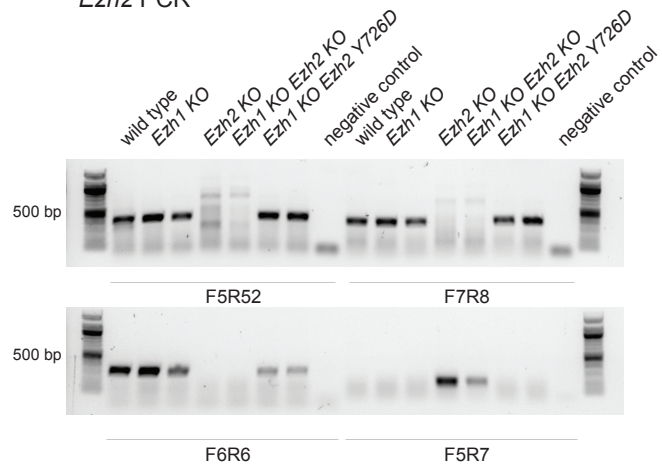

**Supplementary Figure 1. CRISPR/Cas9 Strategies Used to Generate ESC Engineered Mouse Lines.** Related to Figure 1.

(A–C) Schematic representation of CRISPR/Cas9 strategies used to generate *Ezh1* KO (A), *Ezh2* KO (B), and *Ezh2* Y726D knock-in (C) mutant mESCs. The position of sgRNAs used for the targeting is highlighted with scissors. PCR primers used for screening individual clones are indicated with arrows. Sanger sequencing results (C; bottom panels) are presented as validation for the introduction of the desired point mutation (726 TAC > GAC) in *Ezh2* Y726D cells.

(D) Agarose gel electrophoresis showing the results of PCR reactions for the *Ezh1* and *Ezh2* genes using the different primers combinations highlighted in (A) and (B), respectively, showing the genotype of the indicated cell lines.

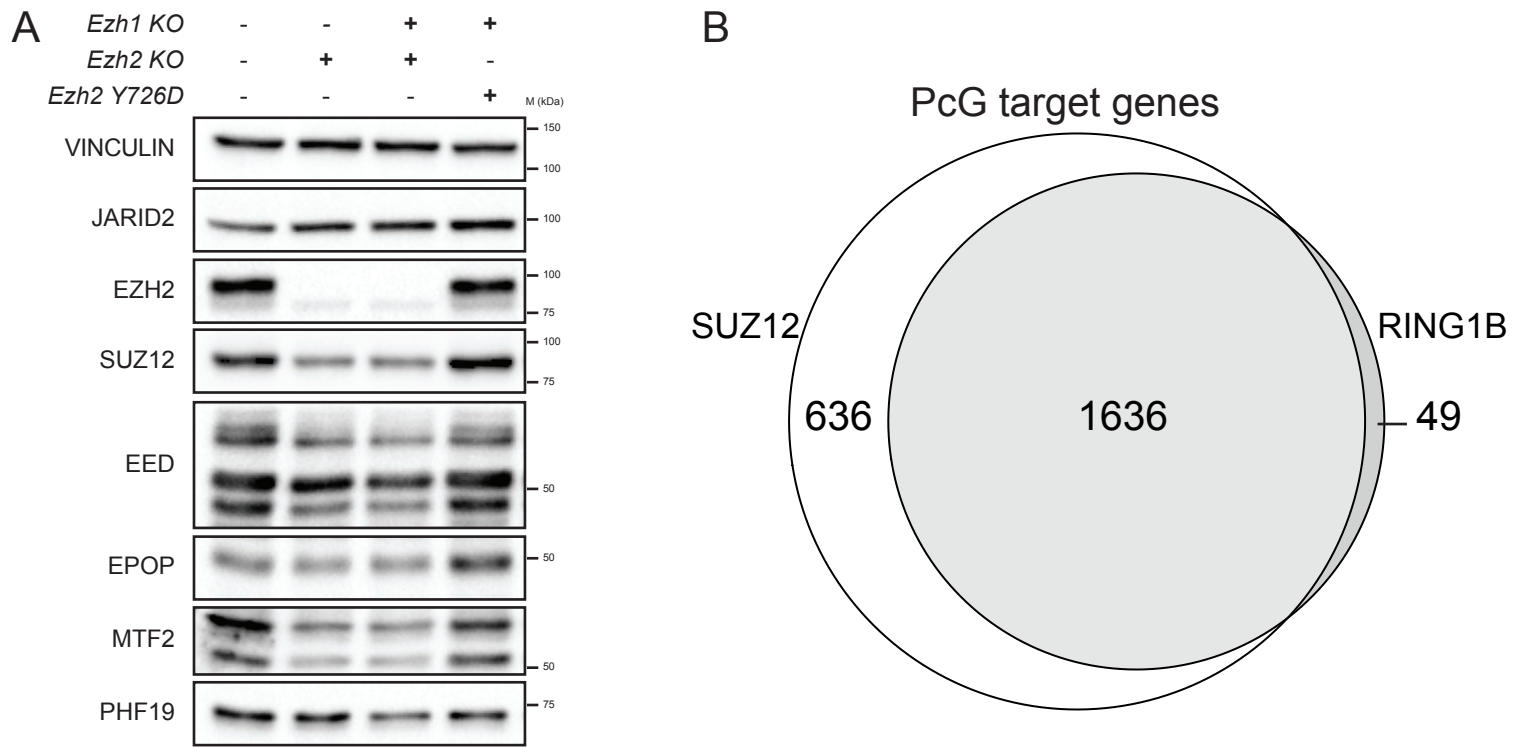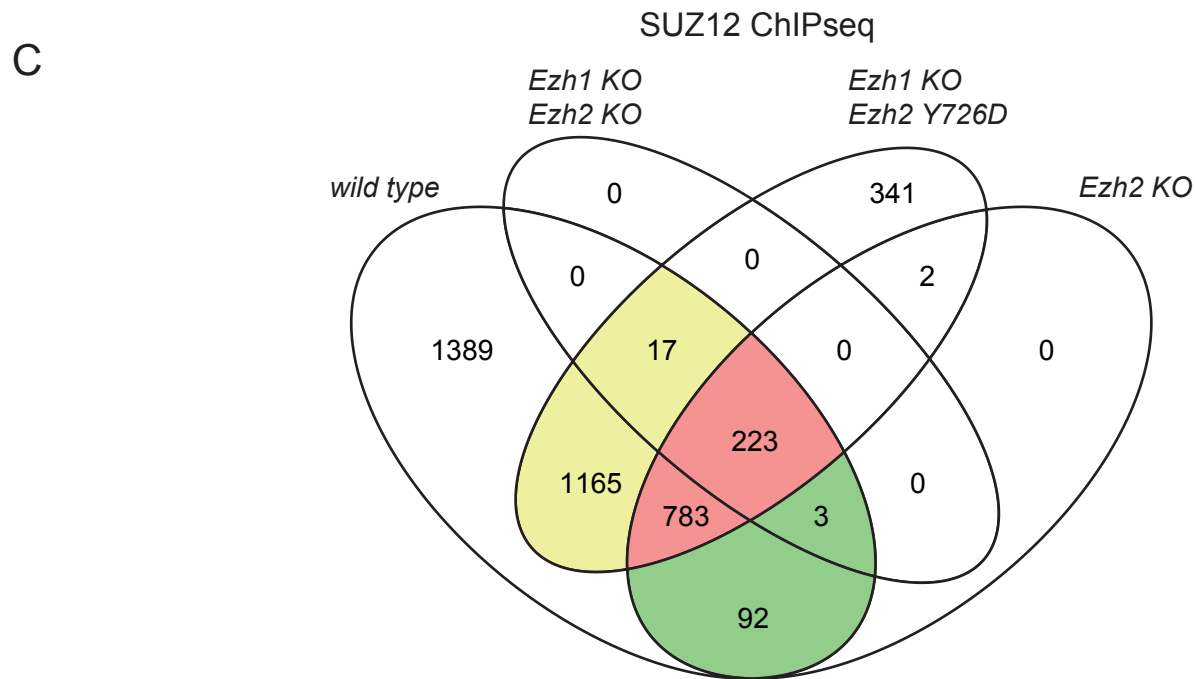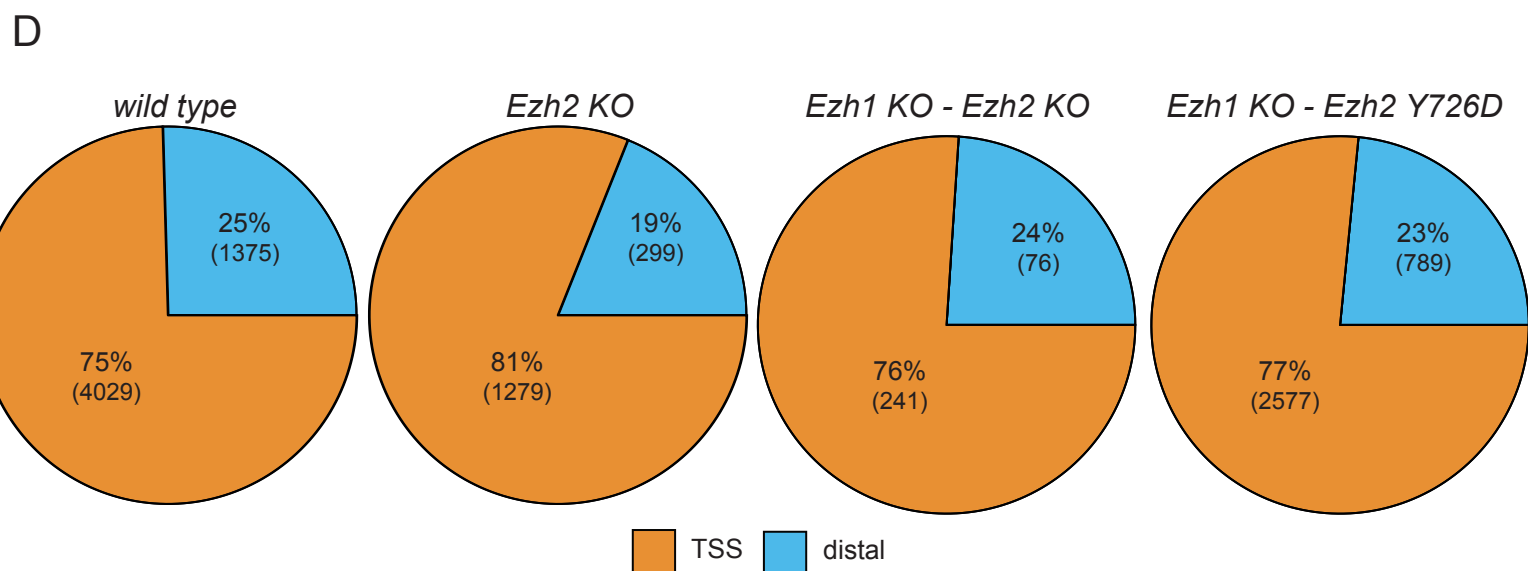

**Supplementary Figure 2. Genome-wide Overlap and Distribution of SUZ12 Peaks at Promoter Regions.** Related to Figure 1.

(A) Western blot analysis of PRC2 subunits using the indicated antibodies with protein extracts obtained from WT, *Ezh2* KO, *Ezh1/2* dKO and *Ezh1* KO *Ezh2* Y726D mouse ESC lines. Vinculin was used as loading control.

(B) Venn diagrams representing the overlap of SUZ12 and RING1B target genes indentified by ChIP-seq analysis in WT mESCs.

(C) Venn diagrams representing the overlap of SUZ12 peaks at promoter regions identified by ChIP-seq analysis performed in the indicated cell lines.

(D) Pie charts showing the distribution in percentage and number of SUZ12 peaks identified by ChIP-seq analysis relative to TSS regions ( $\pm 5$  kb) and distal genomic regions (distal).

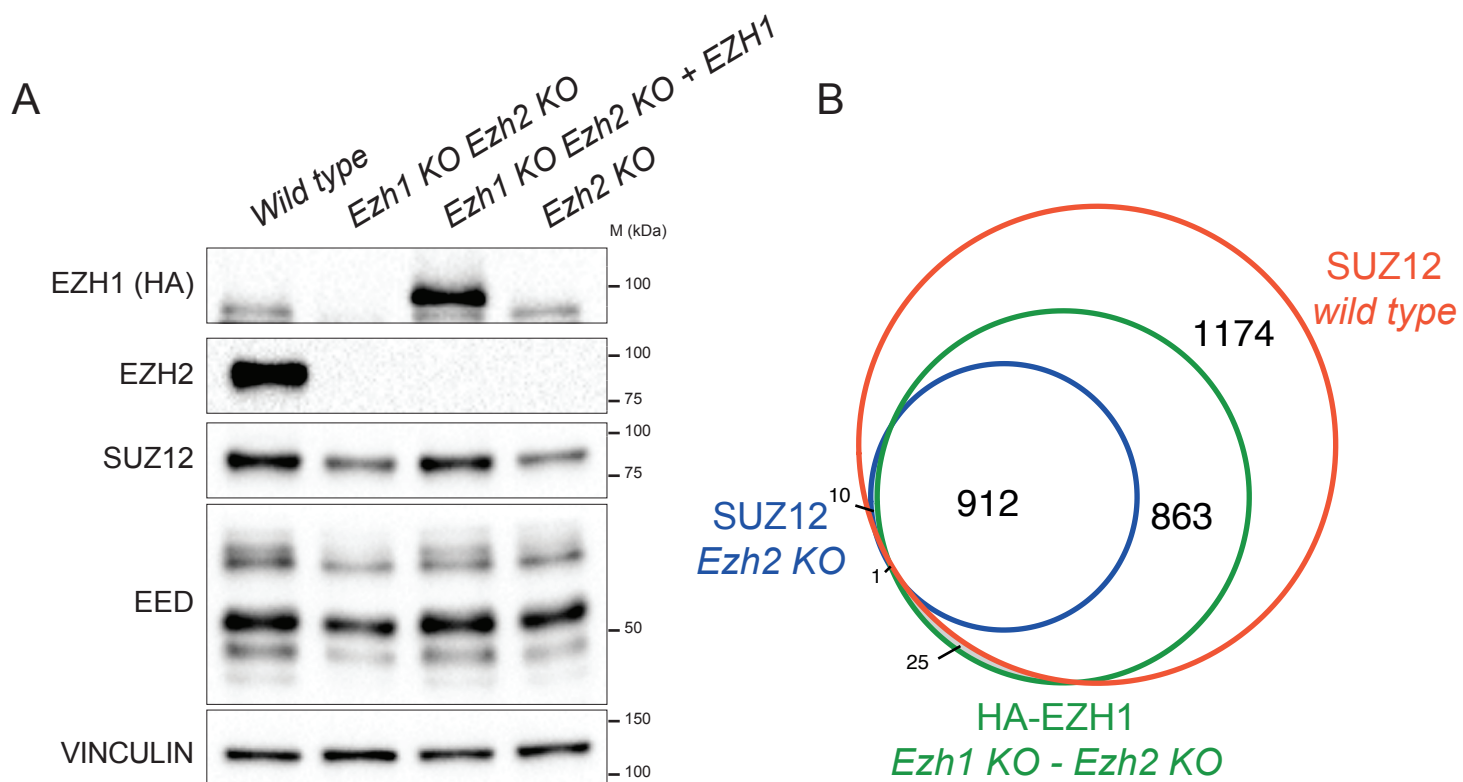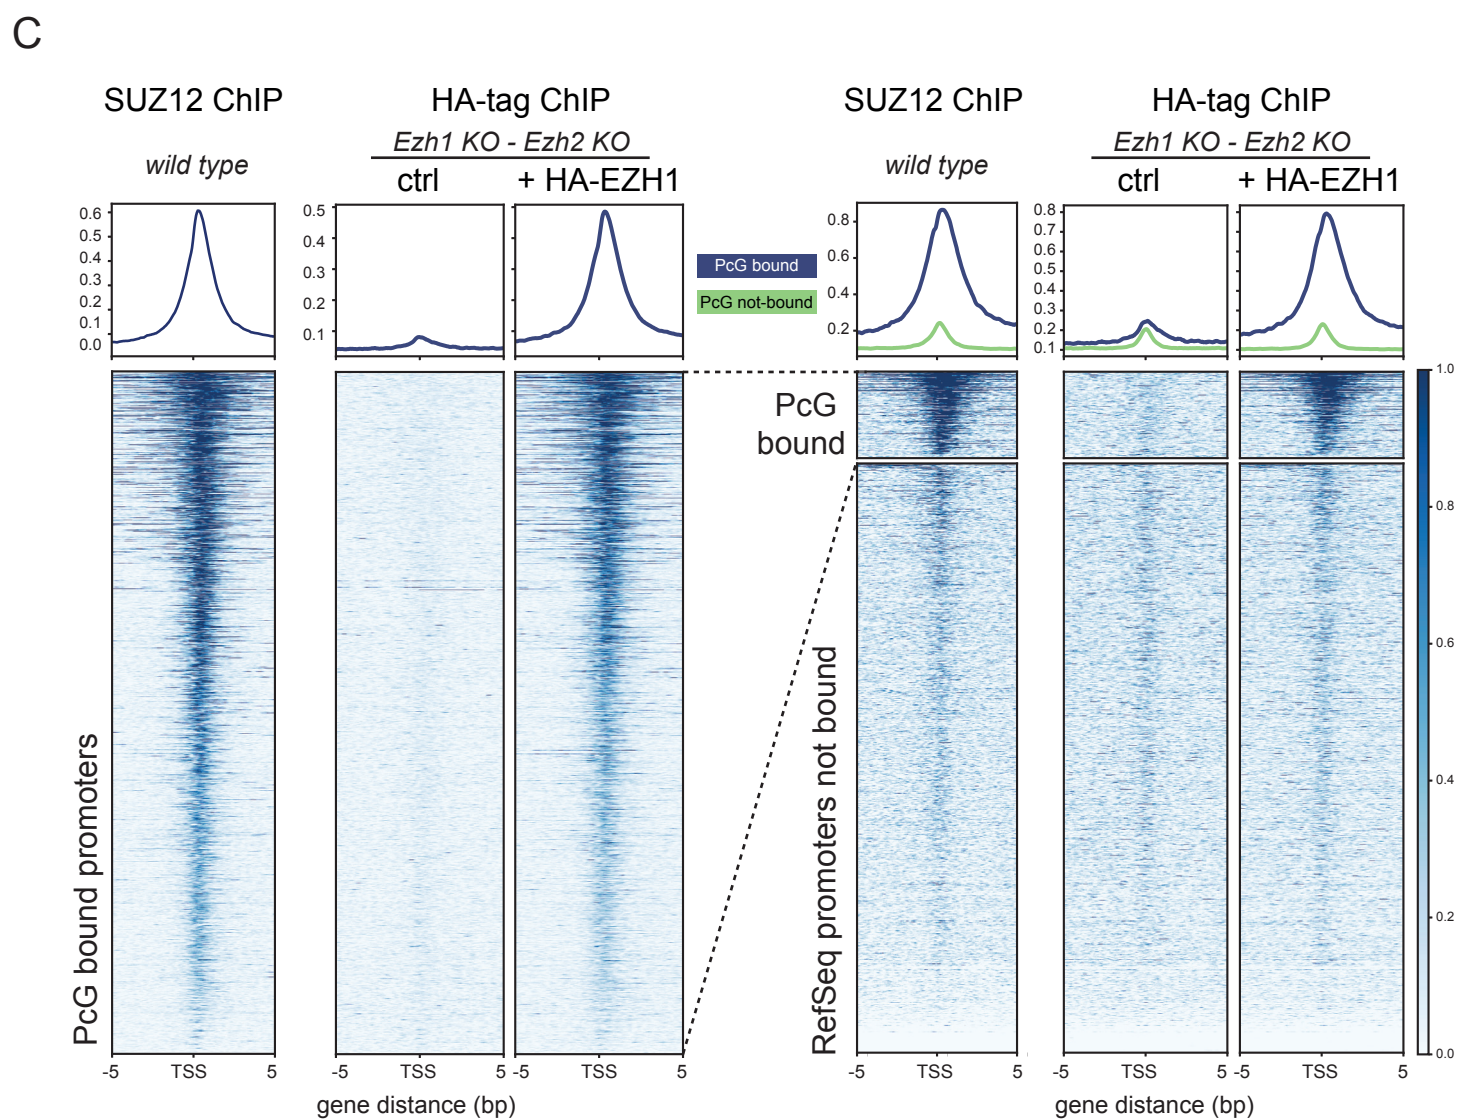

**Supplementary Figure 3. Genome-wide Distribution of EZH1 Chromatin Association.** Related to Figure 1.

(A) Western blot analysis using the indicated antibodies with protein extracts obtained from WT, *Ezh2* KO, *Ezh1/2* dKO and *Ezh1/2* dKO rescued with hEZH1 mouse ESC lines. Vinculin was used as loading control.

(B) Venn diagrams representing the overlap between SUZ12 peaks in wild type and *Ezh2* KO cells and HA-tag peaks in *Ezh1*KO *Ezh2* KO rescued with HA-tagged EZH1 at promoter regions identified by ChIP-seq analysis.

(C) Heatmaps representing the normalized SUZ12 and HA-tag ChIP-seq intensities  $\pm 5$  kb around TSS of Polycomb-bound promoters (left panels) and of all annotated TSS in RefSeq (right panels) in the indicated cell lines. Anti-HA ChIP in untransfected *Ezh1*KO *Ezh2* KO cells was used as negative control for HA-tag ChIP. Promoters were ranked according to their intensities in WT mESCs. Enrichment plots representing the average distribution of SUZ12 and HA-tag  $\pm 5$  kb around TSS are shown in the upper panels.

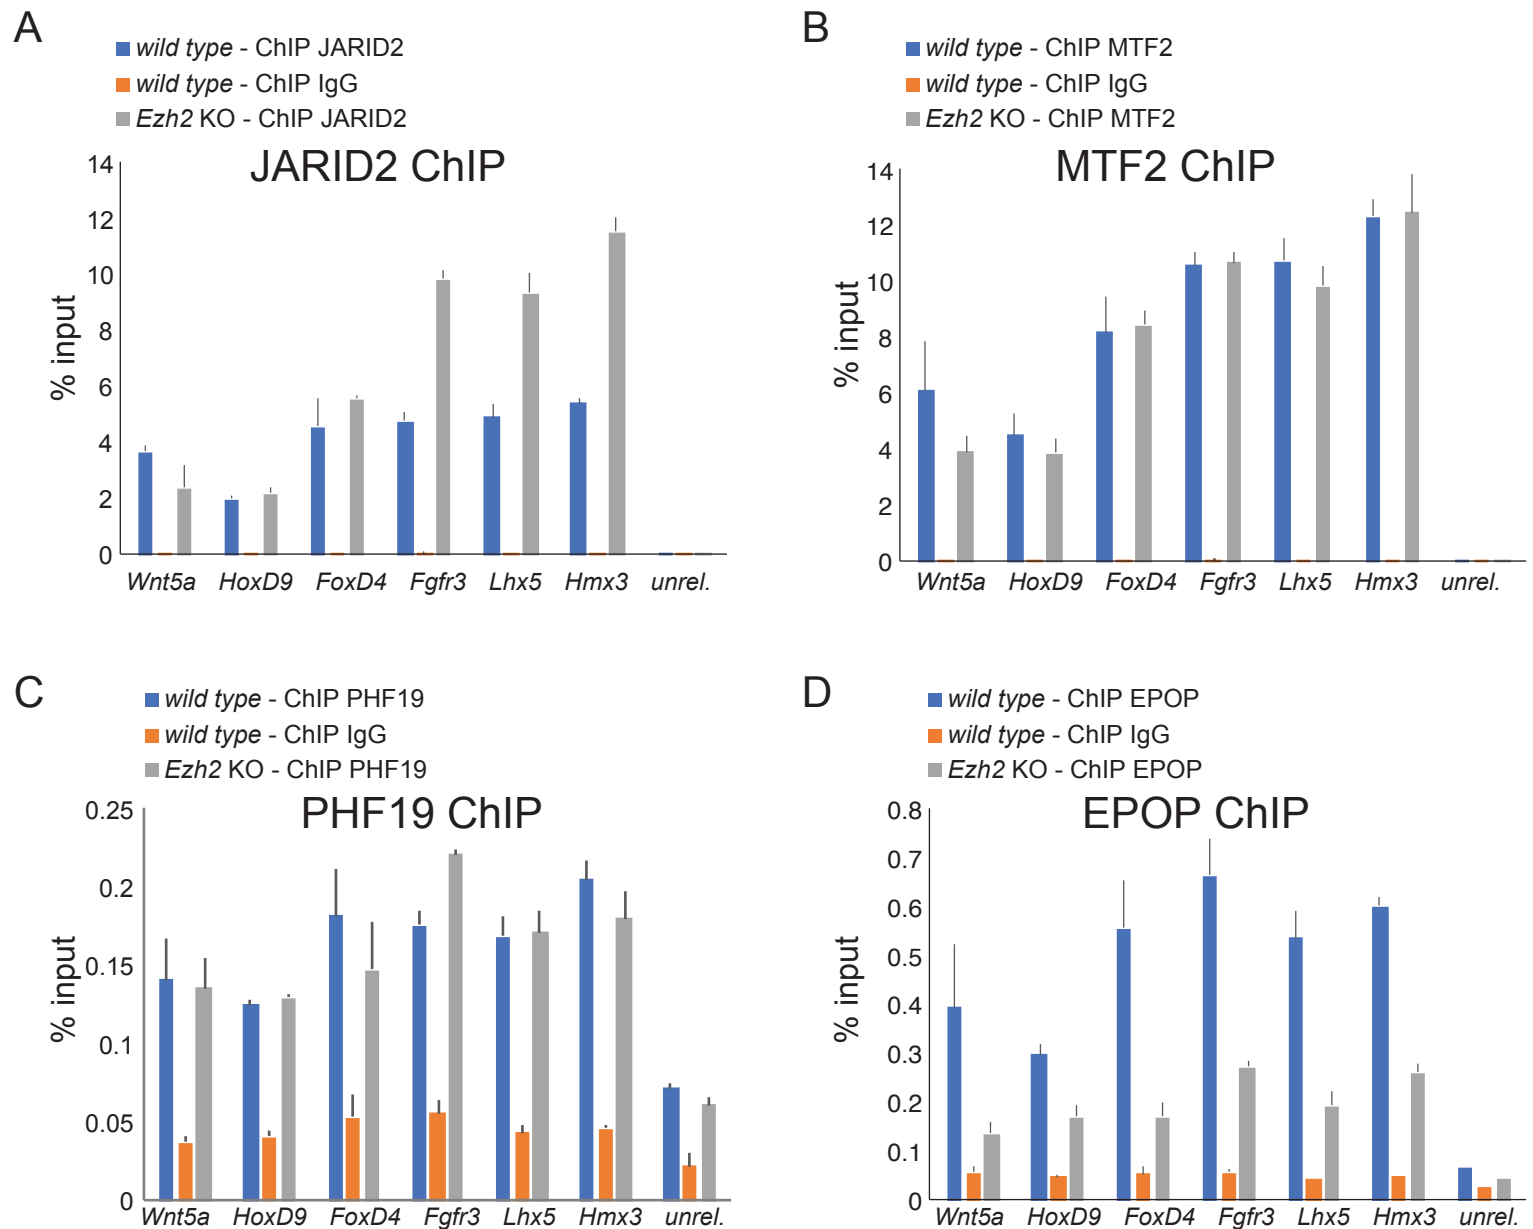

**Supplementary Figure 4. Locus-specific Distribution of PRC2 ancillary subunits at promoter regions.** Related to Figure 1.

ChIP-qPCR analyses of JARID2 (panel A), MTF2 (panel B), PHF19 (panel C) and EPOP (panel D) in Wild type and *Ezh2* KO cells. IgG rabbit served as negative control. Enrichments are normalized to % INPUT. Data are represented as mean  $\pm$  SEM.

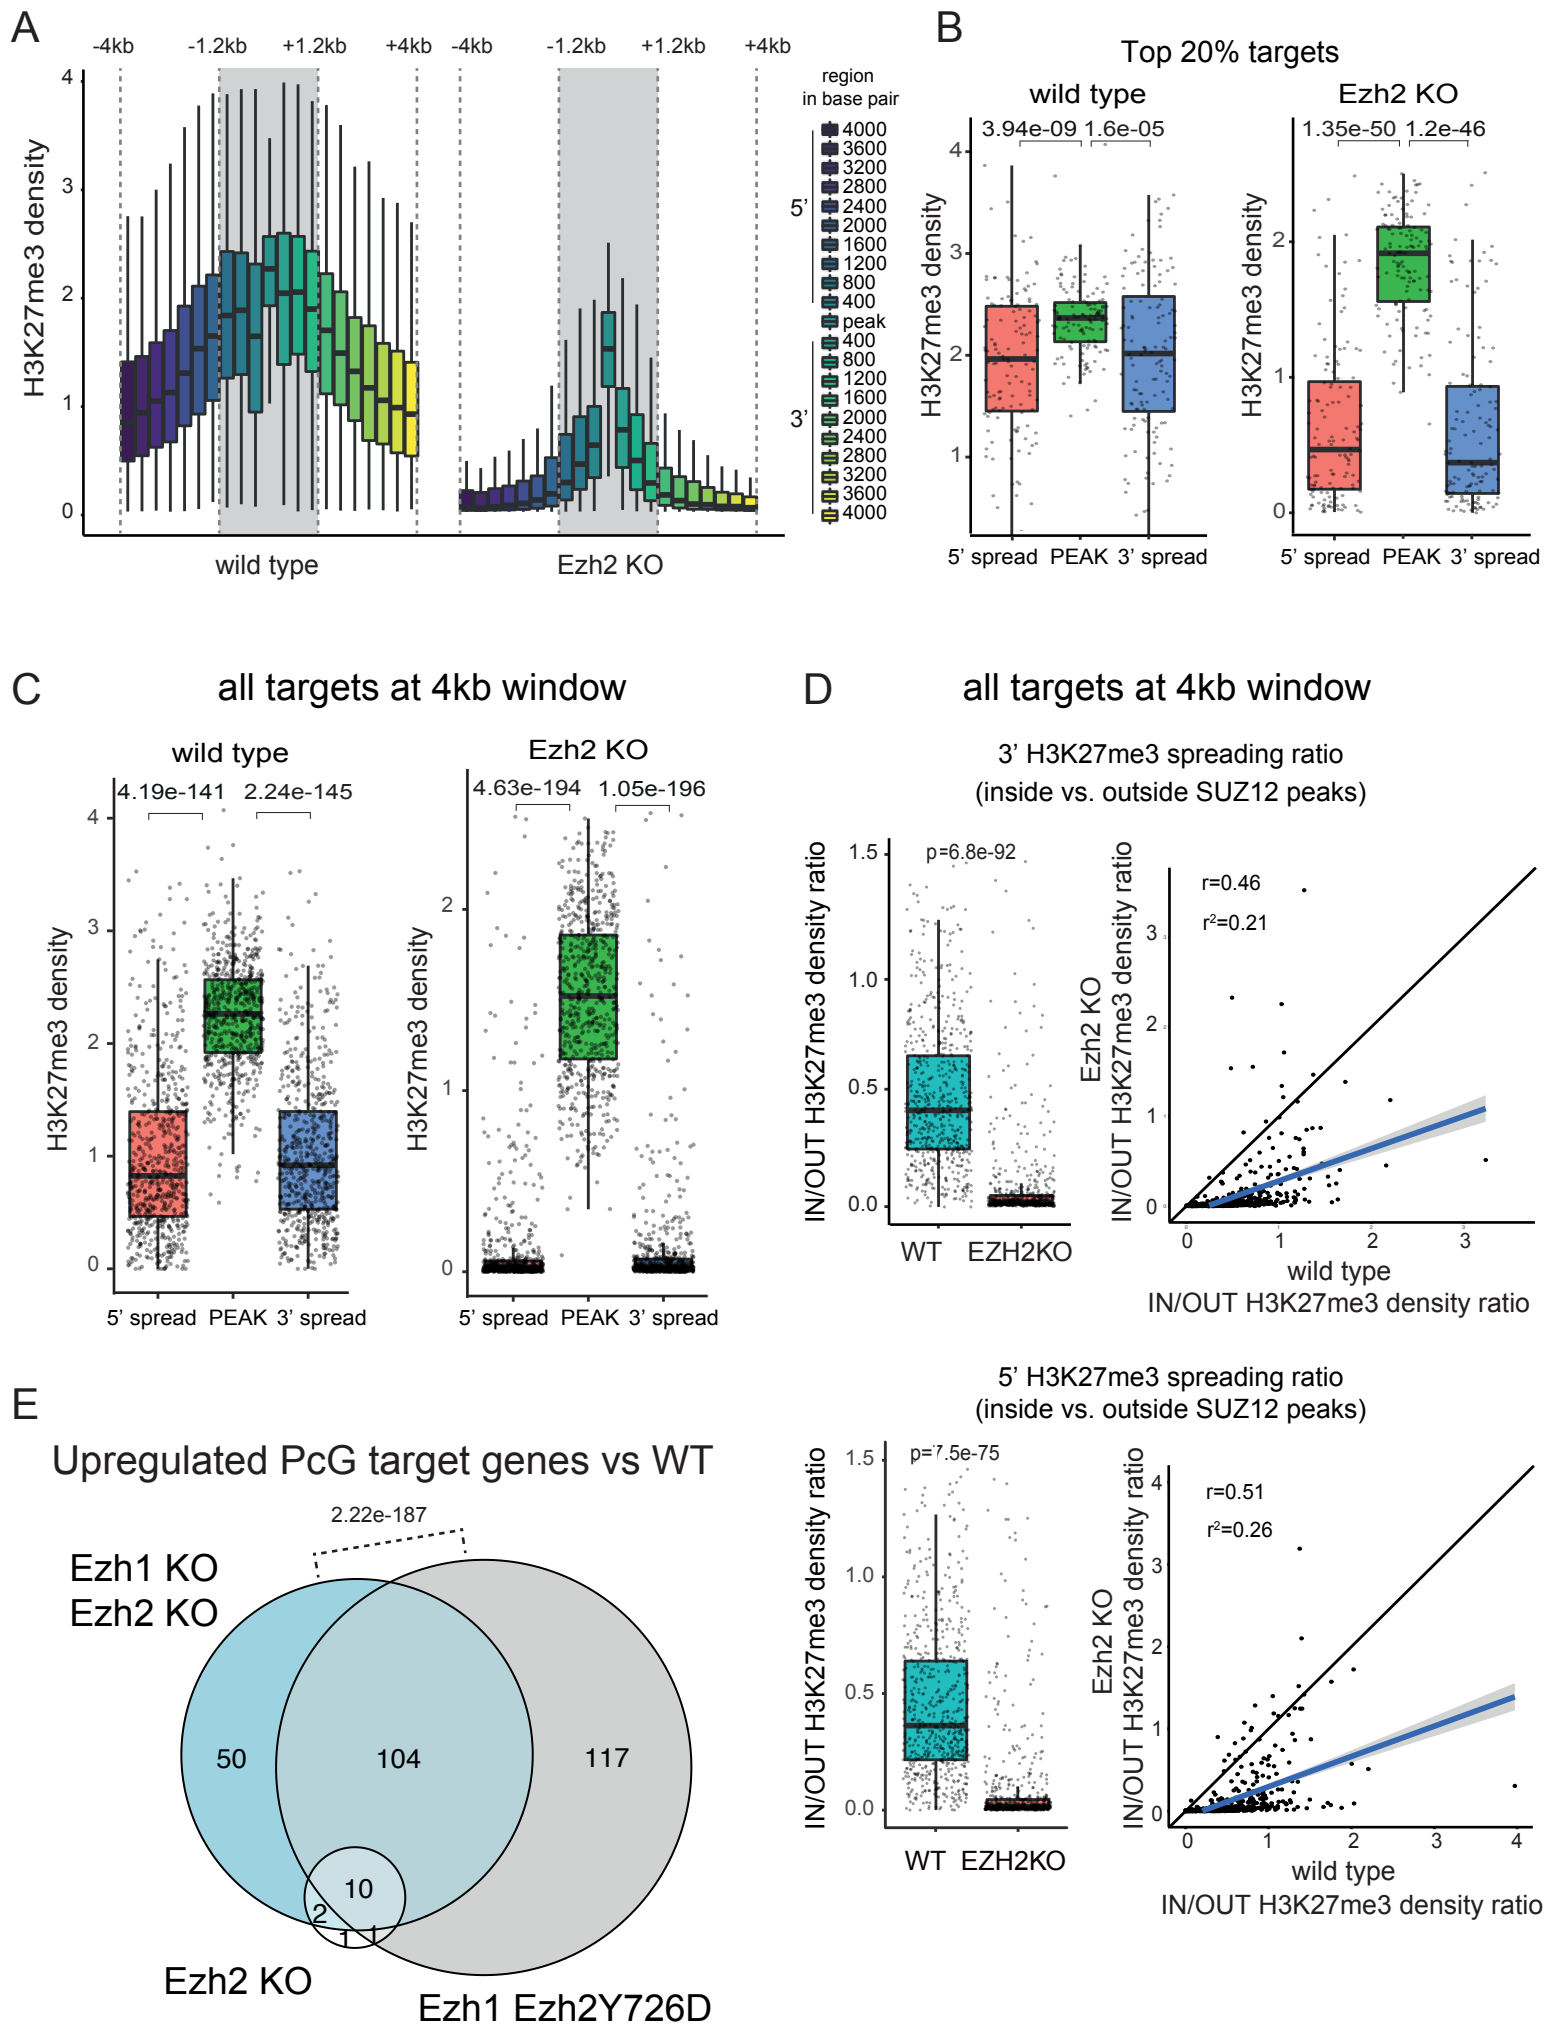

**Supplementary Figure 5. PRC2-EZH1 Mediated H3K27me3 Deposition and Target Repression.** Related to Figure 2.

(A) Boxplots representing H3K27me3 density distribution in WT and *Ezh2* KO cells within PRC2 peaks as well as considering different windows, from  $\pm 0.4$  to 4 kb, outside the 5' and 3' ends.

(B) Boxplots representing the distribution of the H3K27me3 density ratio between the H3K27me3 density inside PRC2 peaks and at 5' (left panel) or 3' (right panels) spreading regions at top 20% H3K27me3 enriched genes in *Ezh2* KO cells. P-values were determined using a Student's *t*-test.

(C) Boxplots representing the distribution of the H3K27me3 density ratio between the H3K27me3 density inside PRC2 peak and at 5' (left panel) or 3' (right panels) spreading regions considering a  $\pm 4$  kb window. P-values were determined using a Student's *t*-test.

(D) Left panels, boxplots representing the distribution of the H3K27me3 density ratio between the H3K27me3 density inside PRC2 peaks and at 3' (upper panel) or 5' (bottom panel) spreading regions considering a  $\pm 4$  kb window. P-values were determined using a Student's *t*-test. Right panels, the correlation for the IN/OUT H3K27me3 density ratio between WT and *Ezh2* KO cells. The linear correlation coefficient (*r*) and coefficient of determination (*r*<sup>2</sup>) are shown in the graphs.

(E) Venn diagrams representing the overlap between upregulated genes in *Ezh2* KO, *Ezh1* KO *Ezh2* KO and *Ezh1* KO *Ezh2* Y726D cells compared to Wild type. P-values were determined by hypergeometric distribution.

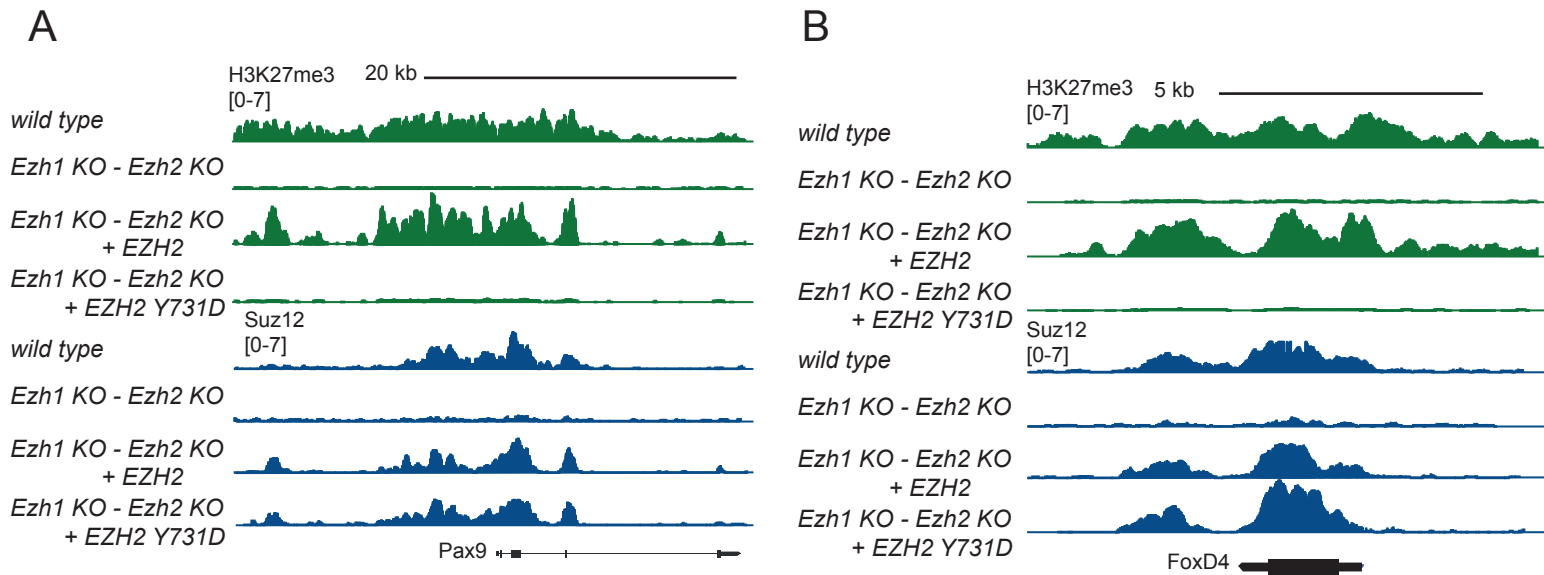

**Supplementary Figure 6. SUZ12 is Recruited *De Novo* to Chromatin in the Absence of H3K27me3.** Related to Figure 3.

(A, B) Representative genomic snapshots of H3K27me3 and SUZ12 ChIP-seq analyses performed in the indicated cell lines at *Pax9* (A) and *FoxD4* loci (B); these data extend those presented in Figure 3D.

A

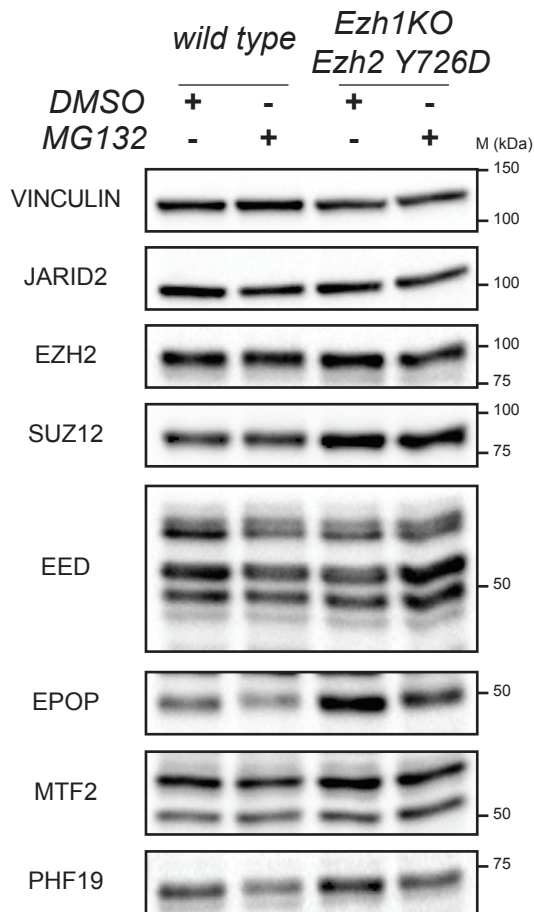

B

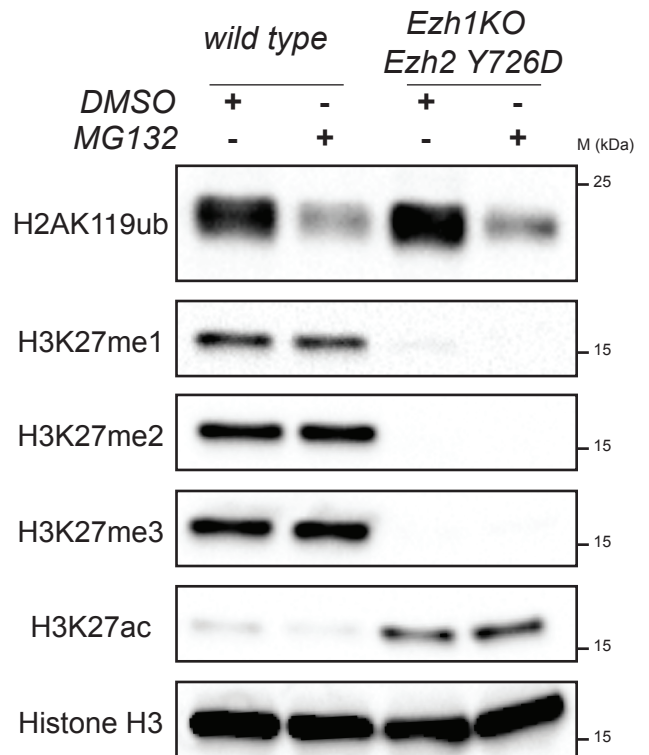

C

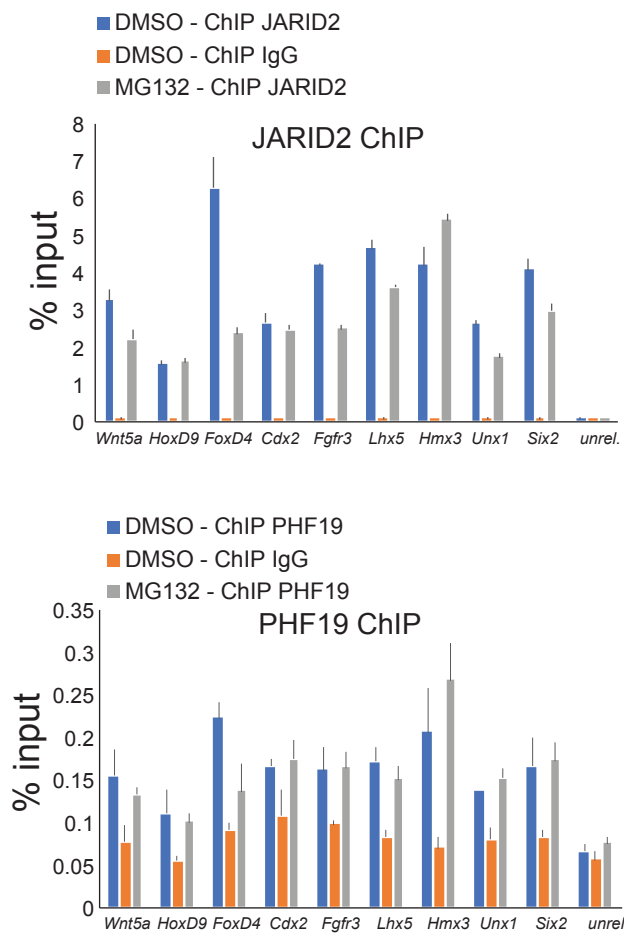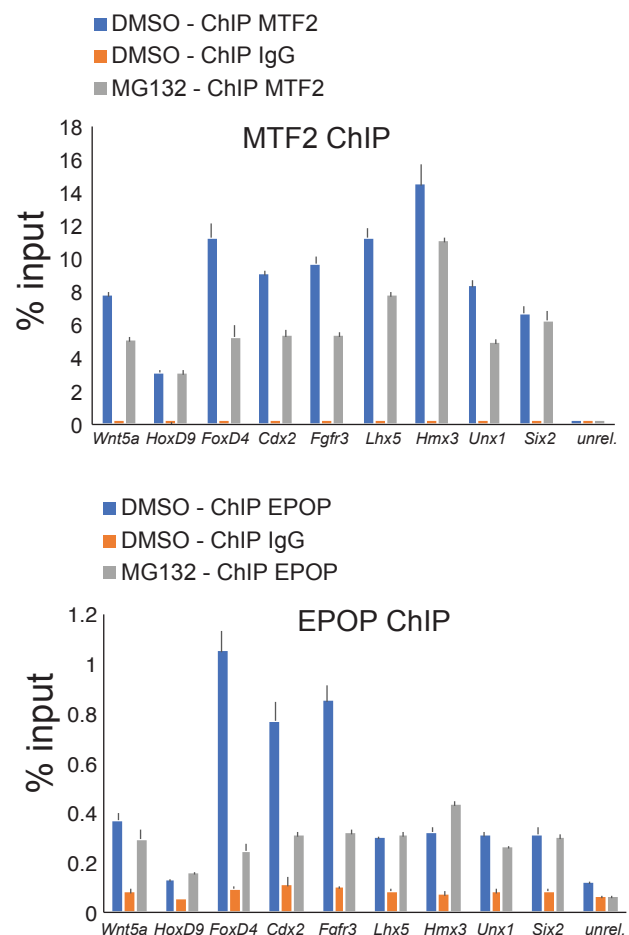

**Supplementary Figure 7. PRC2 Ancillary Subunits Remain Unaltered Upon MG132 Treatment.** Related to Figure 4.

(A) Western blot analysis of PRC2 subunits using the indicated antibodies with protein extracts obtained from WT and *Ezh1* KO *Ezh2* Y726D mouse ESC lines upon treatment with DMSO or MG132. Vinculin was used as loading control.

(B) Western blot analysis using the indicated antibodies with protein extracts obtained from WT and *Ezh1* KO *Ezh2* Y726D mouse ESC lines upon treatment with DMSO or MG132. Histone H3 was used as loading control.

(C) ChIP-qPCR analyses of JARID2, MTF2, PHF19 and EPOP in Wild type cells upon treatment with DMSO or MG132. IgG rabbit served as negative control. Enrichments are normalized to % INPUT. Data are represented as mean  $\pm$  SEM.

## ATAC-seq promoters

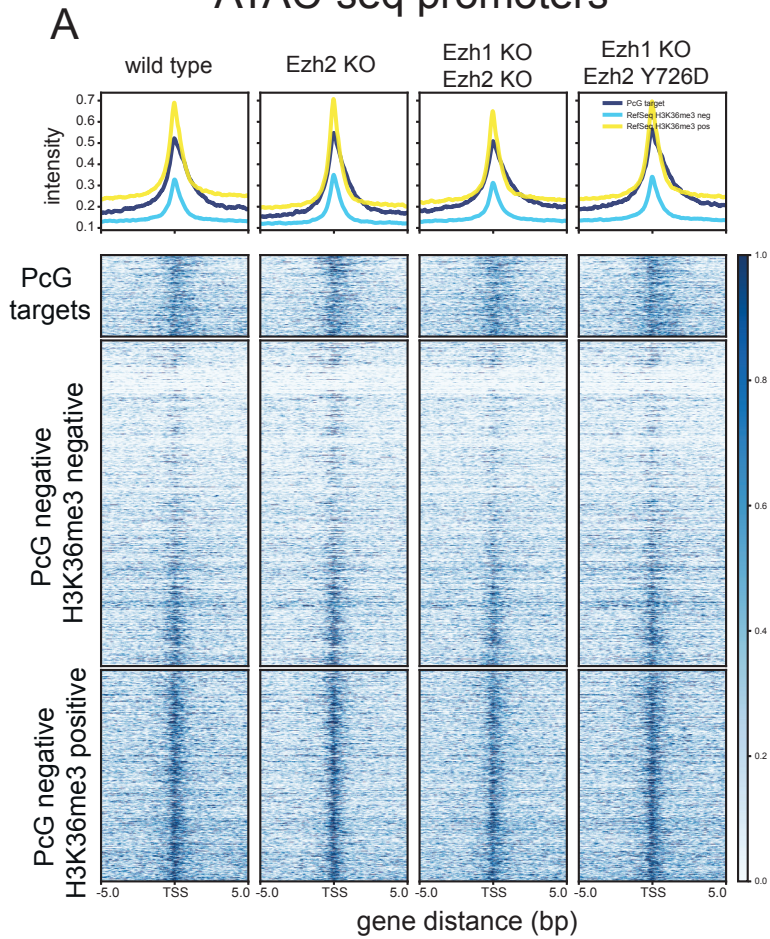

## ATAC-seq enhancers

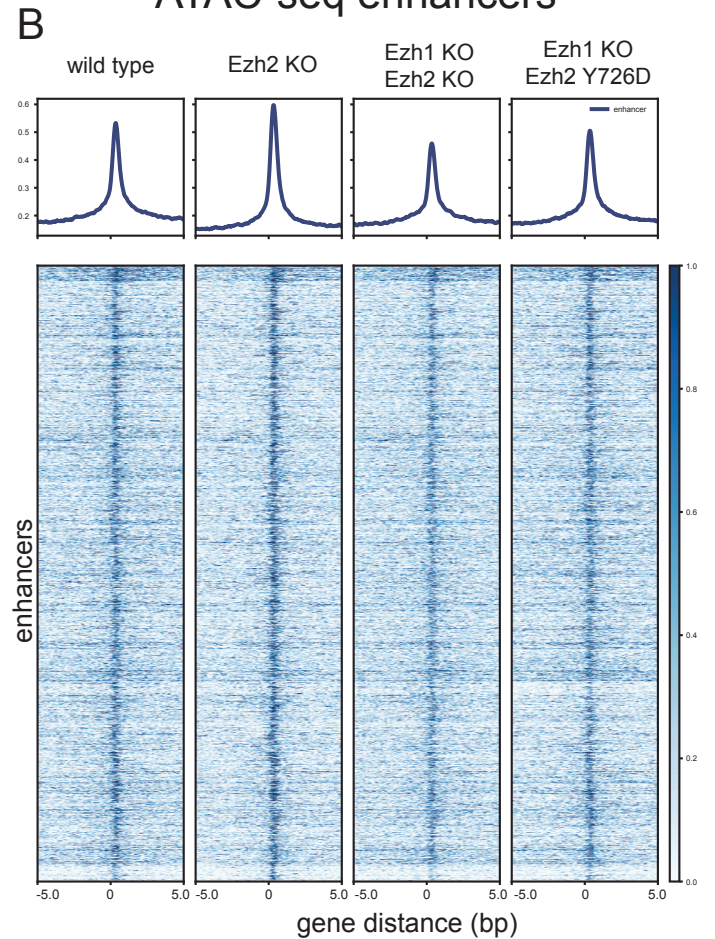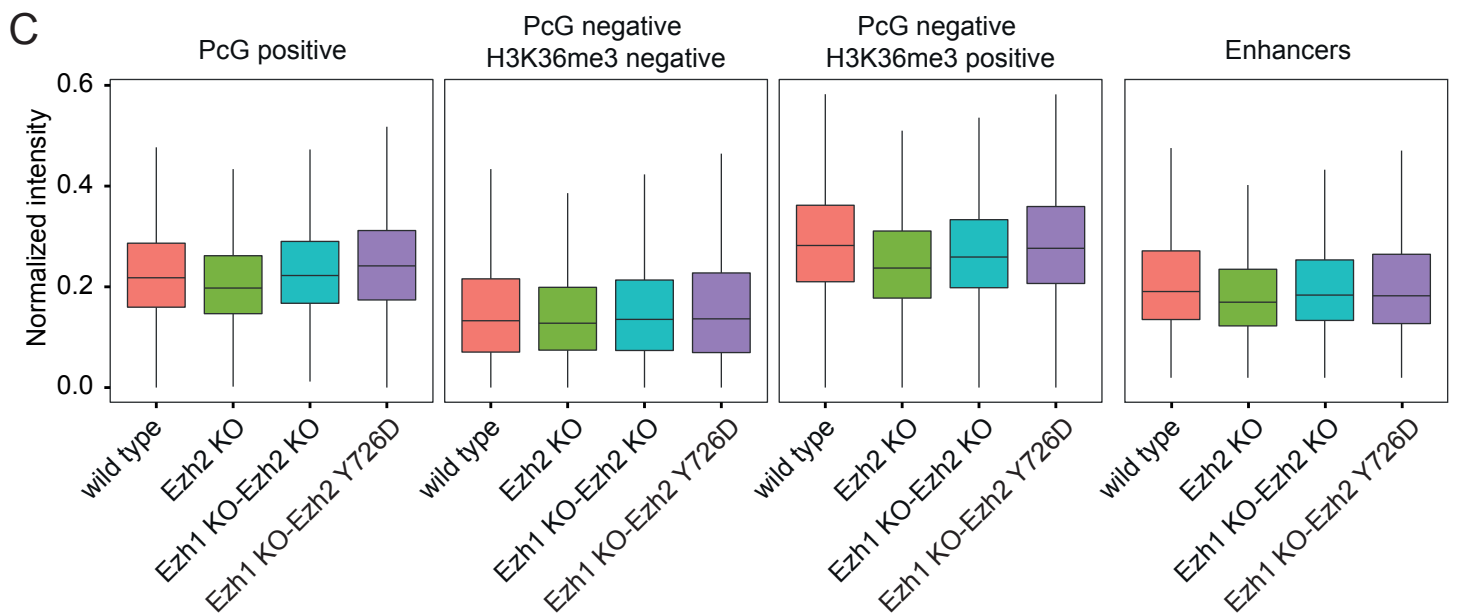

**Supplementary Figure 8. Loss of PRC2 Activity Does Not Alter Chromatin Accessibility.**

Related to Figure 6.

(A) Heatmaps representing ATAC-seq profiles  $\pm 5$  kb around TSS of all annotated TSS in RefSeq in the indicated cell lines. Promoters were clustered into Polycomb targets, H3K36me3 positive and negative regions. PcG targets were ranked for the intensity of H3K27me3 deposition while the rest of RefSeq genes for ascending intensity of H3K36me3. Upper boxplots represent the ATAC-seq normalized intensities in the indicated cell lines in the different gene clusters.

(B) Heatmaps representing ATAC-seq profiles  $\pm 5$  kb around the centre of annotated ESC enhancers (see methods section) in the indicated cell lines. Upper boxplots represent the ATAC-seq normalized intensities in the indicated cell lines.

(C) Boxplots representing ATAC-seq normalized intensities in the indicated cell lines at the different promoter clusters (panel A) and at enhancers (panel B).

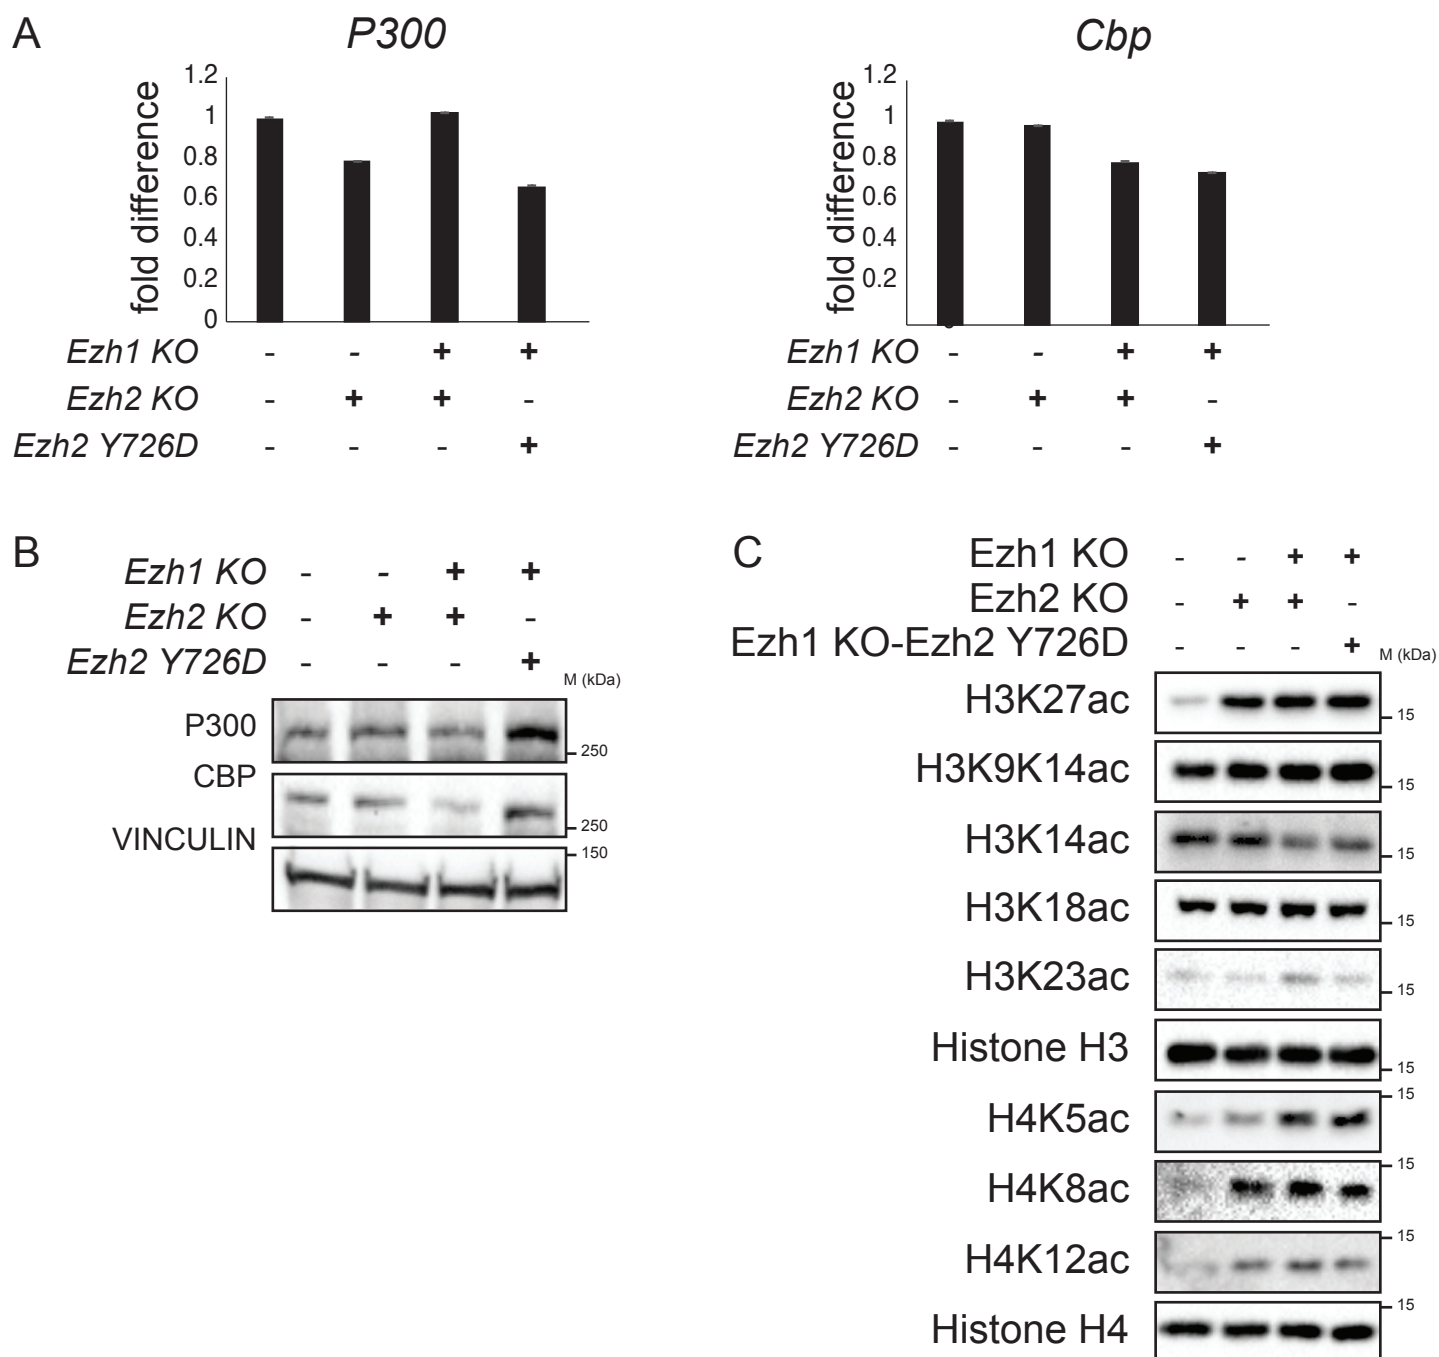

**Supplementary Figure 9. Loss of PRC2 Activity Does Not Impact on P300/CBP Expression but Induces H4 N-terminal Acetylation.** Related to Figure 6.

(A) Relative expression of P300 and CBP determined by Real Time PCR in the indicated cell lines. Indicated genes expression was normalized to *Rplp0* levels. Data are represented as mean  $\pm$  SEM.

(B) Western blot analysis of P300 and CBP with protein extracts obtained from WT, *Ezh2* KO, *Ezh1* KO *Ezh2* KO, *Ezh1* KO *Ezh2* Y726D and *Ezh1* KO *Ezh2* R685C mouse ESC. Vinculin was used as loading control.

(C) Western blot analysis of different H3/H4 acetylated lysine residues with protein extracts obtained from WT, *Ezh2* KO, *Ezh1* KO *Ezh2* KO and *Ezh1* KO *Ezh2* Y726D mouse ESC. Histones H3 and H4 were used as loading controls.

A

*Ezh2* R685C

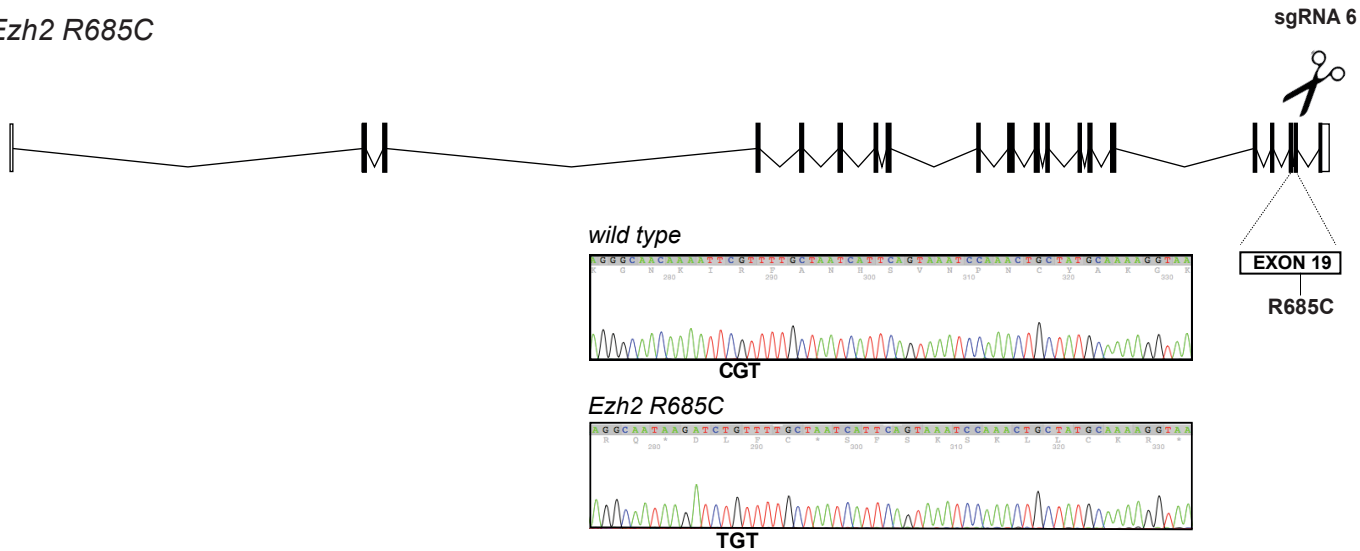

B

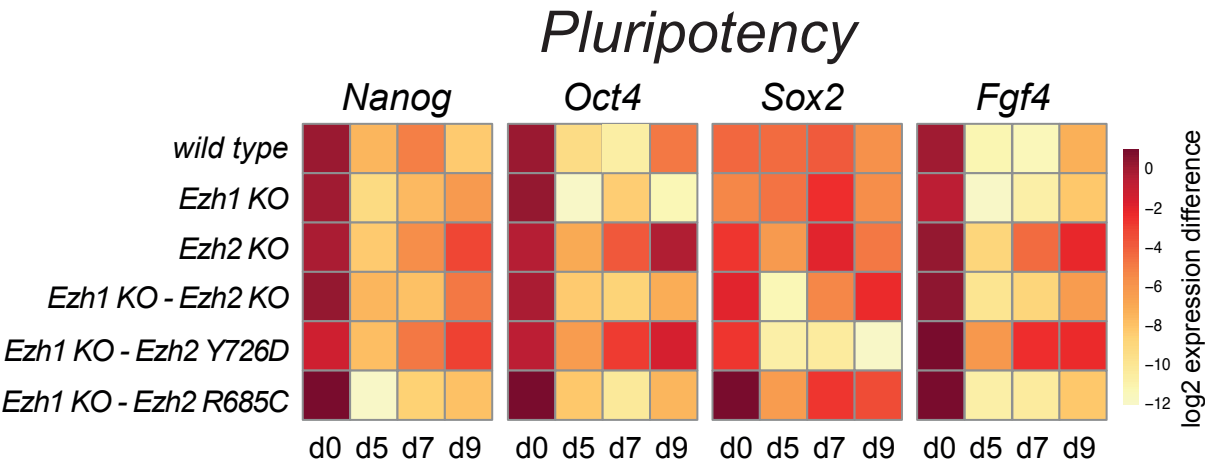

**Supplementary Figure 10. Downregulation of Pluripotency Markers is Not Affected in PRC2 Mutants.** Related to Figure 7.

(A) Schematic representation of CRISPR/Cas9 strategy used to generate *Ezh2* R685C knock-in mutant mESCs. The position of sgRNA used for the targeting is highlighted with scissors. Sanger sequencing results are presented as validation for the introduction of the desired point mutation (685 CGT > TGT) in *Ezh2* R685C cells.

(B) Heatmaps of qPCR relative expression analyses for the indicated pluripotency genes at d0, d5, d7 and d9 during ESC differentiation of indicated mESC lines. *Gapdh* expression served as a normalization control.

Supplementary Table 1

Lavarone *et al.*

| CRISPR reagents   |             |                                                                                                                                                                                                                    |
|-------------------|-------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| target gene       | name        | sequence                                                                                                                                                                                                           |
| <i>Ezh1</i>       | sgRNA 1 F   | CACCGCCATTTCGTCTGCAGAACAG                                                                                                                                                                                          |
|                   | sgRNA 1 R   | AAACCTGTTCTGCAGACGAATGGC                                                                                                                                                                                           |
| <i>Ezh1</i>       | sgRNA 2 F   | ACCGCAAGTATGTGGGCATCGAGA                                                                                                                                                                                           |
|                   | sgRNA 2 R   | AAACTCTCGATGCCACATACTTGC                                                                                                                                                                                           |
| <i>Ezh2</i>       | sgRNA 3 F   | CACCGATTGCTTTTAGAATAATCAT                                                                                                                                                                                          |
|                   | sgRNA 3R    | AAACATGATTATTCTAAAAGCAATC                                                                                                                                                                                          |
| <i>Ezh2</i>       | sgRNA 4 F   | CACCGCTGATGCCCTGAAGTATGT                                                                                                                                                                                           |
|                   | sgRNA 4R    | AAACACATACTTCAGGGCATCAGC                                                                                                                                                                                           |
| <i>Ezh2 Y726D</i> | sgRNA 5 F   | CACCGCAGGTTGGTAAAATACACAA                                                                                                                                                                                          |
|                   | sgRNA 5 R   | AAACTTGTGTATTTTACCAACCTGC                                                                                                                                                                                          |
| <i>Ezh2 Y726D</i> | Y726D ssODN | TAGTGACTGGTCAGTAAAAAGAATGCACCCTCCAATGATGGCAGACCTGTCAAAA<br>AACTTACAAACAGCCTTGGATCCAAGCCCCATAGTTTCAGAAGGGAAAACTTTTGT<br>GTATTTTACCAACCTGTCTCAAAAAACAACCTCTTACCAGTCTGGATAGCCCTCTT<br>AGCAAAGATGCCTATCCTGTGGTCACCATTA |
| <i>Ezh2 R685C</i> | sgRNA 6 F   | CACCGTGTGGTGGATGCAACCCGAA                                                                                                                                                                                          |
| <i>Ezh2 R685C</i> | sgRNA 6 R   | AAACTTCGGGTTGCATCCACCACAC                                                                                                                                                                                          |
| <i>Ezh2 R685C</i> | R685C ssODN | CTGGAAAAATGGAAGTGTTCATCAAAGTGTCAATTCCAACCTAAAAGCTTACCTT<br>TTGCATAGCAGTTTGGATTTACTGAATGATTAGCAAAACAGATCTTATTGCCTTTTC<br>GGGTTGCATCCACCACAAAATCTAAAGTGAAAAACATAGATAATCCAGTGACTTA<br>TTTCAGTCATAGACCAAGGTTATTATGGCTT |

| PCR primers |      |                            |
|-------------|------|----------------------------|
| target gene | name | sequence                   |
| <i>Ezh1</i> | F1   | CCCTAGGAGGAGTTTGGAAAGC     |
| <i>Ezh1</i> | F2   | GCATCTCTGAGGCTTGACTTC      |
| <i>Ezh1</i> | F3   | TAGTTTCCTGGGACACTCATG      |
| <i>Ezh1</i> | F4   | GCAGGAGTGACTGTTGGAATTG     |
| <i>Ezh1</i> | R1   | GTTCGAATACCCTGCAACTGG      |
| <i>Ezh1</i> | R2   | CAAAGAAGAGCTCTTCGCCA       |
| <i>Ezh1</i> | R3   | CGCAGCTTCTTACATCTGAACCTCT  |
| <i>Ezh1</i> | R4   | CAGTGACATGGAAGCTTTGATCGA   |
| <i>Ezh2</i> | F5   | CAGAGTACATGGGCTTTTCTC      |
| <i>Ezh2</i> | F6   | GTGGTGGATGCAACCCGAAAG      |
| <i>Ezh2</i> | F7   | GTAGGTTACCAAGTGACAGATGCATG |
| <i>Ezh2</i> | R5   | CAGCACAGCACCAACAGTCATG     |
| <i>Ezh2</i> | R6   | CAGAAGGGGAAAACCTTTGTG      |
| <i>Ezh2</i> | R7   | GCCCACAGTACTCAAGGTTT       |
| <i>Ezh2</i> | R8   | CACTTTCAGCTGGTGAGAA        |

Supplementary Table 1. gRNAs and primers information.

List of the sequences used for designing CRISPR/Cas9 gRNAs and for PCR primers.

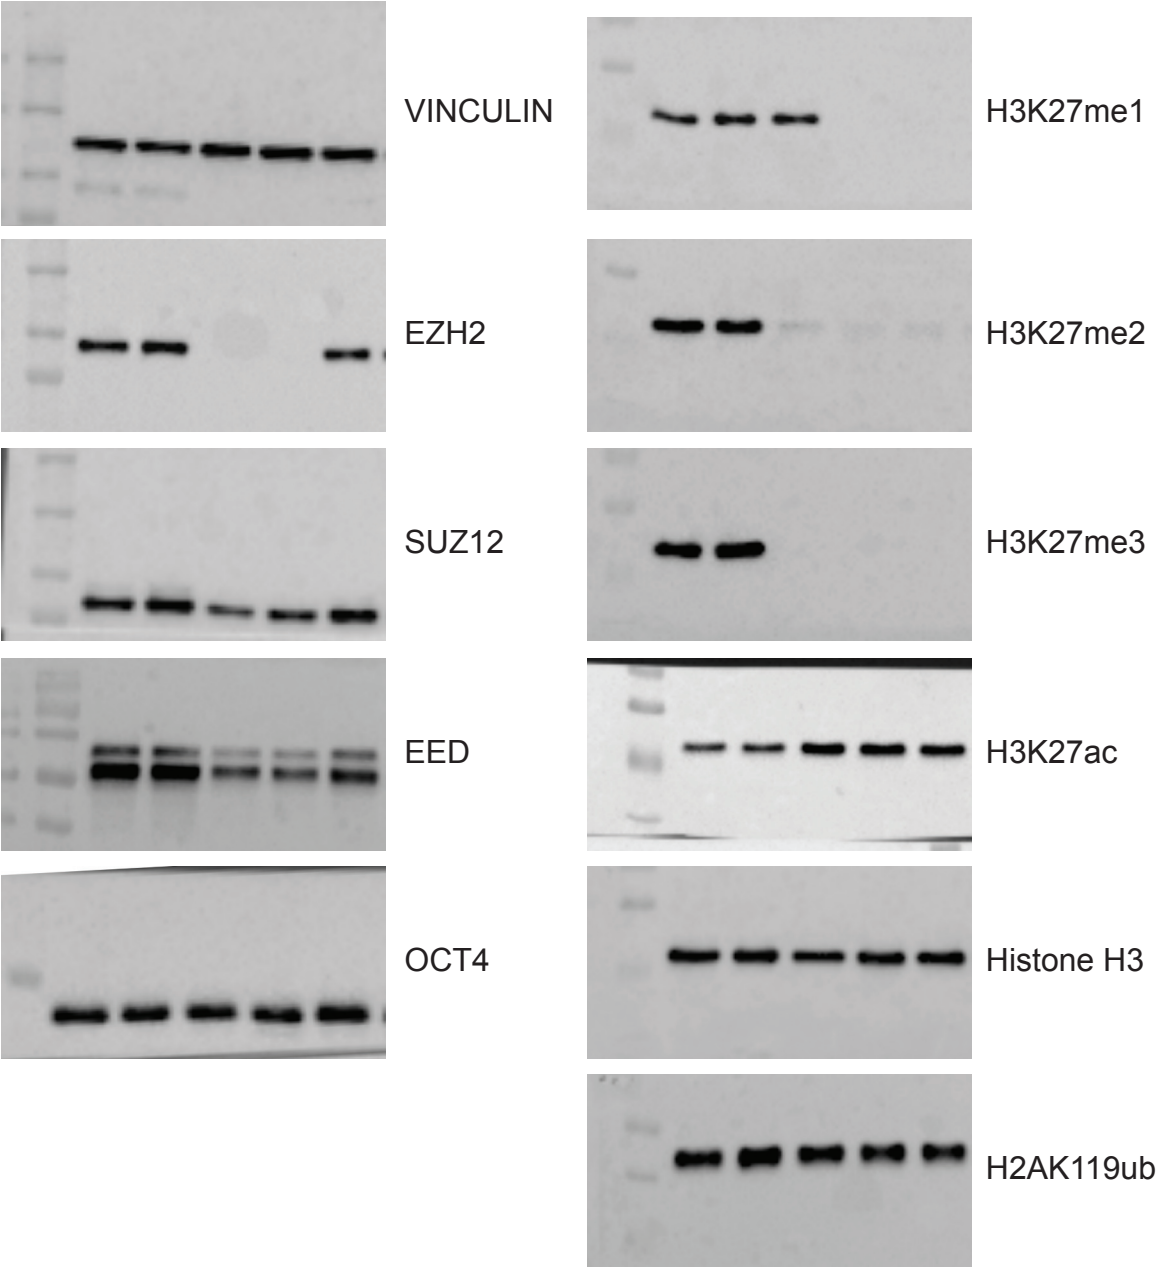

Raw data for Figure 1B

INPUT

IP

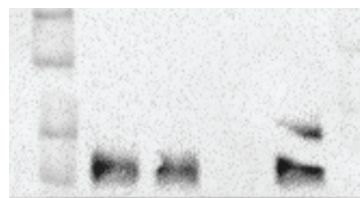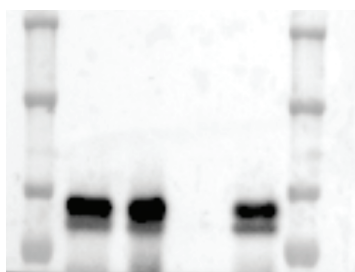

EZH2

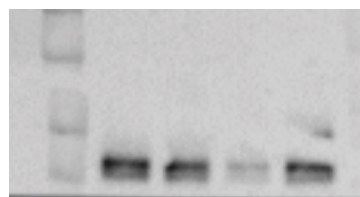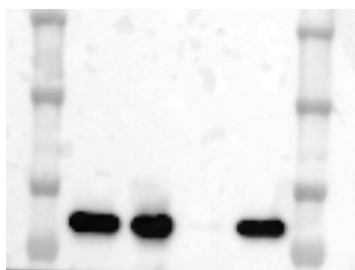

SUZ12

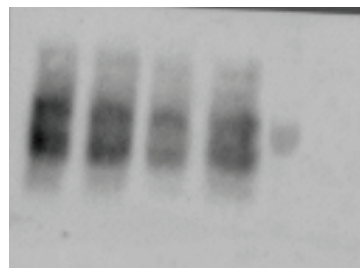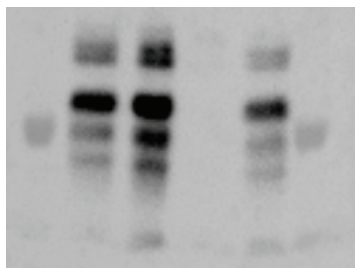

EED

Raw data for Figure 1C

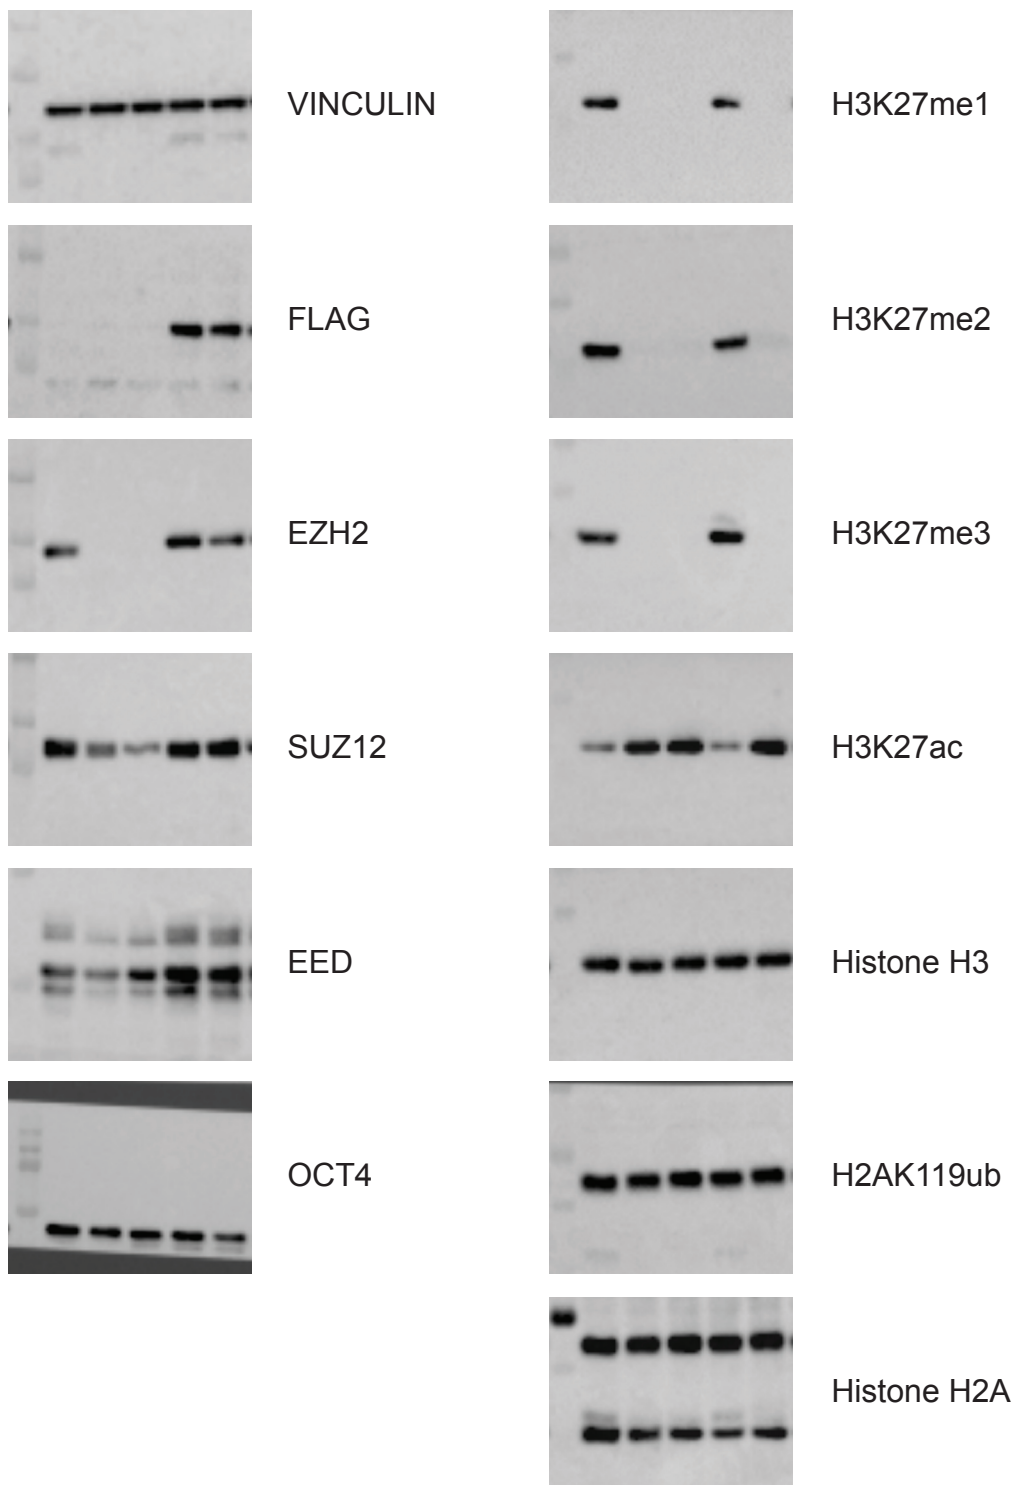

Raw data for Figure 3B

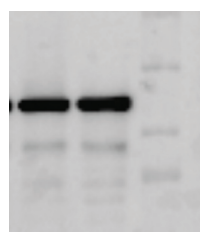

VINCULIN

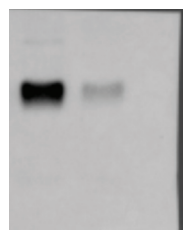

H2AK119ub

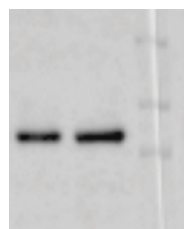

EZH2

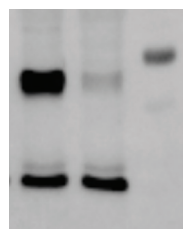

Histone H2A

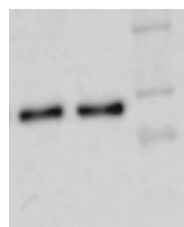

SUZ12

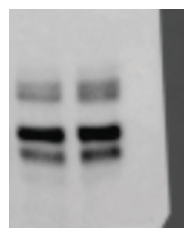

EED

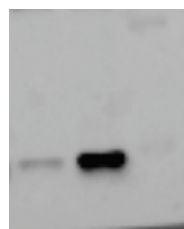

p53

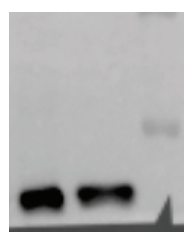

RING1B

Raw data for Figure 4A

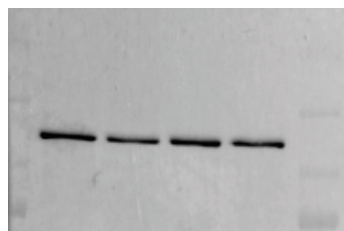

VINCULIN

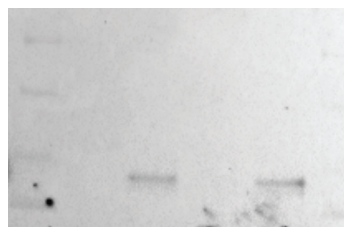

EZH2

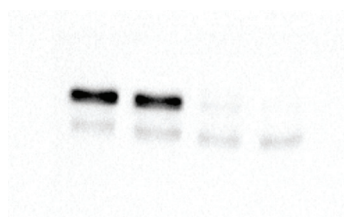

RING1B

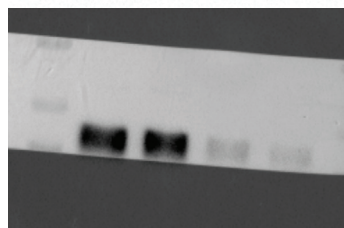

H2AK119ub

Raw data for Figure 4E

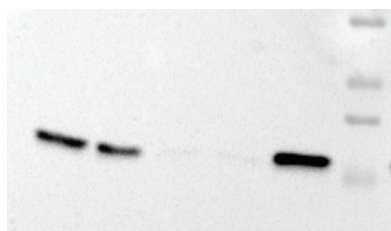

H3K27me1

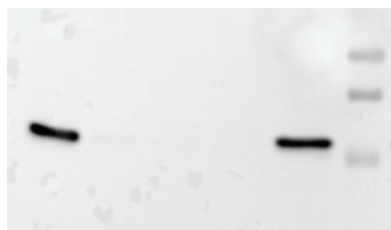

H3K27me2

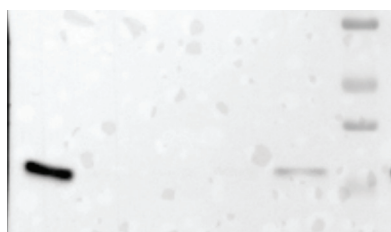

H3K27me3

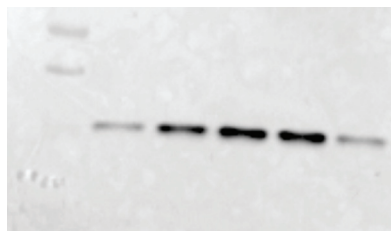

H3K27ac

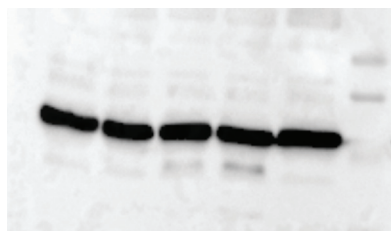

Histone H3

Raw data for Figure 7B

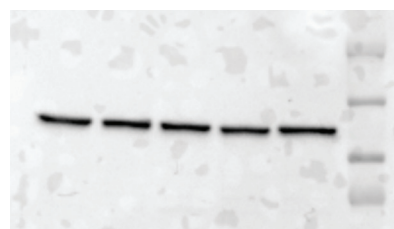

VINCULIN

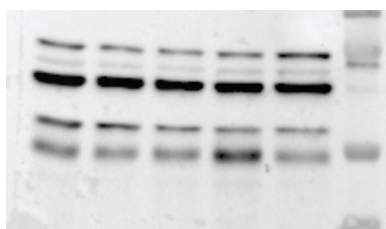

EPOF

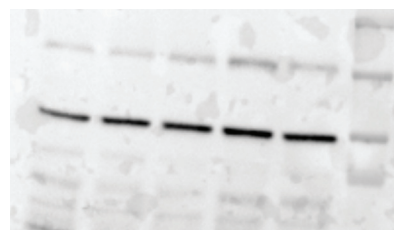

JARID2

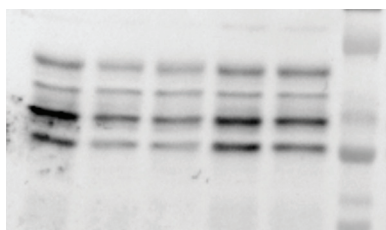

MTF2

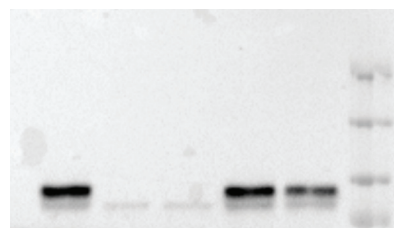

EZH2

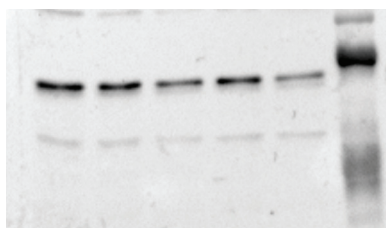

PHF19

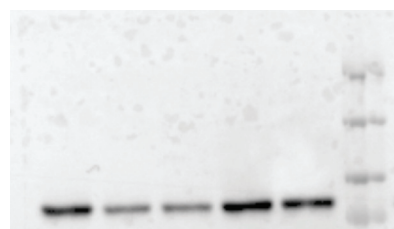

SUZ12

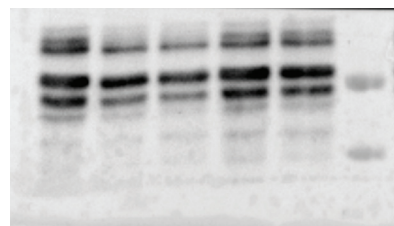

EED

Raw data for Supplementary Figure 2A

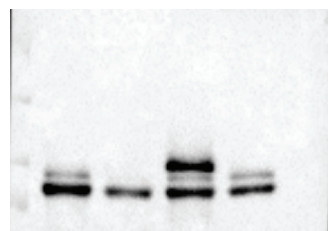

EZH1 (HA)

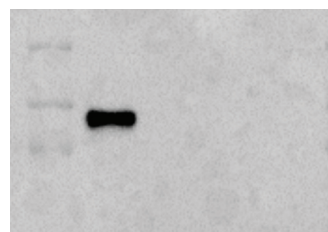

EZH2

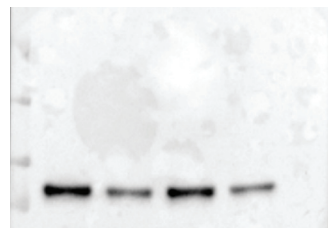

SUZ12

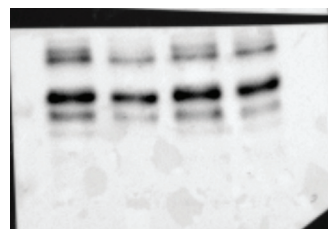

EED

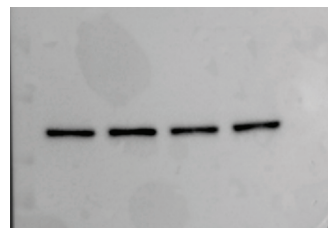

VINCULIN

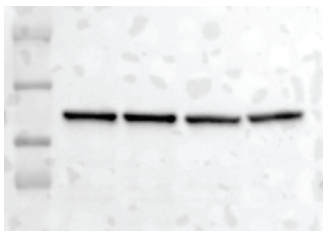

VINCULIN

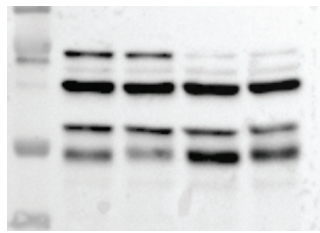

EPOF

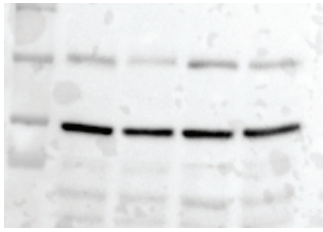

JARID2

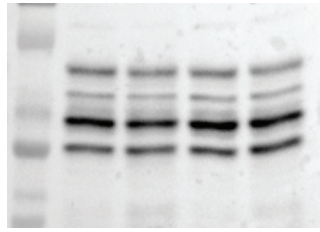

MTF2

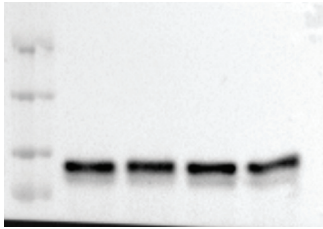

EZH2

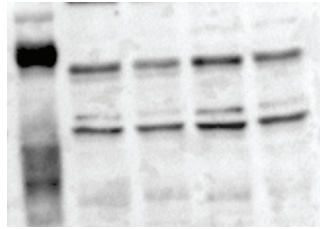

PHF19

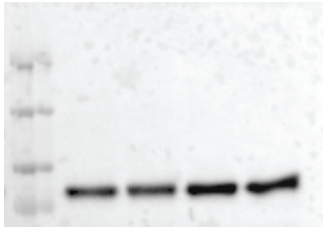

SUZ12

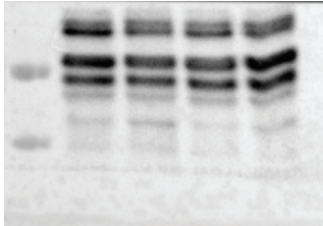

EED

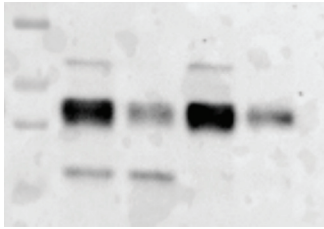

H2AK119ub

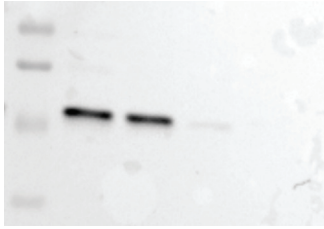

H3K27me1

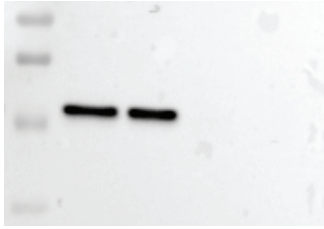

H3K27me2

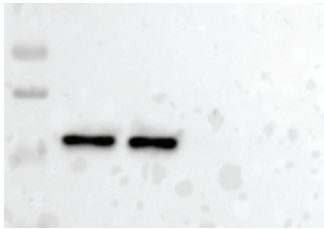

H3K27me3

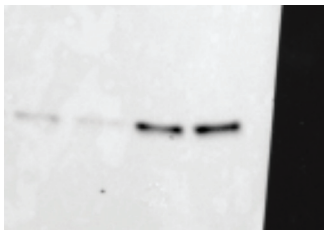

H3K27ac

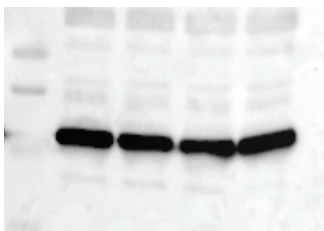

Histone H3

Raw data for Supplementary Figure 7B

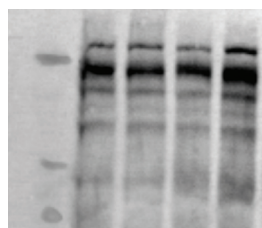

P300

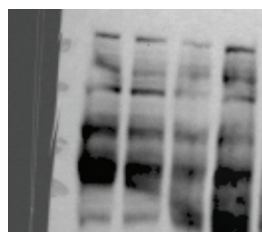

CBP

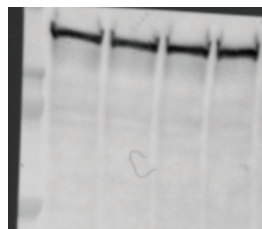

VINCULIN

Raw data for Supplementary Figure 9B

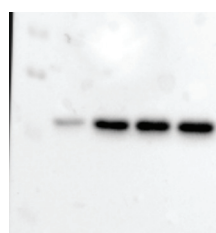

H3K27ac

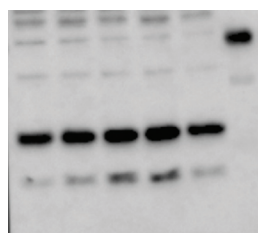

H4K5ac

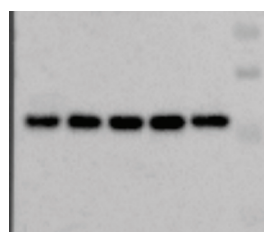

H3K9K14ac

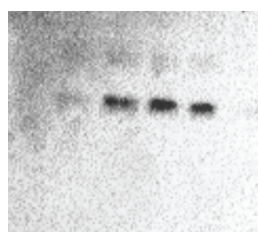

H4K8ac

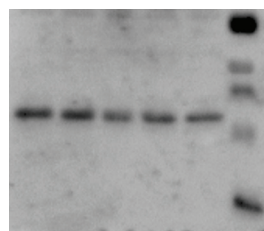

H3K14ac

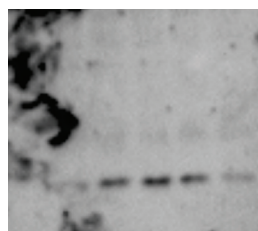

H4K12ac

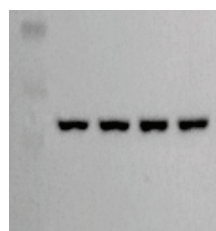

H3K18ac

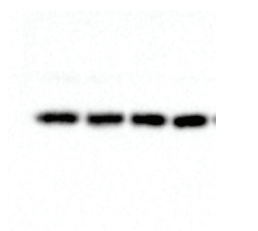

Histone H4

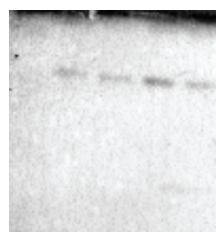

H3K23ac

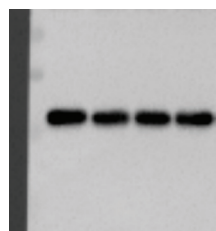

Histone H3

Raw data for Supplementary Figure 9C

# Supplementary material for: Dissecting the role of H3K27 acetylation and methylation in PRC2 mediated control of cellular identity
**Source:** Nat Commun. 2019 Apr 11;10:1679. doi: 10.1038/s41467-019-09624-w
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed.                                                         |
| Data exclusions | No data was excluded from the analyses.                                                             |
| Replication     | All experiments were reproduced at least twice to support the conclusions stated in the manuscript. |
| Randomization   | This work does not involve participant groups so randomization was not needed for the study.        |
| Blinding        | This work does not involve participant groups so blinding was not relevant for this kind of study.  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                           | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                 |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Western blot analyses were performed with: anti-Vinculin (V9131; Sigma-Aldrich), anti-Oct3/4 (sc5279; Santa Cruz Biotechnology), anti-Ezh2 (BD43 clone; homemade 3), anti-Suz12 (sc-46264; Santa Cruz Biotechnology), anti-Eed (AA19 clone; homemade 65), anti-p53 (homemade), anti-flag (F3165; Sigma-Aldrich), anti-Mtf2 (16208-1-AP; Proteintech), anti-Jarid2 (ab48137; Abcam), anti-Phf19 (11895-1-AP; Proteintech), anti-EPOP 66, anti-P300 (sc-585; Santa Cruz Biotechnology), anti-CBP (sc-583; Santa Cruz Biotechnology), anti-HA (12CA5 clone; homemade), anti-H3K27me1 (61015; Active Motif), anti-H3K27me2 (9728; Cell Signaling Technology), anti-H3K27me3 (9733; Cell Signaling Technology), anti-H3K27ac (ab4729; Abcam), anti-H3K9K14ac (C15410200; Diagenode), anti-H3K14ac (39599; Active Motif), anti-H3K18ac (E-AB-20285; Microtech), anti-H3K23ac (E-AB-20205; Microtech), anti-H4K5ac (39170; Active Motif), anti-H4K8ac (E-AB-20208; Microtech), anti-H4K12ac (39166; Active Motif), anti-H4 (ab7311; Abcam), anti-H2AK119ub (8240; Cell Signaling Technology), anti-H3 (1791; Abcam), and anti-H2A (12349; Cell Signaling Technology). |
| Validation      | All the antibodies were already validated and used according to the manufacturer (or collaborators) instructions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

### Eukaryotic cell lines

|                                                                   |                                                                                                                                                                            |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Policy information about <a href="#">cell lines</a>               |                                                                                                                                                                            |
| Cell line source(s)                                               | ES-E14TG2a were obtained from IEO-IFOM Campus Transgenic Facility. Rosa26:Cre-ERT2 Ring1A KO Ring1B fl/fl conditional mESC and Ring1b KO mESC were a gift from Anton Wutz. |
| Authentication                                                    | Restriction analysis and Sanger sequencing were used to confirm CRSPR-based genome editing. KOs were confirmed by PCR and/or Western Blot analysis.                        |
| Mycoplasma contamination                                          | ES-E14TG2a cells used for CRISPR editing tested negative for mycoplasma.                                                                                                   |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines used are listed in the database of commonly misidentified cell lines.                                                                                        |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116603>

Files in database submission

NA

Genome browser session  
(e.g. [UCSC](#))

NA

### Methodology

Replicates

All samples were run in biological replicates as indicated in the text

Sequencing depth

ChIP-seq and RNA-seq data were single-end, 50bp. ATAC-seq data was paired, 50bp.

Antibodies

ChIP assays were performed using: anti-Suz12 (3737; Cell Signaling Technology), anti-Ring1b (homemade; 63), anti-HA (12CA5 clone; homemade), anti-Jarid2 (ab48137; Abcam), anti-Mtf2 (16208-1-AP; Proteintech), anti-Phf19 67, anti-EPOP 66, anti-H3K27me1 (61015; Active Motif), anti-H3K27me2 (9728; Cell Signaling Technology, anti-H3K27me3 (9733; Cell Signaling Technology), anti-H3K27ac (ab4729; Abcam), anti-H3K36me3 (4909; Cell Signaling Technology), anti-H2AK119ub (8240; Cell Signaling Technology) and purified rabbit IgG (I5006; Sigma-Aldrich).

Peak calling parameters

Peaks were called using MACS2 v2.1.1 with parameters -g mm --nomodel -p 1e-10 -B

Data quality

Peaks were considered with  $p < 1e-10$

Software

Reads were aligned to the mouse reference genome mm9 using bowtie v1.2.2 with default parameters without allowing for multi-mapping (-m 1); PCR duplicates were removed using PICARD (<http://broadinstitute.github.io/picard/>)

How the deposited data were processed for this re-analysis (not part of the article)

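Data of mouse ESCs were used: the wild-type line E14 (WT) and the *Ezh2* KO, *Ezh1/2* dKO, *Ezh2* Y726D and *Ezh2* R685C lines, the last made in *Ezh1* KO cells like *Ezh2* Y726D. ChIP-seq peak lists covered SUZ12 and H3K27me3 (all 5 lines), H3K27ac (4 mutant lines), H3K27me1 and H3K27me2 (WT, *Ezh2* KO, *Ezh1/2* dKO and *Ezh2* Y726D) and HA (*Ezh1/2* dKO with and without HA-tagged EZH1). ATAC-seq lists covered 4 lines. For each line and target, 1 library was used here. RNA-seq covered the same 4 lines with 2 libraries each. The samples named for the Y726D mutation without the *Ezh1* knockout were taken as the paper's *Ezh2* Y726D line.

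The authors aligned ChIP-seq and ATAC-seq reads to mm9 with Bowtie, removed duplicates with PICARD and called peaks with MACS2. The value used from the deposited lists is the -log10 p of each peak or broad region. The HA lists hold positions only. For RNA-seq, the authors aligned reads with TopHat, counted them with HTSeq-count and normalized them with DESeq2. The deposited normalized counts are a signal per gene and library, read counts divided by a size factor, and 100% of the values were whole multiples of the smallest value of their column. The deposited comparisons with WT give the authors' DESeq2 log2 fold change and p-value per gene and were used only for the comparison with the calls made here.

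Peak lists were analysed on chromosomes 1 to 19, X and Y with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Peaks of SUZ12, H3K27me3, H3K27ac and HA were used at a p of at most 1e-10 where a p is listed, the threshold of the Reporting Summary (the paper's methods give 0.1), and overlaps needed 1 bp. Shares have Wilson 95% confidence intervals for counting error only. Chance levels come from 100 circular shifts. The calculations were tested on simulated data, where the 1200 of 2000 simulated peaks made to overlap and a ratio of 0.5 were found. The reads behind each list are not known.

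RNA-seq was analysed with R 4.3.3 and limma 3.58.1 (linear fit with a trend, log2 of the normalized count plus 1, all 8 libraries, mean normalized count of at least 5). A gene was called at an adjusted p under 0.1 and an absolute log2 fold change of at least 1. Sets of genes were tested with camera and fry, adjusted over the 9 tests of 3 sets in 3 lines. Under edgeR, DESeq2 and the fit of only the libraries compared, the preranked form of camera was used. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. Replicate numbers were not used as pairs: the deviations of replicates with the same number correlated between -0.41 and 0.29 across lines. In data simulated with 200 genes changed 4-fold, 182 were called (91.0%), with 12 false calls, and a comparison without change gave 1 call. Libraries held 3604123 to 5181553 reads. Folds against groups without reads use a floor of 3 reads.

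Gene positions come from the GENCODE annotation of mm9. Of the 18055 genes of the table, 16570 were matched by symbol, 854 through a synonym and 631 not. The genes named are those of the paper (PcG loci, PRC2 and acetyltransferase regulators, pluripotency genes, differentiation markers), and for each line the 3 called genes with the largest rise and fall among those with both libraries beyond both WT libraries. *Uba1y* and *Zfy1* were named after their values were seen. The lists of regulators, pluripotency genes and differentiation markers are reported among the other observations.

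The plan was changed in these points after the lists were seen. A p of at most 1e-10 leaves almost nothing of the broad lists of H3K27me1, H3K27me2 and ATAC-seq, so these were used as deposited. H3K27me1 and H3K27me2 were compared on the chromosomes listed in all lines. Genes were grouped by WT expression, as H3K36me3 was not used here. The RNA-seq test was kept on normalized counts, since the table does not hold raw counts. Alternatives to pseudocount, filters, scaling, test, thresholds, overlap, list length, windows and sites were run and are reported in the closing section. RING1B, H2AK119ub, WT H3K27ac, input DNA, the rescue lines with EZH2 and the samples treated with DMSO or MG132 were not analysed here.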

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

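The tests of explanations in this part were chosen only after the results were seen. Each ChIP-seq and ATAC-seq list used here comes from 1 library.

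*Ezh2* Y726D ESCs had 3862 H3K27me3 peaks, nearly all of them outside the sites that the paper discusses. Of these peaks 0.388% lay on SUZ12 peaks of the line, against a mean of 0.154% and at most 0.363% in shifted lists. H3K27me1 of strongly transcribed genes read by the antibody would place them in the bodies of those genes, but 5.02% lay in the bodies of the genes with the highest expression (95% CI 4.38 to 5.76), against 4.64% of shifted peaks. Regions enriched in every library would appear in the other lists, but 11.7% lay on H3K27me1 regions of *Ezh2* KO, less than the 26.5% of shifted peaks. Regions enriched in part of the libraries remain open: 47.6% of the peaks lay on strong blocks of the WT H3K27me1 list, against 0.699% of shifted peaks, 97.6% lay on any WT H3K27me1 region, and 25.1% on H3K27me3 peaks of *Ezh2* KO against 0.687%. For part of the peaks, reads of repeated sequences may be the source: 28.1% lay beside copies of sequences that recur among the peaks of other chromosomes, against 0.989% of shifted peaks. Methylation at these copies is not told apart from such reads by this test. These tests do not say why the regions differ between libraries. Methylation by another enzyme in this line was not tested.

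In *Ezh2* Y726D ESCs the genes of chromosome 12 were lower than in WT, with a median log2 fold change of -0.31 over the 335 genes with a mean of at least 50 (camera over all chromosomes and lines, adjusted p = 2.8e-11) and medians from -0.35 to -0.30 in the 4 comparisons of single libraries. In *Ezh2* KO the median was 0.02 and in *Ezh1/2* dKO -0.02. The paper does not discuss this chromosome. Scaling between libraries does not account for it, as the median was -0.29 under the scaling or tool that gave the smallest change. A few strongly changed genes do not either, as 86.0% of the genes were lower. Genes of other autosomes matched on GC content and length (median GC content 43.7% and length 34636 bp, against 43.8% and 34450 bp on chromosome 12) had a median of -0.0494, which argues against GC content or gene length. Fewer copies of chromosome 12 in part of the cells is a candidate explanation: the chromosome held 3.36% of the ATAC-seq regions of this line (95% CI 3.32 to 3.40), against 4.49% in WT, 4.70% in *Ezh2* KO and 4.56% in *Ezh1/2* dKO. It held 2.58% of its SUZ12 peaks against 4.42% in WT, 3.58% of its H3K27me2 regions against 4.81%, and 2.39% of its H3K27ac peaks against 3.75% in *Ezh2* KO. The chromosome also held 1.79% of its H3K27me3 peaks against 4.30% in WT. These H3K27me3 lists hold different regions, as 13 of the 3862 peaks of the line lay on WT H3K27me3 peaks, so their shares are not comparable. Copy number was not measured directly, and lower activity of the chromosome without a loss of copies was not tested.

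The log2 fold change of *Eif2s3y* on the Y chromosome was -7.77 in *Ezh2* Y726D (limma, adjusted p = 4.19e-07, lower in both libraries), with 5 reads in this line and 1365 in WT. *Uty* had no read against 765 in WT and was at least 287-fold lower, and *Ddx3y* had 1 read against 1482, a ratio of 1670 (95% counting interval 299 to 66018, without variation between replicates). The log2 fold changes of *Uba1y* and *Zfy1* were -3.39 and -3.82. In *Ezh2* KO and *Ezh1/2* dKO none of these genes was called. The paper does not report on the Y chromosome. Cells with an additional X chromosome would raise X-linked genes, but their median log2 fold change was -0.0569. Loss of the part of the Y chromosome that holds these genes is a candidate explanation: below 700 kb the line had 18 ATAC-seq regions, against 60 in WT, 64 in *Ezh2* KO and 47 in *Ezh1/2* dKO. The rest of the chromosome showed no such fall, with 93 regions against 69, 92 and 84, so that the whole chromosome held 111 regions against 129, 156 and 131. Loss of the whole Y chromosome cannot be told apart from loss of a part by these lists, which go down to a p near 0.1, since reads from similar sequences on other chromosomes were not examined. The 18 regions do not show whether some cells kept this part. No explanation from the mutation itself was tested for the Y chromosome or chromosome 12.

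In the *Ezh2* R685C line, for which the paper shows no H3K27me3 ChIP-seq, H3K27me3 peaks overlapped 89.3% of the WT SUZ12 peaks (95% CI 88.5 to 90.1), against 79.3% for WT H3K27me3. The list is longer, with 22245 peaks against 16754. More peaks in the list do not account for the overlap, as 73.7% of the WT SUZ12 peaks were overlapped with lists at one length, where the WT list gave 57.3%, and shifted lists of full length gave 1.58%. H3K27me3 deposited at these sites in this line is the biological reading that stays open as a hypothesis. With 1 library, a difference in depth or antibody efficiency from WT cannot be excluded by the value of 73.7%, and peak lists do not give the amount of the mark.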

How the results depend on the processing

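The alternatives were set before the data were examined, except for the 3 settings of the broad lists, which are their use as deposited, the shared chromosomes and the expression groups and were chosen after these lists were seen. The tests of these alternatives changed 1 choice at a time, apart from the sets of genes under edgeR, DESeq2 and the pairwise fits. There the preranked form of camera replaced camera. A count is listed where it moved by more than 1.5 times from the reported value, a share or ratio where it left its 95% confidence interval, and a tested result where its call changed or its direction reversed. The cause of the changes was not tested, apart from what each setting does by construction (a stricter or looser threshold, fewer genes, shorter lists).

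For RNA-seq, the leading results were 29 with 330 values under alternatives, of which 230 stayed the same in this sense, 90 moved (32 up, 58 down), 5 lost and 4 gained a call and 1 reversed. The SUZ12-bound genes, Hox genes and PcG loci kept their direction and their calls in *Ezh1/2* dKO and *Ezh2* Y726D under every alternative. Named genes gave 894 values, of which 867 stayed the same, 15 lost and 6 gained a call and 6 reversed. With an adjusted p under 0.05 in place of 0.1, the number of SUZ12-bound genes called lower went from 5 to 2 in *Ezh1/2* dKO, from 11 to 2 in *Ezh2* KO and from 21 to 11 in *Ezh2* Y726D. At 0.05, the number of SUZ12-bound genes called higher went from 240 to 126 in *Ezh1/2* dKO, from 4 to 1 in *Ezh2* KO, from 133 to 73 in *Ezh2* Y726D and from 100 to 54 in both *Ezh1/2* dKO and *Ezh2* Y726D. At 0.05, the number of genes called lower went from 8 to 2 in *Ezh1/2* dKO against *Ezh2* KO, from 54 to 31 in *Ezh1/2* dKO, from 43 to 25 in *Ezh2* KO, from 207 to 94 in *Ezh2* Y726D against *Ezh1/2* dKO, from 168 to 92 in *Ezh2* Y726D against *Ezh2* KO and from 147 to 83 in *Ezh2* Y726D. At 0.05, the number of genes called higher went from 488 to 297 in *Ezh1/2* dKO against *Ezh2* KO, from 503 to 254 in *Ezh1/2* dKO, from 13 to 6 in *Ezh2* KO, from 26 to 9 in *Ezh2* Y726D against *Ezh1/2* dKO, from 321 to 174 in *Ezh2* Y726D against *Ezh2* KO, from 230 to 117 in *Ezh2* Y726D and from 158 to 82 in both *Ezh1/2* dKO and *Ezh2* Y726D.

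With an unadjusted p under 0.1, the number of SUZ12-bound genes called lower went from 5 to 22 in *Ezh1/2* dKO, from 11 to 241 in *Ezh2* KO and from 21 to 68 in *Ezh2* Y726D. Without adjustment, the number of SUZ12-bound genes called higher went from 240 to 647 in *Ezh1/2* dKO, from 4 to 78 in *Ezh2* KO, from 133 to 445 in *Ezh2* Y726D and from 100 to 342 in both *Ezh1/2* dKO and *Ezh2* Y726D. Without adjustment, the number of genes called lower went from 8 to 77 in *Ezh1/2* dKO against *Ezh2* KO, from 54 to 175 in *Ezh1/2* dKO, from 43 to 501 in *Ezh2* KO, from 207 to 924 in *Ezh2* Y726D against *Ezh1/2* dKO, from 168 to 507 in *Ezh2* Y726D against *Ezh2* KO and from 147 to 474 in *Ezh2* Y726D. Without adjustment, the number of genes called higher went from 488 to 1467 in *Ezh1/2* dKO against *Ezh2* KO, from 503 to 1458 in *Ezh1/2* dKO, from 13 to 333 in *Ezh2* KO, from 26 to 153 in *Ezh2* Y726D against *Ezh1/2* dKO, from 321 to 1034 in *Ezh2* Y726D against *Ezh2* KO, from 230 to 843 in *Ezh2* Y726D and from 158 to 624 in both *Ezh1/2* dKO and *Ezh2* Y726D.

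With a fit of only the libraries compared, the number of SUZ12-bound genes called lower went from 11 to 4 in *Ezh2* KO and from 21 to 0 in *Ezh2* Y726D. In the pairwise fits, the number of SUZ12-bound genes called higher went from 4 to 1 in *Ezh2* KO, from 133 to 19 in *Ezh2* Y726D and from 100 to 17 in both *Ezh1/2* dKO and *Ezh2* Y726D. In the pairwise fits, the number of genes called lower went from 8 to 57 in *Ezh1/2* dKO against *Ezh2* KO, from 43 to 23 in *Ezh2* KO, from 207 to 133 in *Ezh2* Y726D against *Ezh1/2* dKO, from 168 to 82 in *Ezh2* Y726D against *Ezh2* KO and from 147 to 12 in *Ezh2* Y726D. In the pairwise fits, the number of genes called higher went from 488 to 1124 in *Ezh1/2* dKO against *Ezh2* KO, from 13 to 5 in *Ezh2* KO, from 26 to 17 in *Ezh2* Y726D against *Ezh1/2* dKO, from 321 to 146 in *Ezh2* Y726D against *Ezh2* KO, from 230 to 20 in *Ezh2* Y726D and from 158 to 18 in both *Ezh1/2* dKO and *Ezh2* Y726D. In the pairwise fits, the median log2 fold change stayed at -0.10 for SUZ12-bound genes in *Ezh2* KO with the call lost.

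With DESeq2 on the recovered reads, the log2 fold change of single genes went from 0.000964 to -0.00317 for *Ddx3y* in *Ezh2* KO. With DESeq2, the number of SUZ12-bound genes called lower went from 5 to 8 in *Ezh1/2* dKO and from 11 to 40 in *Ezh2* KO. With DESeq2, the number of SUZ12-bound genes called higher went from 4 to 15 in *Ezh2* KO. With DESeq2, the number of genes called lower went from 8 to 14 in *Ezh1/2* dKO against *Ezh2* KO and from 43 to 103 in *Ezh2* KO. With DESeq2, the number of genes called higher went from 13 to 46 in *Ezh2* KO and from 26 to 52 in *Ezh2* Y726D against *Ezh1/2* dKO. With DESeq2, the median log2 fold change went from -0.10 to -0.13 for SUZ12-bound genes in *Ezh2* KO with the call lost and from 0.33 to -0.10 for the PcG loci named in the paper in *Ezh2* KO. With edgeR's quasi-likelihood test on the recovered reads, the number of SUZ12-bound genes called lower went from 11 to 2 in *Ezh2* KO. With edgeR, the number of SUZ12-bound genes called higher went from 4 to 2 in *Ezh2* KO. With edgeR, the number of genes called lower went from 43 to 23 in *Ezh2* KO. With edgeR, the number of genes called higher went from 13 to 7 in *Ezh2* KO. With edgeR, the median log2 fold change went from -0.10 to -0.12 for SUZ12-bound genes in *Ezh2* KO with the call lost.

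With quantile normalization, the log2 fold change of single genes went from -0.0538 to 0.0130 for *Eed* in *Ezh2* Y726D, from 0.0581 to -0.13 for *Hmcn1* in *Ezh2* Y726D, from -0.0622 to 0.12 for *Nanog* in *Ezh1/2* dKO and from -0.0799 to 0.0274 for *Pou5f1* in *Ezh2* Y726D. With quantiles equal, the number of SUZ12-bound genes called lower went from 5 to 14 in *Ezh1/2* dKO and from 11 to 2 in *Ezh2* KO. With quantiles equal, the number of SUZ12-bound genes called higher went from 240 to 142 in *Ezh1/2* dKO. With quantiles equal, the number of genes called lower went from 54 to 129 in *Ezh1/2* dKO and from 43 to 25 in *Ezh2* KO. With quantiles equal, the number of genes called higher went from 488 to 166 in *Ezh1/2* dKO against *Ezh2* KO, from 503 to 290 in *Ezh1/2* dKO, from 26 to 50 in *Ezh2* Y726D against *Ezh1/2* dKO and from 321 to 191 in *Ezh2* Y726D against *Ezh2* KO. With quantiles equal, the median log2 fold change went from 0.31 to 0.45 for Hox genes in *Ezh2* KO with the call gained and from -0.10 to -0.0652 for SUZ12-bound genes in *Ezh2* KO with the call lost. With upper-quartile rescaling, the log2 fold change of single genes went from 0.000964 to -0.0179 for *Ddx3y* in *Ezh2* KO. With this rescaling, the median log2 fold change went from 0.31 to 0.30 for Hox genes in *Ezh2* KO with the call gained.

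With a mean normalized count of at least 20, the number of genes called lower went from 8 to 5 in *Ezh1/2* dKO against *Ezh2* KO. With this filter, the number of genes called higher went from 488 to 253 in *Ezh1/2* dKO against *Ezh2* KO and from 26 to 17 in *Ezh2* Y726D against *Ezh1/2* dKO. With this filter, the median log2 fold change went from -0.10 to -0.0345 for SUZ12-bound genes in *Ezh2* KO with the call lost. Without a filter on low values, the number of SUZ12-bound genes called lower went from 5 to 3 in *Ezh1/2* dKO and from 11 to 2 in *Ezh2* KO. With all genes, the number of SUZ12-bound genes called higher went from 4 to 2 in *Ezh2* KO. With all genes, the number of genes called lower went from 43 to 28 in *Ezh2* KO. With all genes, the number of genes called higher went from 13 to 7 in *Ezh2* KO and from 26 to 16 in *Ezh2* Y726D against *Ezh1/2* dKO. With all genes, the median log2 fold change went from 0.31 to 0.15 for Hox genes in *Ezh2* KO with the call gained. With a pseudocount of 0.5, the number of genes called higher went from 26 to 17 in *Ezh2* Y726D against *Ezh1/2* dKO. With a pseudocount of 5, the number of SUZ12-bound genes called lower went from 11 to 5 in *Ezh2* KO. Over the alternatives the adjusted p of these sets in *Ezh2* KO ranged from 0.0197 to 0.288 for SUZ12-bound genes, 0.0138 to 0.288 for Hox genes and 0.359 to 0.964 for the PcG loci.

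The replicate numbers do not pair the libraries, so the block was run as an alternative only. With the replicate number as a block, the number of SUZ12-bound genes called lower went from 11 to 2 in *Ezh2* KO. With this block, the number of SUZ12-bound genes called higher went from 4 to 2 in *Ezh2* KO. With this block, the number of genes called lower went from 43 to 25 in *Ezh2* KO. With this block, the median log2 fold change stayed at 0.31 for Hox genes in *Ezh2* KO with the call gained.

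The fits that each left out 1 library, 4 per comparison, give values without a test: 336 values, of which 316 stayed within the spread between replicates and 20 moved (13 up, 7 down). For the SUZ12-bound genes the medians ranged from -0.17 to -0.00179 in *Ezh2* KO, from 0.65 to 0.76 in *Ezh1/2* dKO and from 0.40 to 0.45 in *Ezh2* Y726D. For the Hox genes the medians ranged from -0.0342 to 0.52 in *Ezh2* KO, from 2.84 to 3.93 in *Ezh1/2* dKO and from 2.17 to 3.71 in *Ezh2* Y726D. For the PcG loci the medians ranged from 0 to 0.40 in *Ezh2* KO, from 2.94 to 3.63 in *Ezh1/2* dKO and from 3.20 to 3.90 in *Ezh2* Y726D. In *Ezh2* KO the median of SUZ12-bound genes was -0.00179 without *Ezh2* KO replicate 1 and that of the PcG loci 0 without either *Ezh2* KO replicate. With 2 libraries per line and 3604123 to 5181553 reads per library, genes with few reads limit the set of PcG loci to 11 of 15.

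For peak lists, 43 leading results had 197 values under alternatives, of which 93 stayed within their interval and 104 moved (35 up, 69 down). A further 50 results had 191 values, of which 83 stayed and 108 moved (20 up, 88 down). The use of the narrow lists as deposited changed none of them, since every peak has a p of at most 1e-10. With a p of at most 1e-20, the share of SUZ12 peaks within 5 kb of a TSS went from 88.3% to 100.0% in *Ezh1/2* dKO, from 91.1% to 92.8% in *Ezh2* KO and from 85.6% to 88.2% in WT. At p 1e-20, the overlap went from 38.4% to 50.4% of *Ezh2* KO H3K27me3 with WT SUZ12 peaks, from 68.9% to 60.2% of HA-EZH1 with WT SUZ12 peaks, from 0.143% to 0.0378% of WT H3K27me3 with *Ezh1/2* dKO H3K27me3 peaks, from 50.2% to 84.0% of WT H3K27me3 with *Ezh2* KO H3K27me3 peaks, from 30.9% to 63.9% of WT H3K27me3 with WT SUZ12 peaks, from 0.537% to 0.0989% of WT SUZ12 with *Ezh1/2* dKO H3K27me3 peaks, from 4.90% to 0.264% of WT SUZ12 with *Ezh1/2* dKO SUZ12 peaks, from 80.1% to 87.1% of WT SUZ12 with *Ezh2* KO H3K27me3 peaks, from 23.5% to 21.1% of WT SUZ12 with *Ezh2* KO SUZ12 peaks, from 0.296% to 0.165% of WT SUZ12 with *Ezh2* Y726D H3K27me3 peaks, from 45.4% to 19.8% of WT SUZ12 with *Ezh2* Y726D SUZ12 peaks, from 51.8% to 77.8% of WT SUZ12 with HA-EZH1 peaks and from 79.3% to 51.3% of WT SUZ12 with WT H3K27me3 peaks. At p 1e-20, the share of PcG sites with H3K27ac went from 7.65% to 0.933% in *Ezh1/2* dKO, to 0.537% in *Ezh2* KO and from 25.1% to 6.62% in *Ezh2* Y726D. At p 1e-20, the share of WT H3K27me3 promoters that also have a peak went from 0.478% to 0.0620% in *Ezh1/2* dKO, from 69.9% to 88.5% in *Ezh2* KO and from 1.00% to 0.186% in *Ezh2* Y726D. At p 1e-20, the share of WT SUZ12 promoters that also have a peak went from 7.10% to 0.333% in *Ezh1/2* dKO, from 29.1% to 25.0% in *Ezh2* KO, from 61.0% to 24.9% in *Ezh2* Y726D and from 59.9% to 81.4% in the HA-EZH1 list. The HA lists hold no p, so in the comparisons with HA-EZH1 this threshold limited only the WT SUZ12 list. At p 1e-20, the spreading ratio went from 0.651 to 0.703 in *Ezh2* KO and from 0.676 to 0.555 in WT.

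With an overlap of at least 50% of the first peak, the overlap went from 38.4% to 23.2% of *Ezh2* KO H3K27me3 with WT SUZ12 peaks, from 0.143% to 0.0298% of WT H3K27me3 with *Ezh1/2* dKO H3K27me3 peaks, from 50.2% to 44.4% of WT H3K27me3 with *Ezh2* KO H3K27me3 peaks, from 30.9% to 20.2% of WT H3K27me3 with WT SUZ12 peaks, from 0.537% to 0.185% of WT SUZ12 with *Ezh1/2* dKO H3K27me3 peaks, from 4.90% to 0.352% of WT SUZ12 with *Ezh1/2* dKO SUZ12 peaks, from 80.1% to 77.7% of WT SUZ12 with *Ezh2* KO H3K27me3 peaks, from 23.5% to 13.9% of WT SUZ12 with *Ezh2* KO SUZ12 peaks, from 45.4% to 27.2% of WT SUZ12 with *Ezh2* Y726D SUZ12 peaks, from 51.8% to 43.8% of WT SUZ12 with HA-EZH1 peaks and from 79.3% to 69.8% of WT SUZ12 with WT H3K27me3 peaks. With 50% overlap, the share of PcG sites with H3K27ac went from 7.65% to 2.96% in *Ezh1/2* dKO, to 1.03% in *Ezh2* KO and from 25.1% to 13.2% in *Ezh2* Y726D. With 50% overlap, the share of WT SUZ12 peaks with an ATAC-seq region went from 94.8% to 81.2% in *Ezh1/2* dKO, from 94.7% to 81.8% in *Ezh2* KO, from 95.1% to 83.0% in *Ezh2* Y726D and from 94.7% to 82.1% in WT.

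With both lists at the length of the shorter one, the overlap went from 38.4% to 56.4% of *Ezh2* KO H3K27me3 with WT SUZ12 peaks, from 100.0% to 97.1% of *Ezh2* KO SUZ12 with *Ezh2* KO H3K27me3 peaks, from 0.143% to 3.70% of WT H3K27me3 with *Ezh1/2* dKO H3K27me3 peaks, from 50.2% to 67.2% of WT H3K27me3 with *Ezh2* KO H3K27me3 peaks, from 30.9% to 59.2% of WT H3K27me3 with WT SUZ12 peaks, from 0.537% to 0% of WT SUZ12 with *Ezh1/2* dKO H3K27me3 peaks, from 4.90% to 42.5% of WT SUZ12 with *Ezh1/2* dKO SUZ12 peaks, from 80.1% to 75.2% of WT SUZ12 with *Ezh2* KO H3K27me3 peaks, from 23.5% to 69.1% of WT SUZ12 with *Ezh2* KO SUZ12 peaks, from 45.4% to 61.9% of WT SUZ12 with *Ezh2* Y726D SUZ12 peaks and from 79.3% to 57.3% of WT SUZ12 with WT H3K27me3 peaks. At equal length, the share of WT H3K27me3 promoters that also have a peak went from 0.478% to 1.64% in *Ezh1/2* dKO and from 69.9% to 80.8% in *Ezh2* KO. At equal length, the share of WT SUZ12 promoters that also have a peak went from 7.10% to 44.9% in *Ezh1/2* dKO, from 29.1% to 70.7% in *Ezh2* KO and from 61.0% to 73.1% in *Ezh2* Y726D. At equal length, the spreading ratio went from 0.651 to 0.663 in *Ezh2* KO and from 0.676 to 0.645 in WT.

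With all lists at the length of the shortest one, the share of SUZ12 peaks within 5 kb of a TSS went from 91.1% to 95.6% in *Ezh2* KO, from 87.2% to 90.5% in *Ezh2* Y726D and from 85.6% to 96.5% in WT. At the shortest length, the share of PcG sites with H3K27ac went to 1.35% in *Ezh2* KO and from 25.1% to 10.6% in *Ezh2* Y726D. At the shortest length, the share of WT SUZ12 peaks with an ATAC-seq region went from 94.8% to 94.1% in *Ezh1/2* dKO. At the shortest length, the coverage of WT SUZ12 peaks by H3K27me1 went from 13.2% to 8.10% in *Ezh1/2* dKO, from 10.0% to 8.29% in *Ezh2* KO and from 40.1% to 30.4% in *Ezh2* Y726D. At the shortest length, the coverage of WT SUZ12 peaks by H3K27me2 went from 9.78% to 2.57% in *Ezh1/2* dKO and from 22.9% to 7.51% in *Ezh2* Y726D. Counting strong blocks only, the share of WT SUZ12 peaks with an ATAC-seq region went from 94.8% to 1.33% in *Ezh1/2* dKO, from 94.7% to 6.03% in *Ezh2* KO, from 95.1% to 2.94% in *Ezh2* Y726D and from 94.7% to 2.54% in WT. With blocks only, the coverage of WT SUZ12 peaks by H3K27me1 went from 13.2% to 0.175% in *Ezh1/2* dKO, from 10.0% to 0.0136% in *Ezh2* KO, from 40.1% to 0.229% in *Ezh2* Y726D and from 0.286% to 0.142% in WT. With blocks only, the coverage of WT SUZ12 peaks by H3K27me2 went from 9.78% to 0.00581% in *Ezh1/2* dKO, from 95.0% to 64.3% in *Ezh2* KO, from 22.9% to 0.101% in *Ezh2* Y726D and from 2.34% to 0.0126% in WT.

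Over all chromosomes, the coverage of WT SUZ12 peaks by H3K27me1 went from 13.2% to 10.9% in *Ezh1/2* dKO and from 40.1% to 20.6% in *Ezh2* Y726D. Over all WT SUZ12 peaks in place of PcG sites, the share of PcG sites with H3K27ac went from 7.65% to 9.23% in *Ezh1/2* dKO, to 3.96% in *Ezh2* KO and from 25.1% to 28.3% in *Ezh2* Y726D. Without the HA-EZH1 peaks shared with the control, the overlap went from 68.9% to 80.4% of HA-EZH1 with WT SUZ12 peaks. In this setting, the share of WT SUZ12 promoters that also have a peak went from 59.9% to 57.9% in the HA-EZH1 list. Without sites that have an *Ezh1/2* dKO H3K27me3 peak, the overlap went from 0.296% to 0.112% of WT SUZ12 with *Ezh2* Y726D H3K27me3 peaks. Without these sites, the coverage of WT SUZ12 peaks by H3K27me1 went from 0.286% to 0.119% in WT.

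With 4 kb windows, the spreading ratio went from 0.651 to 0.381 in *Ezh2* KO and from 0.676 to 0.440 in WT. At the top 20% of sites, the spreading ratio went from 0.651 to 0.913 in *Ezh2* KO and from 0.676 to 0.775 in WT. At the SUZ12 peaks of *Ezh2* KO, the spreading ratio went from 0.651 to 0.941 in *Ezh2* KO and from 0.676 to 0.794 in WT. Without window bases in another WT SUZ12 peak, the spreading ratio went from 0.651 to 0.585 in *Ezh2* KO and from 0.676 to 0.632 in WT. The spreading ratio was lower in *Ezh2* KO than in WT as reported, with 4 kb windows and without the bases of other SUZ12 peaks, and higher with the top 20% of sites, the SUZ12 peaks of *Ezh2* KO, a p of at most 1e-20 and equal lists.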

Differences from the paper's values

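Figure values were read by eye, and alternatives are those set before the data were examined.

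The paper's number of SUZ12-bound genes higher in *Ezh2* KO is about 14 in Fig. 2e, read by eye, and the value here was 4. With DESeq2 on the recovered reads, the tool that the paper's methods name, it was 15, which closed the gap. The other alternatives did not, with values from 1 to 4 and 78 with an unadjusted p under 0.1. For SUZ12-bound genes lower in *Ezh2* KO the paper's value is about 37 in Fig. 2e, read by eye, and the value here was 11. DESeq2 gave 40 and closed the gap, and the other alternatives gave 2 to 11, or 241 with an unadjusted p. For SUZ12-bound genes lower in *Ezh1/2* dKO, the paper's value is about 8 in Fig. 2e, read by eye, against 5 here. DESeq2 (8), edgeR (6), the pairwise fit (7) and a pseudocount of 5 (6) closed the gap. An adjusted p under 0.05 (2), a mean of at least 20 (5), no filter (3), a pseudocount of 0.5 (5), quantile normalization (14), the replicate block (5), an unadjusted p (22) and upper-quartile rescaling (5) did not. For SUZ12-bound genes higher in *Ezh2* Y726D, the paper's value is about 230 in Supplementary Fig. 5E, read by eye, against 133 here. By the 1.5-fold limit, DESeq2 (175) came within the paper's value and the others did not, with 19 to 143, or 445 with an unadjusted p. The paper's 2 figures give the numbers of this line and of *Ezh1/2* dKO the other way round: about 170 and about 230 in Fig. 2e, read by eye, and about 230 and about 170 in Supplementary Fig. 5E, read by eye. Here they were 133 and 240, and the authors' deposited comparisons hold 166 and 238 genes with SUZ12 and H3K27me3. Against Fig. 2e neither line differs by this measure.

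The paper's number of promoters with an H3K27me3 peak in *Ezh1/2* dKO alone is about 5 in Fig. 1e, read by eye, against 2 here. No alternative closed the gap, with 2 as deposited, 2 with a p of at most 1e-20 and 21 with lists of equal length. For H3K27me3 in *Ezh2* Y726D alone, it is about 130 in Fig. 1e, read by eye, against 259 here. A p of at most 1e-20 gave 87 and closed the gap, while lists of equal length (283), the lists as deposited (259) and sites without an *Ezh1/2* dKO peak (258) did not. For SUZ12 in *Ezh2* KO alone, the paper's value is about 2 in Fig. 1e, read by eye, against 1 here. A p of at most 1e-20 (2) and sites without an *Ezh1/2* dKO H3K27me3 peak (3) closed the gap, and equal lists (75) and the lists as deposited (1) did not. For promoters with HA-EZH1 and no WT SUZ12 peak, the paper's value is about 26 in Supplementary Fig. 3B, read by eye, against 527 here. None of the alternatives closed the gap: 249 without peaks of the control, 527 as deposited and 531 without *Ezh1/2* dKO H3K27me3 sites. It was 741 with a p of at most 1e-20, which limited only the WT SUZ12 list, since the HA list holds no p.

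The paper's ratio of H3K27me3 outside to inside SUZ12 peaks in *Ezh2* KO is about 0.2 in Fig. 2c, read by eye, on read density, against 0.651 here on coverage by peaks, a different quantity. No alternative closed the gap: 0.381 with 4 kb windows, 0.941 at SUZ12 peaks of *Ezh2* KO, 0.663 with equal lists, 0.703 with a p of at most 1e-20, 0.651 as deposited and without *Ezh1/2* dKO sites, 0.913 at the top 20% of sites and 0.585 without bases of other SUZ12 peaks. The paper states a lower ratio in *Ezh2* KO also for the top 20% of sites. In both cases the sites were ranked by p in *Ezh2* KO, which can raise the coverage by *Ezh2* KO peaks here. Here the ratio at those sites was 0.775 in WT and 0.913 in *Ezh2* KO, and at SUZ12 peaks of *Ezh2* KO 0.794 and 0.941. It was 0.555 and 0.703 with a p of at most 1e-20, and 0.645 and 0.663 with equal lists.

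The paper states that H3K27me2 is lost over the bodies of poorly expressed genes in the mutant lines. Here H3K27me2 regions covered 15.3% of the lowest expression group in WT and 21.3%, 28.3% and 28.2% in *Ezh2* KO, *Ezh1/2* dKO and *Ezh2* Y726D. With the lists at one length, which was set before the data were examined, the values were 12.0%, 21.3%, 14.4% and 14.6%. In the next group by expression the coverage was lower in the mutant lines, at 26.3% in WT against 5.39%, 21.4% and 21.9%, and at one length 22.2% against 5.39%, 9.01% and 9.52%. The coverage by regions is not the density of reads scaled to the spike-in, and the groups by expression were chosen after the data were seen. Counting only strong blocks, the lowest group had 0.00226% in WT and 0.419%, 0.00217% and 0.00206% in the mutant lines. Nearly all of its coverage thus lay in weak regions, part of which can be background. The higher coverage of this group in the mutant lines is therefore no evidence against the loss that the paper states.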

Other observations

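The tests in this part of the missing chromosomes and of the shared WT libraries were chosen only after the results were seen.

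The H3K27me1 and H3K27me2 lists name no region on some chromosomes, 12 of them in the H3K27me1 list of *Ezh2* Y726D. Loss of these chromosomes from the lines does not account for it: apart from the Y chromosome, each held at least 19427 ATAC-seq regions of the same line. Lists written only for chromosomes with a strong block may be the cause, since each listed chromosome had at least 1 strong block. No biological explanation was tested.

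The genes higher in both *Ezh1/2* dKO and *Ezh2* Y726D were compared with the same WT libraries. Among 100 simulations of unchanged groups against these WT libraries, the shared top-ranked genes numbered at most 26, against 164 observed. Across genes the log2 fold changes of the lines correlated with r = 0.58, against at most 0.11 in the simulations. The simulated groups were drawn around the mean of these WT libraries, so the WT error that both comparisons share was left out. Whether the shared libraries account for part of the overlap therefore stays open. The 14 genes lower in both lines were not tested in this way.

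Of the regulators in the table (11 of 12, *Epop* not in it), 1 was called lower in *Ezh2* KO, 2 in *Ezh1/2* dKO and 1 in *Ezh2* Y726D, with the same numbers adjusted over the list alone. These are the deleted genes *Ezh2* and *Ezh1*. *Ezh2* RNA in *Ezh2* Y726D had a log2 fold change of -0.17 and *Ezh1* in *Ezh2* KO of 0.36. No pluripotency gene (*Pou5f1*, *Nanog*, *Sox2* and *Fgf4*) was called in the mutant lines, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Of the 9 differentiation markers tested of 15, 0 were called in *Ezh2* KO (0 at an unadjusted p under 0.05), 2 in *Ezh1/2* dKO and 1 in *Ezh2* Y726D, and 0, 2 and 3 adjusted over the list alone. *Ep300* and *Crebbp*, which encode P300 and CBP, were not called in the mutant lines, with log2 fold changes of -0.06 and 0.17 in *Ezh2* KO and -0.43 and 0.12 in *Ezh1/2* dKO.

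The authors' deposited comparisons, at the same thresholds, hold 48 genes higher and 103 lower in *Ezh2* KO, 515 and 77 in *Ezh1/2* dKO and 291 and 193 in *Ezh2* Y726D, which are the authors' values. Of these, 12 and 42, 427 and 49, and 204 and 138 were also called here with limma. DESeq2 on the recovered reads shared 46 and 103, 515 and 74, and 290 and 193 with the authors' lists. Each deposited comparison contains 26 symbols that look like dates.

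For the *Ezh2* R685C line, SUZ12 peaks overlapped 52.4% of the WT SUZ12 peaks (95% CI 51.0 to 53.7), and 98.0% of its 3231 SUZ12 peaks had an H3K27me3 peak. An H3K27me3 peak within 5 kb was also present at 3849 of the WT H3K27me3 promoters (92.0%). Of 41185 H3K27ac peaks, an H3K27ac peak overlapped 159 of the PcG sites (3.71%, 95% CI 3.18 to 4.32), against a chance level of 3.54% and 4.41% of open sites. At PcG promoters, an H3K27ac peak lay within 5 kb of a TSS at 578 of 2605 (22.2%, 95% CI 20.6 to 23.8), against 20.5% of the promoters of the genes with the lowest expression, and against 47.6% of PcG promoters in *Ezh2* Y726D, whose list is of near length (40829 peaks), 19.6% in *Ezh1/2* dKO (17618 peaks) and 15.4% in *Ezh2* KO (25483 peaks). The paper measured H3K27ac of this line by ChIP-qPCR.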
